# A transcriptional response to replication stress selectively expands a subset of *Brca2*-mutant mammary epithelial cells

**DOI:** 10.1038/s41467-023-40956-w

**Published:** 2023-08-25

**Authors:** Maryam Ghaderi Najafabadi, G. Kenneth Gray, Li Ren Kong, Komal Gupta, David Perera, Huw Naylor, Joan S. Brugge, Ashok R. Venkitaraman, Mona Shehata

**Keywords:** Breast cancer, Disease model, DNA damage response

## Abstract

Germline *BRCA2* mutation carriers frequently develop luminal-like breast cancers, but it remains unclear how *BRCA2* mutations affect mammary epithelial subpopulations. Here, we report that monoallelic *Brca2*^*mut/WT*^ mammary organoids subjected to replication stress activate a transcriptional response that selectively expands Brca2^mut/WT^ luminal cells lacking hormone receptor expression (HR-). While CyTOF analyses reveal comparable epithelial compositions among wildtype and Brca2^mut/WT^ mammary glands, Brca2^mut/WT^ HR- luminal cells exhibit greater organoid formation and preferentially survive and expand under replication stress. ScRNA-seq analysis corroborates the expansion of HR- luminal cells which express elevated transcript levels of Tetraspanin-8 (*Tspan8*) and *Thrsp*, plus pathways implicated in replication stress survival including Type I interferon responses. Notably, CRISPR/Cas9-mediated deletion of *Tspan8* or *Thrsp* prevents Brca2^mut/WT^ HR- luminal cell expansion. Our findings indicate that Brca2^mut/WT^ cells activate a transcriptional response after replication stress that preferentially favours outgrowth of HR- luminal cells through the expression of interferon-responsive and mammary alveolar genes.

## Abstract (web summary)

Here the authors study how BRCA2 mutations affect mammary epithelial subpopulations. They report that Brca2^mut/WT^ mammary organoids subjected to replication stress activate a transcriptional response that selectively expands Brca2^mut/WT^ HR- luminal cells.

## Introduction

Women who inherit pathogenic germline *BRCA2* mutations exhibit an increased risk of developing luminal-subtype breast cancers^1,2^. What drives the development of these malignancies remains unclear. There is compelling evidence that BRCA2 is an essential component of the cellular response to DNA replication stress^3,4^, which increases the frequency of stalled DNA replication forks. Cells lacking Brca2 exhibit chromosomal instability during cell division^5,6^ accompanied by defective DNA repair by homologous DNA recombination^7^. Whereas mammary myoepithelial and luminal cells lacking Brca2 exhibit defects in DNA repair by homologous recombination^8^, cells bearing monoallelic *BRCA2* mutations retain these functions^5,6,8^. How mammary cells in *BRCA2* mutation carriers respond to replication stress is unclear. As all mammary epithelial lineages have proliferative ability^9–11^, and therefore experience replication stress. Yet, clinical evidence demonstrates that *BRCA2* carriers tend to develop luminal-like breast cancers^1,2^. These observations raise the possibility that monoallelic *Brca2* mutations may differentially affect replication stress responses in different mammary epithelial subtypes.

An alternative or complementary possible mechanism by which inherited *BRCA2* mutations may enhance breast cancer risk is by causing defects in the differentiation or outgrowth of selected mammary epithelial subpopulations. This possibility has been best studied in germline BRCA1-associated tumours, a related tumour suppressor gene whose inactivation predisposes women to triple-negative breast cancer subtypes. Germline *BRCA1* mutation carriers exhibit expanded mammary luminal progenitor populations compared to non-carrier individuals prior to cancer onset^12,13^, and *BRCA1*-mutant breast tumours may thus originate from this specific cell-of-origin^12,14^. However, there is relatively little information concerning comparable differences in the breasts of *BRCA2* mutation carriers. *BRCA2* mutation carriers develop functional breast tissues containing all epithelial subpopulations^13,15,16^, but reported differences in epithelial dynamics have differed among studies of *BRCA2* carriers^15,17–20^. For example, myoepithelial cells from *BRCA2* mutation carriers have relatively minor molecular differences compared to *BRCA1* mutation carriers^21^, whereas there are conflicting reports concerning more substantive differences regarding the progenitor capacity of luminal populations in *BRCA2* mutation carriers^13,15,16^.

A primary barrier to the assessment of the effects of *BRCA2* heterozygosity on the breast is the inherent clinical variability of the samples studied. Studies of human tissue are often relatively small and may be confounded by other variables affecting breast biology, such as age, parity, and hormonal status. Additionally, multitudinous pathogenic *BRCA2* mutations have been reported in the Clinvar database (https://www.ncbi.nlm.nih.gov/clinvar/), and each may have a distinct effect on mammary homoeostasis. To permit more controlled investigations, we used a genetically engineered murine model carrying a monoallelic germline *Brca2* truncating mutation^22^, which recapitulates pathogenic human variants in the so-called breast and ovarian cluster region of BRCA2. Across reproductive stages, this and similar murine models display ostensibly histologically normal mammary glands^8,22,23^, suggesting that mammary lineage trajectory is unperturbed by *Brca2* heterozygosity or haploinsufficiency. However, this murine model has not been evaluated using more comprehensive single-cell technologies, nor have the effects of age or hormonal status been assessed in it.

By recapitulating many aspects of in vivo physiology and behaviours, mammary organoids have emerged as a promising in vitro model to enable complex examinations of tissue physiology, particularly over prolonged timeframes, which were hitherto infeasible. Organoids permit well-controlled perturbation experiments, with reduced variability and higher throughput, besides reduced time, cost, and animal usage, compared to similar in vivo experiments. Furthermore, organoids are amenable to genetic manipulation, thus permitting more dynamic and complete genetic modelling of normal tissues.

In this study, we investigated the effect of replication stress on mammary organoids derived from transgenic strains bearing a monoallelic truncating Brca2 mutation (Brca2^mut/WT^) compared with wild-type controls (wild type). Histology and CyTOF analyses showed a similar proportional representation of epithelial subtypes in wild-type and Brca2^mut/WT^ mammary glands. Mammary organoid assays revealed organoid formation capacity was increased in Brca2^mut/WT^ HR− luminal cell subpopulations. Single exposure of hydroxyurea (HU) to induce replication stress showed wild-type and Brca2^mut/WT^ mammary cells responded in equivalent manners. However, prolonged HU exposure caused a selective expansion of the Brca2^mut/WT^ HR− luminal compartment. Single-cell RNA sequencing (scRNA-seq) analyses revealed upregulation of interferon response genes and an increase in the HR- luminal cycling cell cluster proportion. This cell cluster contained transcripts of *Tspan8* and *Thrsp*, both of which are expressed in mammary luminal cells^20,24^. Exposure to inhibitors, or deletion of the HR- luminal cycling cluster via CRISPR/Cas9-mediated Tspan8 and Thrsp knockout demonstrated that Brca2 heterozygous cells activate these pathways to circumvent replication stress-induced cell death and promote cell proliferation and survival.

## Results

### Brca2^mut/WT^ mammary HR− luminal cells have increased organoid formation capacity

We collected mammary glands from three young (3 months) and four aged (7–10 months) *Brca2*^mut/WT^ or wild-type mice. Histological sections showed similar morphological appearance (Fig. 1A) and the presence of myoepithelial and luminal lineages (Fig. 1B and Supplementary Fig. 1a). To examine the epithelial proportions, we dissociated mammary glands from 3 young and 5–6 aged wild-type or Brca2^mut/WT^ mice and analysed the differential expression of CD49f and EpCAM using flow cytometry. The basal and stromal subpopulations contained comparable cell numbers between both genotypes in all ages (Fig. 1C). The luminal population was further fractionated using expression of CD49b and Sca1 to distinguish HR+ and HR- luminal cells. No observable cell proportion differences were detected (Fig. 1C).

**Fig. 1:**
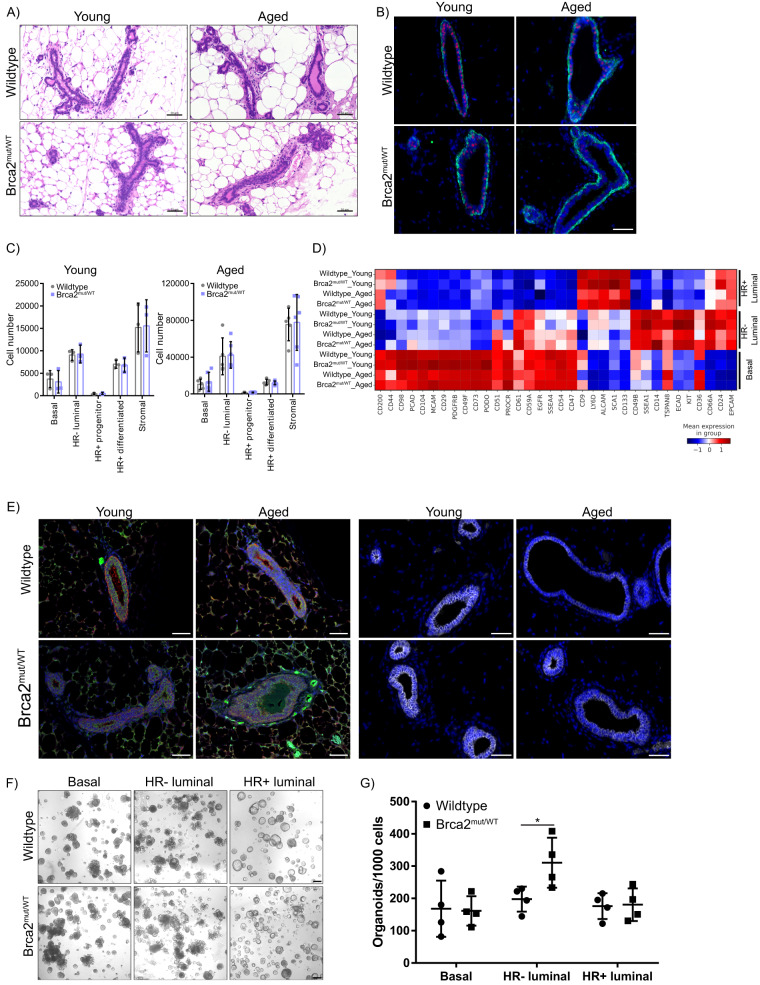
Brca2^mut/WT^ mammary glands are morphologically similar to wild-type mammary glands in young and aged mice. **A** H&E staining of paraffin-embedded sections from young adult (3 months) or aged (8+ months) wild-type or Brca2^mut/WT^ mammary tissues. Images are representative of 3–4 mice/group. Scale bars, 50 µm. **B** PR (magenta) and K14 (green) in young and aged wild-type or Brca2^mut/WT^ mammary glands. Images representative of 3–4 mice/group. Tissues were counter-labelled with 4′,6-diamidino-2-phenylindole (DAPI, blue). Scale bars, 50 µm. **C** Absolute cell number of different mammary epithelial cell subpopulations of young or aged wild-type or Brca2^mut/WT^ mice as determined by flow cytometry. Mean +/− SD of *n* = 3 young independent mice per group and *n* = 5 wild-type or *n* = 6 Brca2^mut/WT^ aged independent mice per group. A two-way ANOVA followed by Tukey’s multiple comparison test showed no significant differences. Source data are provided. **D** Heatmap showing expression levels of the indicated markers (*y* axis) in the epithelial subpopulations from young and aged wild-type or Brca2^mut/WT^ mammary glands (red = high expression, blue = low expression). Data depicts the mean expression of three independent mice per group. **E** Immunostaining of CD14 (green) and CD36 (magenta) (left) and E-Cadherin (grey, right) and DAPI (Blue) in young and aged wild-type and Brca2^mut/WT^ mammary glands. Images representative of 3–4 individual mice/group. Scale bars, 50 µm. **F** Representative brightfield images of wild-type or Brca2^mut/WT^ organoids derived from basal, HR− or HR+ luminal cells. Scale bar, 200 µm. **G** Quantification of the number of wild-type or Brca2^mut/WT^ organoids formed from the different epithelial populations. Data presented as the mean +/− SD (organoids derived from *n* = 4 independent mice). Mann–Whitney two-tailed unpaired test was performed, *P = 0.04. Source data are provided as a Source Data file.

As the mammary gland is highly heterogenous with many complex cell states, we generated a mammary CyTOF mass cytometry panel consisting of 39-metal tagged antibodies, which recognise proteins associated with known mammary cell functions. CyTOF was carried out on oestrous-matched young or aged wild-type and Brca2^mut/WT^ mammary glands. Lineage-relevant markers (CD31, CD45 and Ter119) were used to exclude haemopoietic, endothelial and stromal cells from the analysis. Based on the expression levels of the 39 markers, three clusters were evident, representing the three main epithelial lineages (Fig. 1D). Basal and HR+ luminal subpopulations displayed no significant differences in protein expression irrespective of genotype or age. Several HR− luminal markers, including CD61, SSEA-4, E-Cadherin and CD14 displayed slightly increased expression in the Brca2^mut/WT^ aged HR− luminal populations compared to wild-type counterparts (Fig. 1D); however, these were not statistically significant. Protein expression of CD14 and E-Cadherin on tissue sections further confirmed these results (Fig. 1E and Supplementary Fig. 1b, c). Thus, our findings suggest that loss of a single Brca2 allele in an unchallenged (i.e., absent additional known tumour driver mutations or genotoxic exposures) mammary gland does not affect the generation or maintenance of epithelial lineages. In addition, we did not detect significant differences in epithelial cell proportion or differentiation state based on age. We therefore elected to utilise aged (9–11 months) mammary tissue for further experiments, because this age in mice corresponds to perimenopausal middle age in humans^25^, at which time the incidence of breast cancer in female BRCA2 mutation carriers increases.

Three-dimensional (3D) organoids cultured from mammary tissues display a close resemblance to the epithelial composition of mammary glands, displaying budding structures that mimic branching morphogenesis^26^. A recently developed culture medium for mouse mammary organoid propagation has allowed organoids to be generated from a single cell. By seeding single mammary cell suspensions in Matrigel (Supplementary Fig. 1d), we established a diverse range of organoids composed of spherical-like and multi-lobed structures (Supplementary Fig. 1e). Organoids started to form by day 5/6 and developed within 7–12 days (Supplementary Fig. 1e). Whole-mount staining confirmed the existence of multilineage organoids composed of a myoepithelial/basal outer layer (K14 expression) and an inner E-Cadherin-positive luminal layer containing both Progesterone receptor (PR)-positive and -negative cells (Supplementary Fig. 1f). Collectively, these findings demonstrate that a single mammary cell-derived organoid recapitulates in vivo mammary gland features.

Next, we tested whether Brca2^mut/WT^ mammary epithelial cells have differential organoid formation capacity. Basal, HR- luminal, and HR+ luminal populations were flow-sorted from four aged (8–11 months) mice and seeded into 3D cultures. All three populations were able to form 3D structures (Supplementary Fig. 1g). The basal and HR- luminal populations generated both spheroid-like and multi-lobed structures, indicating strong organoid formation ability (Fig. 1F and Supplementary Fig. 1g). Whole-mount staining confirmed the presence of both single lineage and multilineage organoids (Supplementary Fig. 1h), confirming the capacity of basal and HR− luminal cells to generate multiple epithelial lineages in vitro, consistent with other reports^27,28^. The HR+ luminal population generated mainly spheroid-like structures in which most organoids were PR + , indicating a lineage-restricted cell type (Supplementary Fig. 1h), consistent with previous in vitro and in vivo studies^27,29,30^. While basal and HR+ luminal cells generated similar numbers of organoids irrespective of genotype (Fig. 1G), Brca2^mut/WT^ HR− luminal cells displayed significantly increased organoid formation capacity (Fig. 1G). In summary, we show that Brca2^mut/WT^ HR− luminal cells, while relatively equal in cell proportion, have greater proliferative capacity than their wild-type counterparts when propagated from single cells into organoids.

### Effect of transient replicative stress on wild-type and Brca2^mut/WT^ mammary organoids

To assess the effects of replication stress on the epithelial subpopulations from both genotypes, we established organoids from single mammary cells derived from five to six mice (9–11 months). On day 7, organoids were exposed to low (1 mM) (Fig. 2) or high (4 mM) (Supplementary Fig. 2) hydroxyurea (HU, which stalls DNA replication) and stained for γH2AX as a reporter of double-strand DNA breaks (Fig. 2A). As expected, γH2AX-positive cells, measured by flow cytometry, were increased in the HU-treated organoids. However, no differences were observed in γH2AX+ cells detected between the genotypes (Fig. 2B and Supplementary Fig. 2a), nor were there any changes in the proportion of the epithelial cell types after HU exposure (Fig. 2C and Supplementary Fig. 2b). These observations suggest that mammary epithelial cells carrying monoallelic Brca2 mutations retain a normal capacity to respond acutely to replication stress.

**Fig. 2:**
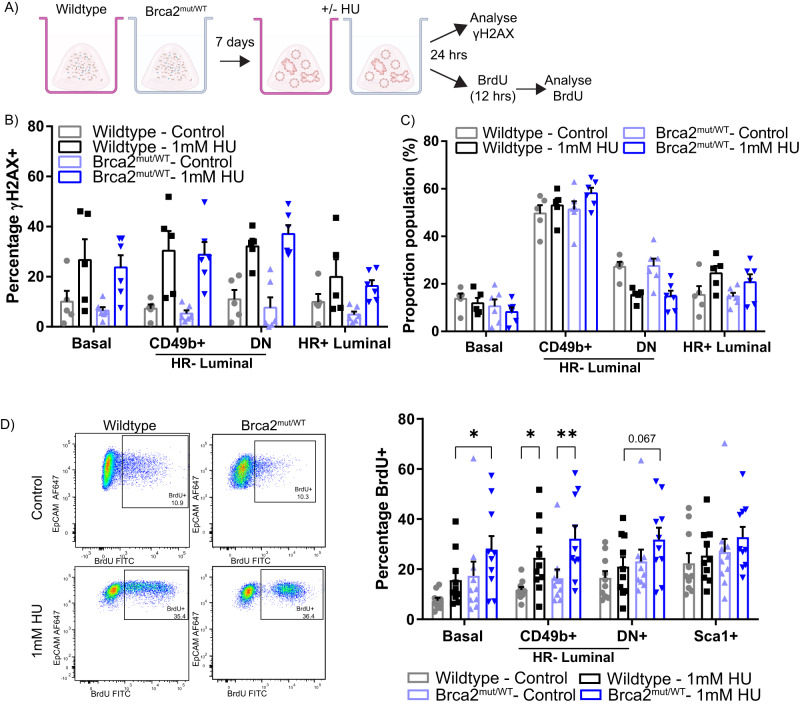
Brca2^mut/WT^ mammary organoids have similar response to short-term DNA genotoxic stress as wild-type mammary organoids. **A** Schematic illustrating the experimental pipeline for wild-type or Brca2^mut/WT^ cells grown as organoids, treated with 1 mM HU and assessed for γH2AX or BrdU. Image ‘Created with BioRender.com’. **B** Quantification of the percentage of γH2AX+ cells from wild-type or Brca2^mut/WT^ organoids post HU treatment. Data depict the different epithelial populations. Data presented as the mean +/− SEM of *n* = 5 wild-type and *n* = 6 Brca2^mut/WT^ independent biological replicates. Source data are provided. **C** Quantification of the proportion of epithelial populations in the wild-type or Brca2^mut/WT^ organoids post HU treatment. Data presented as mean +/− SEM of *n* = 5 wild-type and *n* = 6 Brca2^mut/WT^ independent biological replicates. **B**, **C** A two-way ANOVA followed by Fisher’s LSD test showed no significant differences. **D** Representative flow cytometry analysis of BrdU+ CD49b+ luminal cells (left) and quantification (right) of the percentage of BrdU+ cells in the different epithelial subpopulations from wild-type or Brca2^mut/WT^ organoids post HU treatment. Data presented as mean +/− SEM of *n* = 10 independent biological replicates per group. A two-way ANOVA followed by Fisher’s LSD test was performed. Basal: *P = 0.041; CD49b+ luminal: *P = 0.031, **P = 0.0078. Source data are provided as a Source Data file.

To examine the acute effects of replication stress on cell division, we administered BrdU to label the DNA of cells in the S phase of the cell cycle and assessed BrdU positivity across various cell populations (Fig. 2A). The proportion of BrdU-labelled cells was increased in CD49b+ HR- luminal HU-challenged population compared with unchallenged (Fig. 2D). Only in basal cells was there a modest but statistically significant difference in BrdU-labelled cells between HU-treated genotypes (Fig. 2D and Supplementary Fig. 3b). Overall, the BrdU+ increases occurred in a comparable fashion between wild-type and Brca2^mut/WT^ organoids, especially within the luminal compartment. Thus, transient replicative stress evokes similar cellular phenotypes in the luminal populations, irrespective of genotype.

### Expansion of a Brca2^mut/WT^ HR− luminal population after prolonged replication stress

Replication stress in the breast may be prolonged rather than transient because the breast undergoes many proliferative and remodelling events over its lifetime. We therefore investigated the effects of prolonged exposures to replication stress in Brca2^mut/WT^ mammary organoids. Briefly, organoids (established from up to eight mice per group, aged 9–11 months) were exposed to 1 mM HU for 24 h and allowed to recover for 4 days, before passaging (Fig. 3A). In parallel, we performed equivalent experiments using a physiologically relevant stimulus, 17β-estradiol (E2), which produces oxidative metabolites causing DNA adducts^31^. Organoids were exposed to HU or E2 in this way for five serial passages over 60 days (Fig. 3A). Wild-type and mutant organoids not exposed to HU or E2 were used as controls. Staining for γH2AX after HU exposure confirmed that DNA damage was present at similar levels in all epithelial subpopulations over time (Supplementary Fig. 3a). In both genotypes, basal and HR+ luminal cells showed higher percentages of γH2AX-positive cells compared with HR− luminal cells (Supplementary Fig. 3a), suggestive of lineage-related differences in DNA damage responses and other cellular functioning, as observed in other studies^10,32^. We next assessed whether any differences in cell cycle regulation were observed long term. Apart from an increase in BrdU positivity in the CD49b+ HR− luminal population at passage 0, the proportion of BrdU-positive cells was not significantly different between the control and HU-treated groups. At passage 0, there was a significant increase in the number of BrdU+ cells compared to passages 2 and 4, in the controls as well as HU- and E2-treated organoids (Supplementary Fig. 3b, c). As organoids were seeded from single cells during passage 0, or by splitting established cultures in passages 2 and 4, we infer that passage 0 organoids may contain a higher frequency of dividing cells than in later passages.

**Fig. 3:**
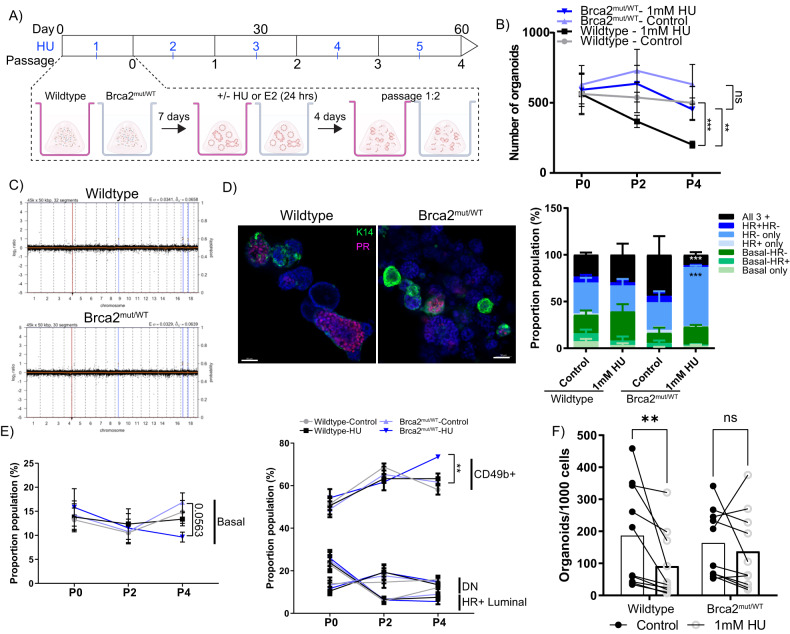
Intermittent genotoxic stress induces expansion of the HR- luminal population in Brca2^mut/WT^ organoids. **A** Schematic illustrating the experimental pipeline for a longitudinal intermittent HU treatment of wild-type or Brca2^mut/WT^ mammary organoids. Image created with BioRender.com. **B** Quantification of the number of wild-type or Brca2^mut/WT^ organoids formed over multiple passages (P0, P2 and P4). Data presented as mean +/− SEM (*n* = 10 per group). Mann–Whitney two-tailed unpaired test was performed, **P = 0.0029. ***P = 0.0005, ns *P* = 0.056. Source data are provided. **C** aCGH plots from wild-type (upper) or Brca2^mut/WT^ (lower) passage 4-HU-treated organoids. Somatic CNAs were absent in HU-treated organoids. Representative plots from three independent experiments are shown. **D** Representative immunofluorescent images (left) of wild-type or Brca2^mut/WT^ organoids post HU treatment after passage 4. K14 (green), PR (magenta) and DAPI (blue). Scale bars, 50 µm. Quantification (right) of each organoid type at passage 4. Data presented as mean +/− SEM of *n* = 5 wild-type and *n* = 5 Brca2^mut/WT^ independent biological replicates. A two-way ANOVA followed by Tukey’s multiple comparison test was performed. Brca2^mut/WT^ HU all 3 + ***P = <0.0001. Brca2^mut/WT^ HU HR− only ***P = <0.0001. **E** Quantification of the percentage of basal (left) and luminal (right) cell types formed over multiple passages (P0, P2, P4) from wild-type or Brca2^mut/WT^ organoids treated with HU. Data presented as mean +/− SEM of *n* = 8 wild-type and *n* = 8 Brca2^mut/WT^ independent biological replicates. Mann–Whitney two-tailed unpaired *t* test was used. **P = 0.0055. Source data are provided. **F** Quantification of the number of organoids formed from wild-type or Brca2^mut/WT^ single cells after 5 intermittent HU treatments. Data presented as mean +/− SEM of *n* = 10 wild-type and *n* = 10 Brca2^mut/WT^ independent biological replicates. A two-tailed Wilcoxon matched-pair signed-rank test was performed. **P = 0.00195, ns not significant. Source data are provided as a Source Data file.

Unchallenged wild-type and Brca2^mut/WT^ organoids retained their regenerative capacity and exhibited consistent organoid growth (Fig. 3B). In contrast, the number of wild-type HU-treated organoids diminished significantly (~four fold reduction, Fig. 3B), indicative of reduced organoid regeneration. Unexpectedly, however, Brca2^mut/WT^ organoids exposed to repeated HU treatments retained regenerative capacity significantly better than HU-treated wild-type organoids. HU-exposed Brca2^mut/WT^ mammary organoids exhibited a statistically insignificant reduction in regenerative capacity compared with unchallenged Brca2^mut/WT^ controls by passage 4. Their regenerative capacity was >three fold higher than that of similarly treated HU-exposed wild-type organoids (*t* test, *P=* 0.056) (Fig. 3B). There was no measurable difference in regenerative capacity between wild-type or Brca2^mut/WT^ E2-exposed organoids, compared with unchallenged controls (Supplementary Fig 4a), suggesting that estradiol challenge alone does not induce as high a level of replication stress as HU. Collectively, our results suggest that Brca2^mut/WT^ mammary organoids exhibit higher tolerance to replication stress than wild-type organoids.

Copy number alterations (CNAs) have recently been shown to accumulate in non-malignant cells carrying monoallelic *BRCA2* mutations^15^. To evaluate CNAs, we performed shallow whole-genome sequencing (3× coverage) from unchallenged organoids at passage 0 and passage 4 and from HU-exposed organoids at passage 4, using three biological replicates. HU-treated Brca2^mut/WT^ organoids at passage 4 exhibited no increase in detectable CNAs, compared to wild-type organoids or untreated controls (Fig. 3C and Supplementary Fig. 4b, c). We note, however, that random CNAs in organoid systems are likely to be very rare unless enriched non-randomly by selection over prolonged periods, and may therefore elude detection in our experiments. These findings suggest that HU-induced replication stress leads to alterations in the expansion of Brca2^mut/WT^ organoids without inducing severe chromosome instability marked by the accumulation of CNAs, over the timeframe of our experiments.

We next examined the cellular composition of HU-treated organoids. Whole-mount staining for basal (K14) and HR+ luminal (Progesterone Receptor, PR) markers were carried out on three biological samples. Cells not expressing K14 or PR were categorised as HR− luminal. At passage 0, multilineage organoids (containing all three epithelial cell types) were present in 28%, 42%, 24% and 37% of the control wild type, HU-treated wild type (Wild-type HU), control Brca2^mut/WT^, and HU-treated Brca2^mut/WT^ groups, respectively (Supplementary Fig. 5a, b). These trends continued in passage 2; however, HU-treated Brca2^mut/WT^ organoids showed a slight increase in HR− luminal cell proportion (Supplementary Fig. 5a, c). Multilineage organoids (containing two or more cell types) were detected in 58%, 69% and 66% of wild-type, Wild-type HU and Brca2^mut/WT^ passage 4 organoids, respectively (Fig. 3D), demonstrating that HU treatments in wild-type mammary cells targeted all cell types equally. Notably, the HU-treated Brca2^mut/WT^ group had significantly reduced proportions of multilineage organoids to 34%, with the remaining 63% containing only the HR- luminal cell type, compared with 29–33% in the other groups (Fig. 3D). Only in passage 4 was there a change following E2 treatments, where the HR- luminal population increased in both wild-type and Brca2^mut/WT^ organoids (Supplementary Fig. 5d–f). Collectively, our results indicate that prolonged replication stress induced by HU enabled the preferential survival and outgrowth of HR- luminal cells in Brca2^mut/WT^ organoids.

To examine the epithelial subtype proportions, we performed flow cytometry using our standard mammary antibody panels. In concordance with the whole-mount findings, there were minimal changes detected in the proportions of basal and HR+ luminal cell types in any of the conditions tested (Fig. 3E). In contrast, at passage 4, HU-treated Brca2^mut/WT^ organoids had a 20% increase in the proportion of CD49b+ HR- luminal cells compared to the other groups (Fig. 3e). Following E2 treatment, the proportion of basal cells decreased, while the CD49b+ HR- luminal population significantly increased (Supplementary Fig. 5g). These changes were detected in both wild type and Brca2^mut/WT^, illustrating that the effects of E2 were independent of genotype. We next examined the organoid-forming capacity from HU-treated cells. Passage 4 organoids were dissociated to single cells, reseeded into new organoid cultures, and enumerated after 12 days. All wild-type organoid formation capacity was severely reduced following prolonged HU treatments (Fig. 3F). While Brca2^mut/WT^ HU-treated cells displayed reduced organoid formation capacity, proliferative ability was not as significantly impaired and three of the eight Brca2^mut/WT^ samples had a slight expansion following HU treatments. (Fig. 3F). No differences were observed in the E2-treated groups (Supplementary Fig. 5h). Taken together, we show that the Brca2^mut/WT^ HR- luminal population survives and expands following prolonged replication stress better than other luminal populations and better than wild-type cells.

### Single-cell profiling reveals HR- luminal cell expansion in Brca2^mut/WT^ mammary cells following replication stress exposure

We next sought to investigate the transcriptional changes associated with the enhanced Brca2^mut/WT^ organoid survival advantage following repeated replication stress. 

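The single-cell experiment was analysed from 4 droplet libraries, 1 each for the wild-type control, wild-type HU, Brca2 mut/WT control and Brca2 mut/WT HU condition. Hydroxyurea (HU), which stalls DNA replication, was given at 1 mM for 24 h followed by 4 days of recovery, and cryopreserved organoids were thawed, cultured for 3 days and dissociated before capture. The paper gives 3 mice per condition, whereas the sample labels give 2 replicates per library. Neither states whether a library holds passage 0 organoids, passage 4 organoids or both, so values are given by genotype and treatment only. The authors deposited the number of unique molecular identifiers (UMIs) counted on each gene in each cell, without normalization. They also deposited the counts of 4 antibody tags per library, with no key to the tags, so the cells carrying each tag were treated as 4 unlabelled pools within a library. The libraries held 302135155 gene UMIs in 9358 cells for the wild-type control, 258821284 in 8158 cells for wild-type HU, 243430259 in 8113 cells for the Brca2 mut/WT control and 258118001 in 7639 cells for Brca2 mut/WT HU. The median cell had 26188, 26726, 25444 and 29087 UMIs, respectively. Brca2 (ENSMUSG00000041147, chromosome 5 of GRCm38, 150522630 to 150570329) had 5.34 CPM (its UMIs as a scaled share of all gene UMIs) in the wild-type control cells that passed the quality filter, 5.50 in wild-type HU, 4.27 in the Brca2 mut/WT control and 3.92 in Brca2 mut/WT HU. Cells were normalized with SCTransform and integrated across the 4 libraries, and the choice of integration, resolution and cell filter was varied because each can move the class shares. The 153 genes named in the paper or in the gene lists used here were left out of the clustering features, so that their levels did not define the clusters. UMIs were then summed over the cells of a class in each library and divided by the total of that class. With 1 library per condition no test between conditions was possible, and the 95% intervals, exact Poisson for sums and exact Clopper-Pearson for shares, cover counting error only.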

We performed single-cell (sc)RNA-seq from early (passage 0) and late (passage 4) organoid culture time points. 

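The 4 libraries held 33268 cells. Of these, 4879 had fewer than 1000 detected genes, 8627 had more than 6000, and 4032 had 5% or more of their UMIs on mitochondrial genes, with some cells failing on several counts. Keeping cells with 1000 to 6000 genes and under 5% mitochondrial UMIs left 17360 cells, of which 5312 were from the wild-type control, 4617 from wild-type HU, 4138 from the Brca2 mut/WT control and 3293 from Brca2 mut/WT HU. The upper limit removed the largest share in the Brca2 mut/WT HU library, where 31.1% of cells had over 6000 genes, against 24.5% in the wild-type control, 24.4% in wild-type HU and 24.3% in the Brca2 mut/WT control. Without that limit and with under 10% mitochondrial UMIs, 27645 cells were kept. Among these cells, 14.5% of those over 6000 genes carried 2 or more antibody tags, against 1.43% of those with 1000 to 6000 genes. The median kept cell had 24180, 24249, 24576 and 26893 UMIs in the wild-type control, wild-type HU, Brca2 mut/WT control and Brca2 mut/WT HU libraries.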

Across the four different conditions (wild-type or Brca2^mut/WT^ with or without HU treatments) and time points, a total of 34,200 cells were retained for analysis following quality controls (see “Methods”). Unsupervised clustering across all high-quality cells and visualising the results using uniform manifold approximation and projections (UMAP) revealed five transcriptionally distinct subclusters (Fig. 4A). 

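At a resolution of 0.8, the 17360 cells fell into 20 clusters, which were named from marker genes other than those of Fig. 4B. Non-cycling HR- luminal cells made up 7 clusters with 10529 cells and HR- luminal cycling cells 3 clusters with 914 cells. Non-cycling basal cells made up 2 clusters with 2292 cells, basal cycling cells 1 cluster with 532 cells and HR+ luminal cells 2 clusters with 860 cells. The remaining 5 clusters with 2233 cells were left unnamed. Of the unnamed clusters, 3 had a median UMI count under 0.333 of that of their libraries, and these took up 6.70% of the wild-type control, 6.24% of the wild-type HU, 11.8% of the Brca2 mut/WT control and 13.3% of the Brca2 mut/WT HU cells.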

Lineage-specific markers were examined to identify the different clusters, and cell types were labelled using these marker genes^24,33^. The dominant clusters were the HR- luminal population, which consisted of cells expressing known HR− luminal genes (*Lalba*, *Mfge8*, *Cd14*, *Elf5*, *Kit*), and a HR− luminal cycling population, which expressed not only HR- luminal genes but also known cell cycle genes including *Birc5*, *Ccnb2*, *Cdc25c* and *Cdkn2d*. 

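Each of the 5 HR- luminal genes had its highest level in the HR- luminal class in all 4 libraries. Lalba (chromosome 15, 98480400 to 98482721) had 380.4 CPM (95% interval 376 to 384) in HR- luminal cells of the wild-type control library, against 38.6 in basal and 14.1 in HR+ luminal cells. In the same library Kit (chromosome 5, 75574916 to 75656722) had 100.0 CPM (97.9 to 102), against 10.6 and 10.8. The smallest contrast was that of Mfge8, with 4096 CPM in HR- luminal and 2911 in basal cells of the Brca2 mut/WT control library. All 4 cell cycle genes were higher in the HR- luminal cycling than in the non-cycling clusters of every library. Birc5 (chromosome 11, 117849251 to 117855743) had 289 CPM against 6.11 in the wild-type control, 330.4 against 5.16 in wild-type HU, 325 against 4.65 in the Brca2 mut/WT control and 280.0 against 4.37 in Brca2 mut/WT HU. Cdkn2d showed the smallest contrast, with 28.8 against 7.12 CPM in Brca2 mut/WT HU. None of these genes had a part in defining the clusters.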

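Krt14, Id4, Pdpn, Trp63 and Vim, the last but one listed under its mouse symbol for p63, were each highest in the basal class in all 4 libraries. Krt14 (chromosome 11, 100203162 to 100207548) had 4004 CPM in basal cells of the wild-type control, 4857 in wild-type HU, 2370.4 in the Brca2 mut/WT control and 2699 in Brca2 mut/WT HU. It also had 112 CPM in HR- luminal cells of the wild-type control and 37.0 in those of Brca2 mut/WT HU. Trp63 had between 69.1 and 84.5 CPM in basal cells and at most 5.03 in HR- luminal cells. With clusters at a resolution of 0.4, 4 of these 5 genes were highest in the basal class in every library. The basal cycling cluster held 3.01% of cells in the wild-type control (2.57 to 3.51), 4.74% in wild-type HU (4.15 to 5.40), 1.64% in the Brca2 mut/WT control (1.28 to 2.08) and 2.58% in Brca2 mut/WT HU (2.07 to 3.18).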

A basal population was identified that expressed known basal markers (*Krt14*, *Id4*, *Pdpn*, *Tp63*, *Vim*), and a basal cycling population was also identified. 

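In all 4 libraries, Areg, Prlr, Foxa1 and Pgr were each highest in the HR+ luminal class. Areg (chromosome 5, 91139599 to 91148432) had between 1794 and 2836 CPM in HR+ luminal cells and at most 11.6 in HR- luminal and 26.8 in basal cells. Prlr had 778 to 1034 CPM in HR+ luminal cells and 88.1 to 96.5 in HR- luminal cells. Pgr had between 49.5 and 114.6 CPM in HR+ luminal cells and at most 4.63 in the other classes. The stromal gene Dcn was among the 10 genes with the largest fold in 1 of the HR+ luminal clusters, which held 614 of the 860 HR+ luminal cells, and the HR+ luminal class was therefore not compared between conditions.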

The final cluster was identified to contain HR+ luminal cells expressing genes including *Areg*, *Prlr*, *Foxa1*, *Pgr* and *Ar* (Fig. 4B).

**Fig. 4:**
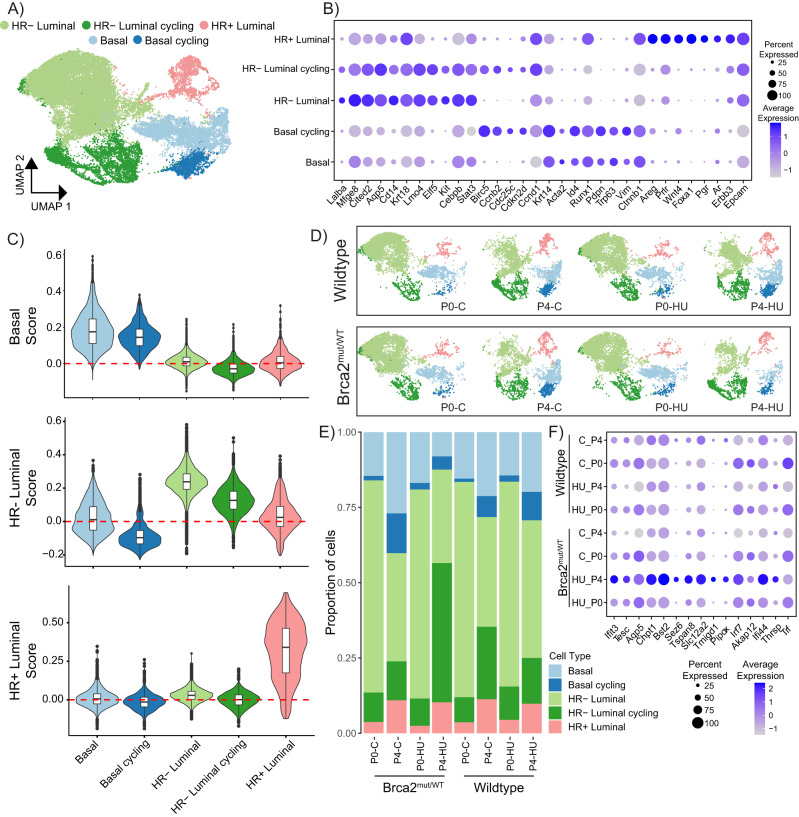
Single-cell transcriptomics reveal an expanded HR− luminal cycling population in Brca2^mut/WT^ organoids. **A** Projection of dimensionality reduced (UMAP) scRNA-seq data (left, *n* = 34,200 cells in dataset from wild-type or Brca2^mut/WT^ organoids generated from *n* = 3 individual mice for each condition (Passage 0-Control, Passage 0-HU, Passage 4-Control, Passage 4-HU)) coloured by cell type. **B** Dot plot showing the expression of established mammary and proliferating cell markers associated with each cluster. Marker genes (*x* axis) for each major cell type cluster (*y* axis). Circle size indicates the percent of cells in the cluster expressing the gene. Filled colour represents the normalised and scaled mean expression level. **C** Violin plots of basal (upper), HR− luminal (middle) and HR+ luminal (bottom) cell scores across the mammary organoid cell clusters (data are presented as median and quartile from wild-type or Brca2^mut/WT^ organoids generated from *n* = 3 individual mice). **D** UMAP analysis control (C) or HU treatment (HU) organoids at passage 0 (P0) or 4 (P4) wild-type or Brca2^mut/WT^ organoids; cell types are coloured. **E** Frequency of cell types for each group, colour coded by cell type. **F** Dot plot showing the expression of 15 of the top 30 differentially expressed marker genes in Brca2^mut/WT^ P4 HU-treated organoids compared to the other groups. Circle size indicates the percentage of cells in which the gene expression was detected. Fill colour depicts the normalised and scaled mean expression level.

After annotating individual lineage-specific genes, we cross-examined published mammary epithelial gene signatures derived from sorted HR- luminal, HR+ luminal, and basal cells^34^ to elucidate the extent to which our organoids could maintain lineage-specific transcriptional programmes. We scored each epithelial cluster from the organoids with respect to each lineage gene signature (Fig. 4C). We found that mammary organoids faithfully recapitulated the gene expression signatures of primary mammary tissues. The basal gene score was highest in the organoid basal and basal cycling clusters, the HR− luminal score was highest in the organoid HR− luminal and HR− luminal cycling clusters, and the HR+ luminal score was highest in the organoid HR+ luminal cluster (Fig. 4C). 

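HR- luminal, HR- luminal cycling, basal, basal cycling and HR+ luminal cells were found in each of the 4 libraries. HR- luminal cells, cycling and non-cycling together, were 67.6% of the wild-type control cells (66.3 to 68.8), 63.4% of wild-type HU (62.0 to 64.8), 68.4% of the Brca2 mut/WT control (67.0 to 69.8) and 63.6% of Brca2 mut/WT HU (62.0 to 65.3). The HR- luminal cycling clusters held 5.01% (4.44 to 5.63), 4.87% (4.27 to 5.53), 6.09% (5.38 to 6.86) and 5.19% (4.46 to 6.01) of cells in the same order. These shares leave out an unnamed cluster of 404 cells, which had 4 HR- luminal and 6 cycling markers but low depth. It held 1.77%, 1.71%, 2.97% and 3.28% of cells, so counting it would raise the share most in the Brca2 mut/WT libraries. A larger unnamed cluster of 1082 cells, with a median of 3715.5 UMIs, is also left out. It had 2 HR- luminal markers, under the 3 needed, and held 4.10%, 4.33%, 8.55% and 9.41% of cells. Whether these were HR- luminal cells was not settled. The closeness of the HR- luminal shares of the 2 HU libraries therefore depends on leaving them out. Basal cells, cycling and non-cycling together, made up 16.5%, 18.5%, 13.3% and 16.5%. The HR+ luminal clusters held 272, 248, 186 and 154 cells. Shares moved most when cells over 6000 genes were kept and up to 10% mitochondrial UMIs were allowed, with HR- luminal cells at 72.1%, 69.9%, 75.4% and 72.1% and HR- luminal cycling cells at 10.1%, 7.69%, 12.0% and 12.1%. The antibody tag pools within a library differed by more than the libraries did. In the Brca2 mut/WT HU library, the HR- luminal share was 79.1%, 78.4%, 75.2% and 37.5% in pools 1 to 4.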

UMAPs of wild-type and Brca2^mut/WT^ organoids resulted in all epithelial clusters being maintained (Fig. 4D). Reassuringly, both unchallenged and HU-treated wild-type and Brca2^mut/WT^ organoids at passage 0 and 4 showed the same gene signature correlations for the basal score (Supplementary Fig. 6a), HR− luminal score (Supplementary Fig. 6b), and the HR+ luminal score (Supplementary Fig. 6c). These findings demonstrate that mammary organoid cultures maintain the different lineages throughout the culture period irrespective of genotype or replication stress. Consistent with whole-mount immunofluorescent analysis (Fig. 3D), HU-treated Brca2^mut/WT^ organoids at passage 4 had the largest proportion of cells within the HR- luminal clusters, with the dominant population being the HR- luminal cycling cluster compared to unchallenged Brca2^mut/WT^, or wild-type organoids (Fig. 4E).

We then examined differences in gene transcription in HU-treated Brca2^mut/WT^ cells compared to unchallenged Brca2^mut/WT^ and wild-type cells (+/− HU treatments) at passage 4. Among the top 30 differentially expressed genes, interferon-related genes (*Ifit3*, *Irf7*, *Ifi44*) and luminal alveolar lineage-specific genes (*Tspan8*, *Thrsp, Aqp5*)^20,24,33^ were elevated in the HU-treated Brca2^mut/WT^ (Fig. 4F and Supplementary Data 1). These genes were highly expressed in the HU-treated Brca2^mut/WT^ samples from passage 4, and their expression increased over time (Fig. 4F). Taken together, we showed that repeated stress events affect Brca2^mut/WT^ mammary epithelial cells differently. Basal cells reduced in number while HR− luminal cells significantly expanded. This expanded HR- luminal population also showed upregulation of interferon-related and alveolar transcripts.

### HR− luminal cells activate an interferon response after replication stress

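The HR- luminal cells were clustered again on their integrated values. At a resolution of 0.5 they separated into 12 subclusters, of which 3 were cycling, while a resolution of 0.3 gave 7 and a resolution of 0.8 gave 14. The 3 cycling subclusters held 480, 272 and 179 cells. Cenpf, Cdc20 and Ccnb2 were among the leading genes of the first and the last of them, and Hist1h1b, Clspn and Mcm6 led the other. The smallest subcluster had 32 cells and was led by interferon-inducible genes, including Gm4841, Ifit2, Gbp5 and Rsad2. It was non-cycling, and Ifit3 reached 2297 CPM in it.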

To examine the mechanistic impact of replication stress on the luminal compartment that may confer growth advantage, we performed unsupervised clustering across the HR- luminal clusters, resulting in nine transcriptionally distinct subclusters (Fig. 5A, B). At passage 4, the HU-treated Brca2^mut/WT^ organoids had the highest proportion of cells in cluster 4 compared with unchallenged Brca2^mut/WT^, or wild-type organoids (Supplementary Fig. 7a). As cluster 4 was annotated as the HR- luminal cycling cluster, we next investigated the biological terms associated with this cluster. The GO specific to cluster 4 genes in the HU-treated Brca2^mut/WT^ organoids were significantly attributed to Type 1 interferon responses (Fig. 5C). Similarly, clusters 1, 2 and 3 in the HU-treated Brca2^mut/WT^ organoids also showed enrichment in Type 1 interferon and Neutrophil-related response genes (Supplementary Fig. 7b–d and Supplementary Data 2). 

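Expression of 7 interferon response genes shown in Fig. 5D was summed over the HR- luminal cells of each library, whose passage is not stated. Ifit3 (ENSMUSG00000074896, chromosome 19 of GRCm38, 34583531 to 34588731) had 253 CPM in the wild-type control, 226 in wild-type HU, 352 in the Brca2 mut/WT control and 337 (333 to 342) in Brca2 mut/WT HU. Irf7 (chromosome 7, 141262706 to 141266481) had 612, 656, 712 and 723 CPM (716 to 729.7) in the same order. For Ifit1 (chromosome 19, 34640871 to 34650009) the values were 192, 191, 217 and 230.5 CPM (227 to 234). Bcl2 (chromosome 1, 106538178 to 106714274) had 96.4, 84.9, 108 and 99.8 CPM (97.4 to 102). Each of these 4 genes was thus higher in the Brca2 mut/WT HU library than in wild-type HU by more than counting error. Against the Brca2 mut/WT control, Ifit1 was higher by a log2 ratio of 0.09 (0.05 to 0.12), Irf7 was higher by 0.023 (0.0050 to 0.041) although the Poisson intervals of its levels overlapped, and Ifit3 and Bcl2 were lower. Of the 7 genes, 2 (Ifit1 and Iigp1) were above all 3 other libraries with separate Poisson intervals. When cells over 6000 genes were kept and up to 10% mitochondrial UMIs were allowed, 6 of the 7 genes were above all 3, but 0 were when pool 2 of the Brca2 mut/WT HU library was left out as well. In the cycling HR- luminal cells alone the number was 0. That number rests on fewer UMIs and can miss small differences. Iigp1 had 339 UMIs there in Brca2 mut/WT HU, against 7485 in all HR- luminal cells. By level, Iigp1 (67.0 CPM), Irf7 (502) and Ifit1 (117) were highest there in Brca2 mut/WT HU, with overlapping intervals. The other genes were not, and Ifit3 had 134 CPM against 177 in the Brca2 mut/WT control.
The levels also differed between the antibody tag pools of a library. In Brca2 mut/WT HU, Ifit3 had 249.9, 948, 192 and 303 CPM in pools 1 to 4, and in the Brca2 mut/WT control 261, 689.9, 192 and 369. With pool 2 of the Brca2 mut/WT HU library left out, 0 of the 7 genes were above the other 3 libraries, and with pool 2 of the Brca2 mut/WT control left out, 6 were. The contrast with wild-type HU also depended on pool 2 of Brca2 mut/WT HU. Without it, Irf7 was lower than in wild-type HU (641 and 656 CPM) and Ifit3 was close (228 and 226 CPM). Ifit1 (196 and 191 CPM) and Bcl2 (94.9 and 84.9 CPM) stayed higher. The other libraries kept all their pools in each of these removals. The removals therefore show what pool 2 carried and are not like-for-like comparisons of libraries. Most of pool 2 lay in a single non-cycling cluster, the one with the highest Tspan8, which held 67.4% of that pool in Brca2 mut/WT HU and 81.5% in the Brca2 mut/WT control. Within this cluster Ifit3 had 505, 366, 732 and 1019 CPM in the wild-type control, wild-type HU, Brca2 mut/WT control and Brca2 mut/WT HU libraries, and 6 of the 7 genes, all but Bcl2, were highest in Brca2 mut/WT HU. Outside it, Ifit3 had 227, 215, 252 and 224 CPM and none of the 7 genes was above all 3 other libraries.

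**Figure D1:**
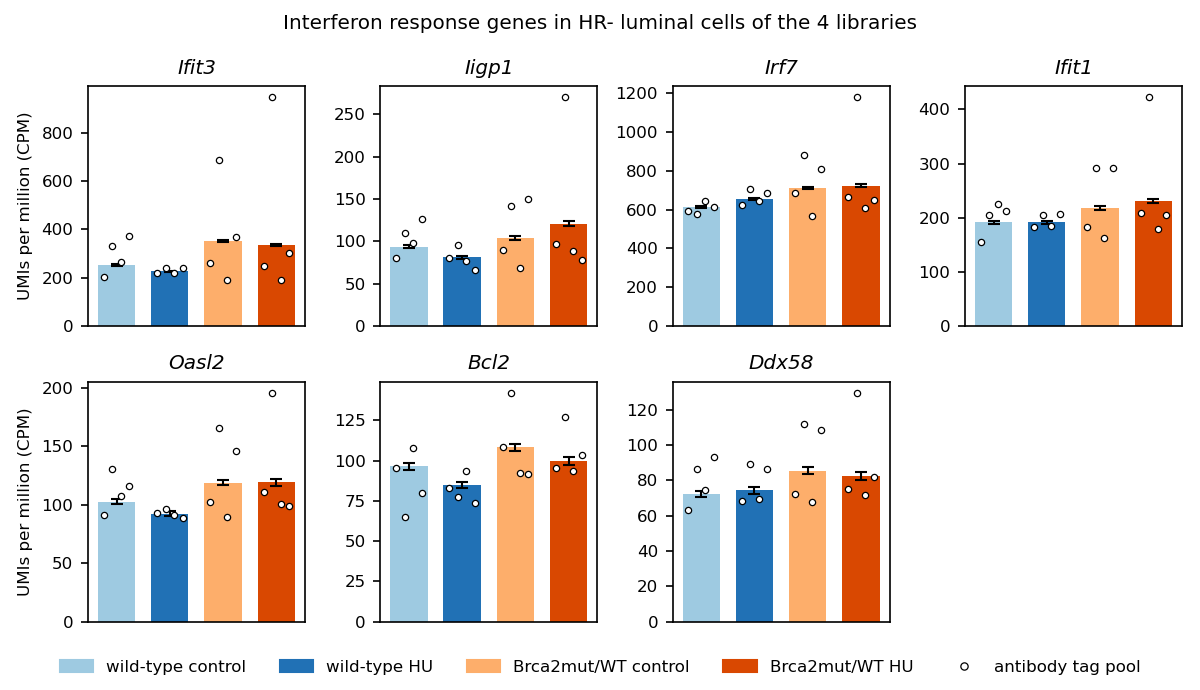
Levels (CPM, linear axes from 0) of the 7 genes in HR- luminal cells of the 4 libraries. Bars are the library's summed level with its exact Poisson 95% interval, and open points are its antibody tag pools 1 to 4 from left to right. The highest point for Ifit3, at 948 CPM, is pool 2 of the Brca2 mut/WT HU library.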

Genes associated with Interferon response terms such as *Ifit3, Ir7, Ifit1, Blc2* and *Stat1* showed increased expression in the HU-treated Brca2^mut/WT^ luminal cells compared with the other conditions, especially after prolonged exposures to replication stress (Fig. 5D). Elevated terms in the Neutrophil-related response in clusters 1 and 3 included genes such as *Slpi*, *Fabp5*, *Nme2*, *Ptx3* and *Tmsb4x* (Supplementary Data 2). MSigDB and KEGG gene enrichment analysis on clusters 2 and 4 corroborated the GO terms for these clusters, while cluster 3 analysis showed upregulation of epithelial-to-mesenchymal transition-related genes (Supplementary Fig. 7e–g and Supplementary Data 2). We further investigated the cGAS-Sting pathway, using genes detailed in the Cytosolic DNA-sensing pathway from mmu04623 KEGG database, and observed an overall elevation in the expression of genes within this pathway in passage 4 organoids compared to passage 0 (Supplementary Fig. 7f). As cGAS-Sting pathway genes were activated in all passage 4 conditions, suggests that the cGas-Sting pathway was not exclusively activated in HU-treated Brca2^mut/WT^ organoids (Supplementary Fig. 7f). Cluster 5 was increased in the HU-treated wild-type group, and when compared with the wild-type controls, it displayed an elevation in DNA damage repair pathways (Supplementary Fig. 7h and Supplementary Data 3). The wild-type control group had increased proportions of clusters 1 and 4 with elevated terms related to neutrophil response and endocytosis (Supplementary Fig. 7i–j and Supplementary Data 3), suggesting that the interferon response is mainly associated with Brca2^mut/WT^ organoids. Induction of immune-associated responses, including the genes we identified, have been reported in biallelic BRCA2-mutant cancer cells^35^. However, these interferon responses have not previously been demonstrated in mammary epithelial cells bearing monoallelic BRCA2 mutations. Our findings suggest that the expression of interferon response genes in Brca2^mut/WT^ HR- luminal cells is induced by persistent replication stress.

**Fig. 5:**
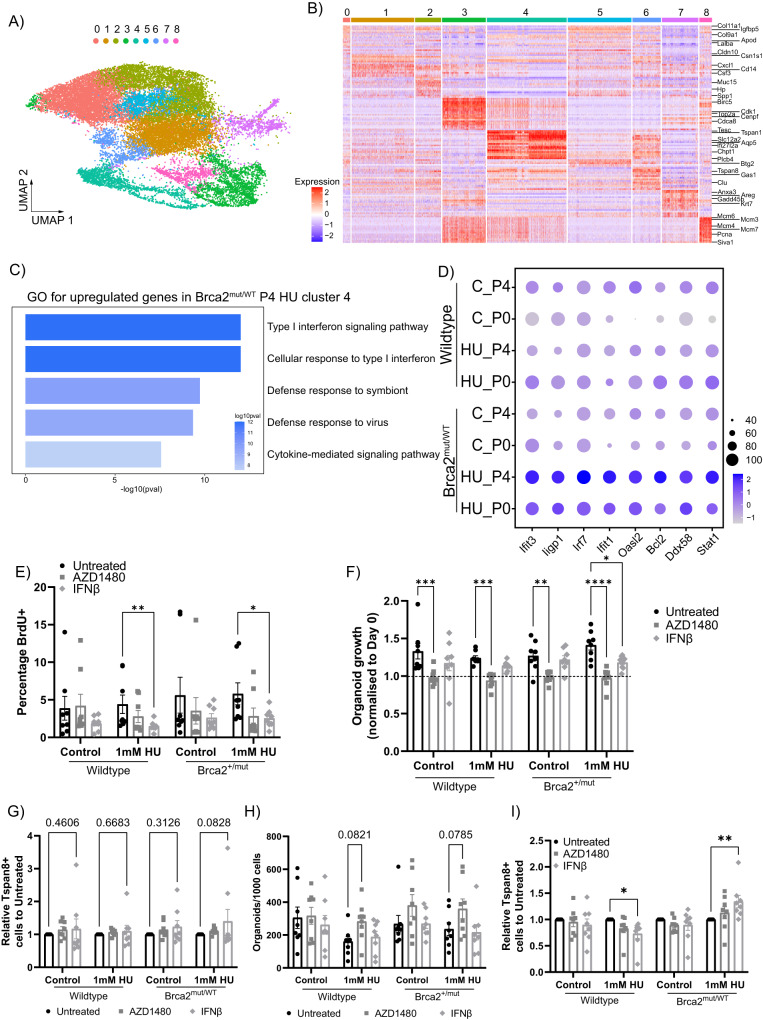
Investigating the HR- luminal cycle population shows increased Type I interferon response. **A** Distribution of nine HR− luminal epithelial cell subtypes on the UMAP. **B** Heatmap of the normalised top 20 DEGs of HR- luminal clusters from all organoid groups (red = high expression, blue = low expression). **C** The top 5 GO Biological terms associated with the upregulated genes in Brca2^mut/WT^ HU passage 4 cluster 4 cells (a Wilcoxon rank-sum test was performed). **D** Dot plot showing the expression of the genes identified in (**C**) in Brca2^mut/WT^ P4 HU-treated organoids compared to the other groups. Circle size indicates the percentage of cells in which the gene expression was detected. Fill colour depicts the normalised and scaled mean expression level. **E** Quantification of the percentage of BrdU+ cells in the HR− luminal subpopulations from wild-type or Brca2^mut/WT^ passage 4 organoids after 4 days of IFNβ or AZD1480 treatment. Data presented as mean +/− SEM of *n* = 8 wild-type and *n* = 8 Brca2^mut/WT^ independent biological replicates. A two-way ANOVA followed by a Fisher’s LSD test was performed, *P = 00.038, **P = 0.0067. **F** Quantification of average organoid size after 4 days of INFβ or AZD1480 treatment normalised to day 0 treatment organoid size. Dashed line indicates day 0 area. Data presented as mean +/− SEM of *n* = 8 wild-type and *n* = 8 Brca2^mut/WT^ independent biological replicates. A two-way ANOVA followed by a Dunnett’s multiple comparison test, *P = 0.0109, **P = 0.0015 and ***P = 0.0007, ****P < 0.0001. **G** Quantification of the percentage of Tspan8+ cells in the HR− luminal population after 4 days of IFNβ or AZD1480 treatment on passage 4 wild-type or Brca2^mut/WT^ organoids. Data presented as the mean +/− SEM of *n* = 8 wild-type and *n* = 8 Brca2^mut/WT^ independent biological replicates. A two-way ANOVA followed by a Fishers LSD test showed no statistical differences. **H** Quantification of the number of organoids formed from wild-type or Brca2^mut/WT^ passage 4 single cells after IFNβ or AZD1480 treatments. Data presented as mean +/− SEM of *n* = 8 wild-type and *n* = 8 Brca2^mut/WT^ independent biological replicates. A two-way ANOVA followed by a Fishers LSD test showed no statistical differences. **I**) Quantification of the percentage of Tspan8+ cells in the HR- luminal populations of wild-type or Brca2^mut/WT^ organoids from **H**. Data presented as the mean +/− SEM of *n* = 8 wild-type and *n* = 8 Brca2^mut/WT^ independent biological replicates. A two-way ANOVA followed by a Fishers LSD test, *P = 0.0172, **P = 0.0029. Source data are provided as a Source Data file.

To test the role of these interferon-related genes in organoid survival following replicative stress, we pre-treated passage 4 organoids for 3 days with recombinant Interferon β (IFNβ; inducing a type 1 interferon response) or a Janus Kinase inhibitor (AZD1480/Jaki; blocking Stat1 activation downstream of interferons) before subjecting the organoids to HU or E2 treatments. IFNβ treatment suppressed proliferation in the HU-treated organoids (Fig. 5E) and affected Brca2^mut/WT^ organoid size (Fig. 5F), suggesting IFN signalling may provide an anti-apoptotic or pro-proliferative survival advantage. However, there were no changes in proliferation or organoid size following IFNβ exposure in the E2-treated organoids (Supplementary Fig. 8a, b). Conversely, AZD1480/Jaki did decrease organoid size in all conditions (Fig. 5F and Supplementary Fig. 8b). These results suggest that the interferon response contributes to the survival advantage of Brca2^mut/WT^ organoids following replicative stress.

The dominant cluster 4 population in the Brca2^mut/WT^ group is annotated as the HR- luminal cycling population, and exhibits high expression of mammary genes such as *Tspan8*^36^ and *Thrsp*^24^ (Fig. 4F). 

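Tspan8 and Thrsp were compared between the cycling and the non-cycling HR- luminal cells of each library, with 266, 225, 252 and 171 cycling cells in the wild-type control, wild-type HU, Brca2 mut/WT control and Brca2 mut/WT HU. Tspan8 had 141 CPM (133 to 149) in cycling and 118 (116 to 120.3) in non-cycling cells of the wild-type control. In the other libraries it was lower in the cycling cells, with 92.3 against 110.3 CPM in wild-type HU, 124 against 153 in the Brca2 mut/WT control and 128 (118.5 to 138) against 154 (151 to 158) in Brca2 mut/WT HU. Thrsp was higher in the cycling cells of all 4 libraries, with 77.7 against 59.5 CPM, 178 against 131, 156 against 127 and 207 (195 to 220.3) against 149 (145 to 152). Its log2 ratios were 0.38, 0.44, 0.29 and 0.48. Log normalization without integration gave the cycling clusters other cells, and there the ratios were -0.35, -0.51, -0.93 and -0.77 for Tspan8 and 0.20, 0.31, -0.23 and -0.27 for Thrsp. With cells over 6000 genes kept and up to 10% mitochondrial UMIs allowed, Tspan8 was higher in the cycling cells of 3 libraries, with log2 ratios of 0.43, -0.34, 0.10 and 0.21. With every cell thinned to 5000 UMIs, a Tspan8 UMI was found in 35.9% of cycling (28.7 to 43.6) and 39.2% of non-cycling cells (37.0 to 41.4) of Brca2 mut/WT HU, against 5.94% of its basal cells. For Thrsp these shares were 50.0% (42.2 to 57.8), 34.7% (32.6 to 36.9) and 7.79%. Without thinning they were 68.4%, 66.6% and 19.3% for Tspan8 and 83.0%, 67.5% and 24.8% for Thrsp, in cells with a median of 30105, 29998.5 and 22686 UMIs.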

As Tspan8 is a cell surface marker highly expressed in this cluster, we utilised it as a surrogate marker to identify this cluster and thus determine whether HR- luminal cells in this cluster were being depleted following various treatments. Whilst we could detect Tspan8-positive luminal cells in all IFNβ-treated organoids, no changes in Tspan8 expression were observed in HU- or E2-treated organoids (Fig. 5G and Supplementary Fig. 8c). As IFNβ and Jaki treatments reduced proliferation and organoid growth, respectively, following HU treatments, we next assessed whether cells were able to recover from these treatments and proliferate. To examine proliferative potential after treatments, we reseeded single cells into new organoid cultures. In IFNβ-treated groups, the cells recovered from growth inhibition to form comparable number of organoids to controls (Fig. 5H and Supplementary Fig. 8d). While Jaki-treated groups showed an increase in organoid-forming capacity, this was not significant (Fig. 5H). Interestingly, Jaki treatments in the E2-exposed Brca2^mut/WT^ group showed a decrease in Tspan8-positive cells and organoid numbers compared to the Brca2^mut/WT^ control (Supplementary Fig. 8c, d), suggesting that E2 exposure minimised the response to Jak inhibition. Flow assessment of the endpoint organoids demonstrated that HU-treated Brca2^mut/WT^ organoids had a higher proportion of Tspan8+ cells following IFNβ withdrawal, whereas HU-treated wild-type organoids exhibited a reduction (Fig. 5I), and no changes were observed in the E2-treated groups (Supplementary Fig. 8e). In summary, replication stress induced a type I interferon response selectively in Brca2^mut/WT^ HR− luminal cells, prompting a cell survival response via entering a non-proliferative state for DNA repair and/or escape from cell toxicity. This response follows activation of the Jak pathway, and increased Tspan8 expression allows a luminal cycling cell cluster to persist, enabling the HR− luminal cells to maintain proliferation and growth.

### Deletion of HR− luminal cycling cluster genes compromise survival after replication stress

Our findings indicate that prolonged HU exposure caused an expansion of a HR− luminal cycling cluster. Overlay plots showed enrichment in the luminal cycling cluster 4 population, which contain high expression of *Tspan8* (Fig. 6A, B). 

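Across the 10 clusters of HR- luminal cells, numbered here independently of the paper, Tspan8 (ENSMUSG00000034127) was highest in the non-cycling cluster 3, with 382 CPM. The cycling cluster 17 followed with 273 CPM, and the other cycling clusters, 15 and 13, had 93.9 and 80.8 CPM, within the range of the non-cycling clusters. The ratio of the highest non-cycling to the highest cycling cluster was 1.40, and it was 1.27 when cells over 6000 genes and with up to 10% mitochondrial UMIs were kept. In all 7 clusterings that were made, the highest HR- luminal cluster was non-cycling. These rankings sum the 4 libraries, and none within a single library is given. Cluster 3 held 7.75% of the HR- luminal cells in the wild-type control (278 cells), 6.08% in wild-type HU (178), 21.2% in the Brca2 mut/WT control (599) and 13.8% in Brca2 mut/WT HU (290). In HR- luminal cells as a whole, Tspan8 had 119.8 CPM in the wild-type control, 109 in wild-type HU, 149.8 in the Brca2 mut/WT control and 152 in Brca2 mut/WT HU. Single antibody tag pools carried much of this, with 123, 395, 95.3 and 60.5 CPM in pools 1 to 4 of Brca2 mut/WT HU and 111, 365, 70.8 and 65.7 CPM in those of the Brca2 mut/WT control.

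**Figure D2:**
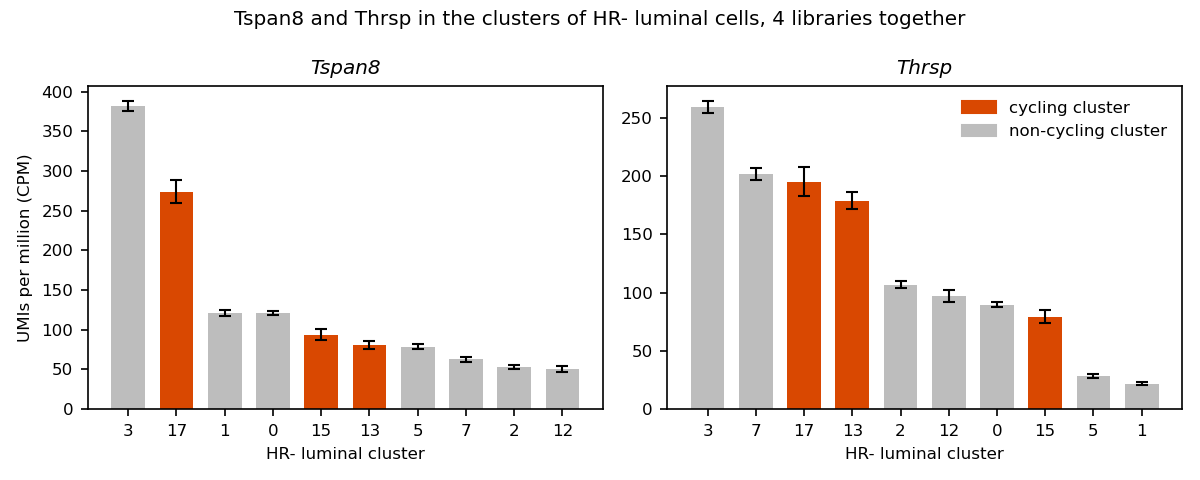
Levels (CPM, linear axes from 0) of Tspan8 and Thrsp in each HR- luminal cluster, the 4 libraries together, ordered from high to low. Bars are summed levels with exact Poisson 95% intervals, orange for cycling and grey for non-cycling clusters. The first bar of both panels is non-cycling cluster 3, with 382 CPM of Tspan8 and 259 CPM of Thrsp.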

To functionally validate whether Tspan8 positivity increases in HU-treated Brca2^mut/WT^ cells, fresh mammary cells from seven biological samples were seeded at passage 0, and the longitudinal assay was repeated. We observed Tspan8-expressing cells expanded in the HR− luminal cells of HU-treated Brca2^mut/WT^ organoids, compared with unchallenged Brca2^mut/WT^ or wild-type (+/− HU treatment) organoids (Fig. 6C). As E2 exposure expanded the HR- luminal population, we assayed organoids exposed to E2 to determine whether Tspan8 was comparably increased, and we observed Tspan8-positive cells were increased in the HR- luminal population, albeit not selective to Brca2^mut/WT^ genotype (Supplementary Fig. 9a). Next, we sought to identify whether Tspan8 was essential for Brca2^mut/WT^ organoids to sustain a growth advantage following replicative stresses. To genetically modify the organoids, we adopted the RNP CRISPR approach, where Cas9 protein and synthetic single-stranded gRNA complexes were transiently introduced via nucleofection into the cells. This strategy has the advantage that the Cas9-gRNA complexes are rapidly degraded, thus minimising off-target effects compared to plasmid-based approaches^37,38^.

**Fig. 6:**
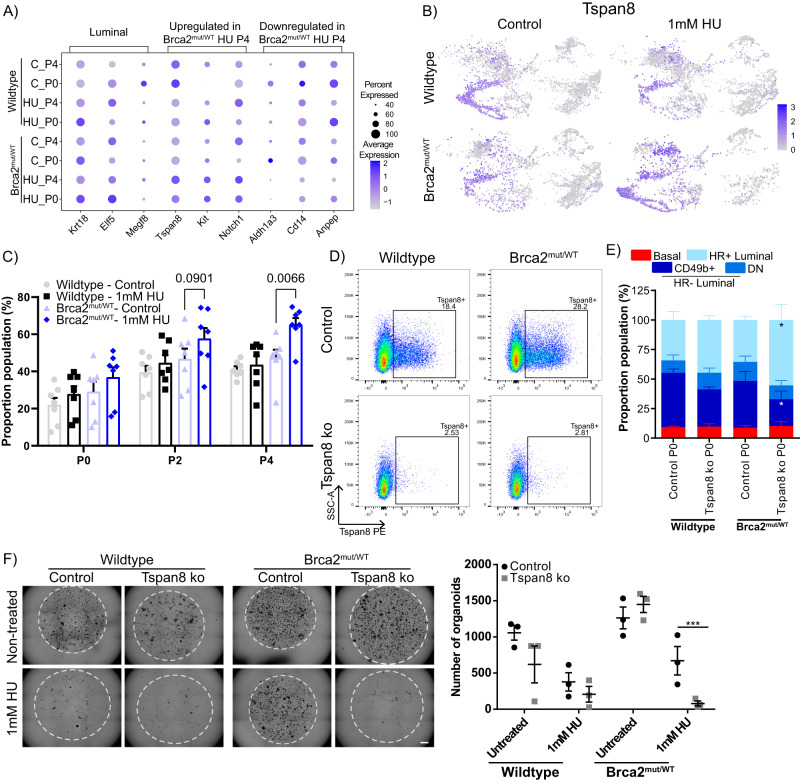
Deletion of Tspan8 expression in the HR- luminal cells render Brca2^mut/WT^ organoids incapable of recovery from DNA damage. **A** Dot plot showing the expression selected HR- luminal expressed marker genes upregulated or downregulated in Brca2^mut/WT^ P4 HU-treated organoids compared to the other groups. Circle size indicates the percentage of cells in which the gene expression was detected. Fill colour depicts the normalised and scaled mean expression level. **B** UMAP with overlaid expression of Tspan8 gene (purple) from control or HU-treated passage 4 wild-type or Brca2^mut/WT^ organoids. **C** Quantification of the percentage of Tspan8+ cells in the luminal progenitor population over different passages (P0, P2 and P4) from wild-type or Brca2^mut/WT^ organoids treated with HU. Data presented as the mean +/− SD (*n* = 7). A two-way ANOVA followed by a Fishers LSD test was performed. **D** Representative flow cytometry analysis of Tspan8 expression from control (upper) or Tspan8-knockout (ko, lower) wild-type and Brca2^mut/WT^ organoids. **E** Quantification of the percentage of epithelial cell types from control or Tspan8 KO wild-type or Brca2^mut/WT^ organoids. Data presented mean +/− SD (*n* = 3). A two-way ANOVA followed by a Fishers LSD test, Brca2^mut/WT^ Tspan8 KO CD49b+ *P = 0.0441, Brca2^mut/WT^ Tspan8 KO Sca1+ *P = 0.0206. **F** Representative brightfield images of Brca2^mut/WT^ organoids derived from control or Tspan8 KO cells at passage 3 after 4 intermittent HU treatments (left). Scale bar = 800 μm. Quantification (right) of the number of wild-type or Brca2^mut/WT^ organoids from control and Tspan8 KO post HU treatments at passage 3. Data presented mean +/− SEM (*n* = 3). A two-way ANOVA followed by a Tukey’s multiple comparison test, ***P < 0.001. Source data are provided as a Source Data file.

Given that *Tspan8* was highly expressed in cluster 4 (Fig. 6B) and a large proportion of the HR− luminal populations (Supplementary Fig. 9b), we tested the role Tspan8 may play in HR− luminal survival and expansion under replication stress. We generated Tspan8-knockout (Tspan8 ko) mammary cells from primary 2D cultures and seeded cells into organoid cultures. Tspan8 ko editing efficiency was confirmed by DNA sequencing, and protein depletion was validated via flow cytometry analysis (Fig. 6D). Tspan8 expression was detected in unedited wild-type and Brca2^mut/WT^ organoids at passage 3, as expected, while Tspan8 ko organoids maintained loss of Tspan8 expression both at the beginning and after prolonged (1.5 months) organoid culture (Supplementary Fig. 9c). Both wild-type and Brca2^mut/WT^ Tspan8 ko organoids exhibited a reduction in, but not complete absence of, the HR- luminal progenitor population (CD49b+ cells, Fig. 6E). To determine whether Brca2^mut/WT^ organoids deficient in Tspan8 were able to survive replication stress, we repeated the longitudinal HU intermittent assay. The number of organoids formed during passage 3 from unchallenged Tspan8 ko wild-type or Brca2^mut/WT^ organoids were equivalent to non-edited (Fig. 6F). As expected, prolonged replication stress reduced the number of wild-type organoids regardless of Tspan8 ko, indicating that wild-type organoids are less affected by Tspan8 loss (Fig. 6F). Tspan8 ko nearly eliminated the regenerative capacity of HU-treated Brca2^mut/WT^ organoids (Fig. 6F), reverting the replicative stress response akin to wild-type organoids.

To assess whether other genes expressed in cluster 4 contribute to this response, we examined our scRNA-seq data and found that *Thrsp*, a gene expressed in luminal alveolar cells^20,24^, was also highly expressed in the HR- luminal cycling cluster 4 population (Supplementary Fig. 9d). 

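Thrsp (ENSMUSG00000035686, chromosome 7 of GRCm38, 97412938 to 97417730, minus strand) was highest in the same non-cycling cluster as Tspan8, at 259 CPM, followed by the non-cycling cluster 7 with 202 CPM. The cycling clusters 17 and 13 came next with 195 and 179 CPM, and the third cycling cluster, 15, had 79.3 CPM. The lowest level, 21.8 CPM, was in a non-cycling cluster. Over all HR- luminal cells Thrsp had 61.0 CPM (59.4 to 62.6) in the wild-type control, 134 (132 to 137) in wild-type HU, 129.8 (127 to 132) in the Brca2 mut/WT control and 153 (150.4 to 157) in Brca2 mut/WT HU. Without antibody tag pool 2 it had 109 CPM in Brca2 mut/WT HU and 85.8 in its control, below wild-type HU. Leaving out any other single pool gave 148 to 192 CPM in Brca2 mut/WT HU and 118 to 165 in its control. The ratio of the highest non-cycling to the highest cycling cluster was 1.33. The cluster levels sum the 4 libraries, which differ in Thrsp and in their shares of each cluster. The make-up of the libraries may therefore contribute to the ranking, and none within a single library is given.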

We generated Thrsp knockout (Thrsp ko) organoids following the RNP CRISPR pipeline and observed a consistent disruption of *Thrsp* via a 1 base pair out-of-frame insertion (Supplementary Fig. 9e). Thrsp ko organoids phenocopied Tspan8 ko organoids in exhibiting a reduction in HR- luminal population in the Brca2^mut/WT^ organoids, with minimal impact on wild-type populations (Supplementary Fig. 9f). The longitudinal HU intermittent exposure assay confirmed that Thrsp ko in wild-type organoids did not alter organoid growth dynamics, as similar number of organoids formed compared to non-edited organoids (Supplementary Fig. 9g). Similar to the response in Tspan8 ko organoids, Thrsp ko Brca2^mut/WT^ organoids were sensitive to replication stress and significantly reduced organoid numbers (Supplementary Fig. 9g). Taken collectively, our findings suggest that genetic deletion of *Tspan8* or *Thrsp* genes, whose expressions are elevated in cluster 4, are required for maintenance of the HR- luminal cycling population and that disruption of the HR- luminal cycling cluster 4 population significantly impairs the response to prolonged replication stress.

To extend these findings, we investigated *TSPAN8* and *THRSP* expression among the germline BRCA2-mutant tumours in the TCGA breast cancer dataset. The data showed an increase in *TSPAN8* expression, but not *THRSP* expression, in BRCA2-mutant tumours compared with wild-type tumours (Supplementary Fig. 10a). However, both *TSPAN8* and *THRSP* expression were lower in BRCA2-mutant and non-BRCA2-related cancers when compared to normal tissue (Supplementary Fig. 10a, b). We surmise that *Tspan8/Thrsp* upregulation could be an early response which is not sustained during tumour progression. However, because elevated *Tspan8*/*Thrsp* expression was accompanied by an interferon response in our model, we next investigated whether BRCA2-mutant cancers displayed increased interferon response pathway expression. We analysed tumours that contain either germline or somatic BRCA2 mutations, on one or both alleles, to provide a sufficient sample size. We find that BRCA2-mutant tumours upregulate interferon pathway genes (Supplementary Fig. 10c), in line with our findings and previous reports^39^, suggesting this response is conserved between mouse models and human tumour data.

## Discussion

Cells heterozygous for pathogenic BRCA2 mutations do not apparently exhibit baseline phenotypes associated with loss of function in DNA repair. How heterozygous BRCA2 mutations affect epithelial cell lineages, which may predispose these cells towards the development of cancer, remains poorly understood. Here, we demonstrate that Brca2^mut/WT^ mammary organoids are not innately primed for aberrant behaviour, yet prolonged exposure to replication stress results in a preferential expansion of HR− luminal cells. This expanded population expressed genes characteristic of proliferation, type I interferon response, and elevated mammary HR− alveolar genes (such as *Thrsp* and *Tspan8*) for sustained survival. Inactivation of these HR- alveolar genes reversed Brca2^mut/WT^ organoid survival response to replication stress.

Our data showing Brca2^mut/WT^ HR- luminal cell expansion raise important questions about the aetiology of BRCA2-associated breast cancers. While BRCA1 mutation carriers have an elevated risk for triple-negative breast cancers (TNBCs), BRCA2 mutation carriers develop breast cancers of different subtypes at a similar frequency to the general population and largely develop HR+ tumours^2,40^; nevertheless, ~20% of BRCA2-associated tumours are TNBCs^41^. Luminal HR+ tumours more closely resemble HR+ mammary epithelial cells^12,20,27^ In contrast, TNBCs are thought to arise from HR- luminal cells^14,42–44^, and pre-malignant changes identified in the breasts of BRCA1 mutation carriers mostly occur in this cell type^12,45,46^. That we observe an expansion of HR- luminal cells after HU treatment in our organoids suggests our models may favour cellular advantage towards a HR− phenotype, although it remains to be seen whether these expanded populations contribute towards tumorigenesis. Thus, the mechanisms of transformation giving rise to HR− and HR+ tumours in BRCA2 mutation carriers may be distinct.

Non-cancerous BRCA1-mutant breast tissues and mammary glands have been reported to exhibit an expansion of the HR- luminal progenitor cell population^12,13,44^. Aberrant luminal programmes were evident in pre-malignant *Brca1*/*Trp53* LOF HR- luminal progenitors^44^, where induction of environmental DNA damage may activate hormone-independent luminal progenitor programmes prior to tumour development^43^. These studies suggest that intact DNA repair mechanisms may maintain a balance of cell differentiation programmes required for normal luminal cellular function. However, in the absence of functional DNA repair mechanisms (i.e., mono- or biallelic loss of Brca1) this leads to an imbalance of differentiation programmes, increased progenitor populations, and resultant aberrant behaviours.

We have demonstrated insights into the epithelial cellular response to replication stress in Brca2-mutant mammary tissues. These insights suggest that mammary luminal cells undertake distinct aberrant behaviours prior to malignant transformation. These distinct pathways may cause age-related expansions in different cell subtypes. Age of onset in TNBCs was higher in younger patients when compared with ER+ tumours in a cohort of pathogenic BRCA2 mutation carriers^47^. HR− cell expansion has recently been reported in non-malignant epithelium derived from the breast tissues of BRCA2 mutation carriers^13^, consistent with our work. Within the timeframe of our models, we observed a phenotype in the Brca2^mut/WT^ HR- luminal cell response following replication stress. Although we followed the organoids for a total of 60 days, we cannot exclude that Brca2^mut/WT^ HR+ luminal cells may exhibit an aberrant response to replication stress over a longer timeframe.

Activation of an intrinsic interferon response has been observed in BRCA2-depleted breast cancer cells and has been attributed to endogenously arising DNA damage because these cells are defective in DNA repair^35,48^. However, our data indicate that the interferon response to replication stress may be a cell-intrinsic phenotype in HR− luminal cells, which prompts them to enter a non-proliferative state that may promote DNA repair and/or escape from cell toxicity. This intrinsic interferon response includes a set of genes within the IFN-related DNA damage resistance signature (IRDS) (including STAT1, IRF7, IFIT1/3, IFITM1, ISG15 and OAS family, and BST2 –found in this study)^49^. Breast cancer cells with constitutive IRDS fail to transmit cytotoxic signals, resulting in pro-survival signals^49^ and correlating with resistance to radiotherapy and chemotherapy in breast cancers^50^, but relatively little is known about how this pathway functions to facilitate the progression to tumorigenesis. Our data show increased expression of IRDS at the passage 4 time point, implicating activated IRDS in driving a pro-survival signal in Brca2^mut/WT^ HR- luminal cells. Upregulation of interferon and related genes was also observed in human BRCA2-mutant tumour samples. Thus, an interferon response may be a survival advantage in Brca2-mutant mammary cells. Emerging evidence suggests Brca2-mutant tumours activating immune and interferon-related signalling programmes^35,48^ and respond to checkpoint blockade immunotherapies^51^. Future studies could seek to elucidate the role of cell-intrinsic interferon signalling in aberrant cell formation and to determine the precise damage signal which activates this response.

In addition to the interferon response, we show that Brca2^mut/WT^ HR- luminal cells upregulate various of their lineage marker genes after repeated HU exposure and that alveolar mammary genes such as *Tspan8* and *Thrsp* functionally enable a growth advantage in Brca2^mut/WT^ cells. In the mammary gland, high Tspan8 expression in myoepithelial cells identified a quiescent mammary stem cell phenotype, which became activated by ovarian hormones^36^. In this study, we observe increased Tspan8-positive luminal cells, and upon depletion of Tspan8, HU-treated Brca2^mut/WT^ cells succumbed to replication stress, demonstrating both a dependence on *Tspan8* to stimulate the proliferative reservoirs necessary for cell survival and a bona fide functional role of *Tspan8* in HR− luminal cells. However, these results do not rule out the possibility that the observed effect of Tspan8 depletion could also arise from it’s effects on basal or HR+ luminal cells. Increased cell survival was also dependent on *Thrsp* expression. Thrsp stimulates fatty acid synthase (FASN)^52^, and increased levels of FASN have been shown to increase resistance to replicative drugs in vitro^53^. In our study, we also identified a interaction between interferon responses and the mammary HR- luminal cells lineage programme (including *Tspan8* and *Thrsp*). Future work to interrogate the expansion of HR- luminal cells in a prolonged replicative stress environment will determine the combined involvement of an interferon response and amplified lineage programme in the emergence of transformative phenotypes.

In summary, we have established a murine organoid model to investigate the behaviour of mammary epithelial cells carrying germline monoallelic Brca2 mutations under replication stress. DNA replication stress in the breast could arise naturally from infections, the differentiation process during pregnancy/lactation, or remodelling throughout the mammary gland’s life cycle. In our model, unchallenged murine monoallelic Brca2-mutant mammary cells are not innately primed for survival behaviour. Only following multiple challenges do the HR− luminal Brca2^mut/WT^ cells exhibit a survival advantage, mediated by the combined and possibly stepwise effects of IFN responses and alveolar mammary gene expression, selectively expanding a luminal cycling population. Taken together, our data suggest, based on our mouse organoid model, that this expanded luminal population may represent Brca2-mutant cells that have activated a survival programme and are adapted to endure replication stress; in turn, this population may contribute to mammary carcinogenesis.

## Methods

### Mice

Mammary glands from Brca2 germline and wild-type mouse strains were provided by the Venkitaraman group. Tissues collected from virgin adult young (3-month-old) and aged (7–11-month-old) female Brca2 Tr/WT^22^ and littermate Brca2 WT/WT mice. All mice were treated in strict accordance with the local ethical committee (University of Cambridge Licence Review Committee) and the UK Home Office guidelines. Animals were housed in a pathogen-free environment with ab libitum to diet and sanitised water. Mice were housed in a standard facility and maintained under standard conditions: 20–24 °C, 40–70% humidity and a 12 h light/dark cycle.

### Organoid cultures

#### Mammary organoids

Mammary epithelial cells were collected from third and fourth mammary glands of virgin mice. Briefly, lymph nodes were removed, and glands minced with surgical scissors before enzymatical dissociation for 1.5 h in DMEM/F12 (1:1) Supplemented with 2 mg mL^−1^ collagenase (Roche) +   Gentamicin (Gibco). Samples were briefly vortexed every 30 min. Mammary gland fragments were treated with NH_4_CL to lyse red blood cells, then dissected to single cells with 0.05% Trypsin-EDTA (STEMCELL Technologies) and 5 mg ml^−1^ dispase (STEMCELL Technologies) and 1 mg ml^−1^ DNAse (Sigma) and filtered through a 40-µm cell strainer (Falcon).

Single cells were mixed with Matrigel (Corning) and seeded (5500 cells per 35 µl Matrigel) in 24-well plates. In all, 500 µl of MammoCult™ Organoid Growth Medium (Mouse, STEMCELL Technologies) + Gentamicin (Gibco) was added per well and medium was replenished every other day. Cultures were maintained in a 37 °C humidified atmosphere under 5% O2, 5% CO_2_ for 10–12 days. For replicative or oxidative stress experiments: Hydroxyurea (1 mM, unless otherwise indicated, Sigma) or Oestrogen (1 µM, Sigma) was added to organoid cultures on day 5/6 for 24 h. Cultures washed with PBS and replenished with fresh medium. For inhibitor experiments: Recombinant Interferon β (250U/ml, Peprotech) or Jak inhibitor (AZD1480 100 nM; Calcembio) was added to passage 4 organoids on day 5 for a total of 4 days. Replicative stress or oxidative stress was performed on day 7 by administering 1 mM HU or 1 µM Oestrogen, respectively, to the organoids for 24 h.

Single cells were used for the initial culture to enable equal cell numbers seeded into the Matrigel domes, which can be accurately quantified. Multiple domes (6–11) were set up for each genotype and treatment groups (control, HU or Oestrogen) to enable sufficient material for downstream assays and passaging.

#### Organoid passaging

Mammary organoids were maintained in culture by passaging them every 10–12 days at a 1:2 ratio split. Briefly, mammary organoids were washed by PBS and mechanically released from the Matrigel by breaking the matrix with a P1000 pipette and treated with TrypLE (Invitrogen) for 2–3 min at 37 °C to generate fragments. Following washes with trypsin inhibitor, mammary fragments were centrifugated at 100 × *g* for 5 min at 4 °C. Supernatant containing single cells was removed and the fragments were resuspended in Matrigel, seeded in 24-well plates, and exposed to previously described culture conditions. For quantitative organoid formation analysis: organoids were mechanical dissociated in TrypLE for 10–15 min at 37 °C to generate a single-cell suspension. Single cells were resuspended in Matrigel and cultured. Organoids were imaged on a SX5 Incucyte® (Sartorius). Organoids were imaged at the start and end of every passage. For inhibitor experiments: organoids were imaged at the start and end of treatments. Organoid numbers were calculated using the Incucyte® organoid analysis software module (Sartorius).

CRISPR-edited cells: 4000 single cells were mixed with 35 µl Matrigel in 24-well plates and Supplemented with 500 µl of MammoCult™ Organoid Growth Medium (Mouse) + Gentamicin per well, and medium was replenished every other day. Cultures were maintained in a 37 °C humidified atmosphere under 5% CO_2_ for 10–12 days. Mammary organoids were maintained in culture by passaging them every 10–12 days at a 1:2 ratio split: Mammary organoids were washed by PBS and mechanically released from the Matrigel by breaking the matrix with a P1000 pipette and treated with TrypLE for 2–3 min at 37 °C to generate fragments. Following washes with trypsin inhibitor, mammary fragments were centrifugated at 100 × *g* for 5 min at 4 °C. Supernatant containing single cells was removed and the fragments were resuspended in Matrigel, seeded in 24-well plates, and exposed to the described culture conditions.

#### Organoid cryopreservation

At times, organoids were grown for the complete 10–12 days, before removal from Matrigel by breaking the matrix with ice-cold DMEM followed by a PBS wash. Organoids were resuspended in freezing media (Cryostor 10, Sigma) at a density equivalent to two wells per ml freezing solution, and aliquoted into cryovials. Cryovials were stored overnight at −80 °C before long-term storage in liquid nitrogen. For thawing, vials were placed in placed in a 37 °C water bath and the contents washed twice in DMEM + 2% FBS (Invitrogen), before reseeding in Matrigel at the required density.

### CRISPR

#### Cell preparation

Mammary glands from 8–10-month-old virgin Brca2 Tr/WT and Brca2 WT/WT were processed to single cells as described above and seeded into six-well plates at a density of 1–2 × 10^5^ cells/well. EpiCult™ Plus Medium (STEMCELL tech) + 50 mg ml^−1^ Hydrocortisone (Sigma) + Gentamicin (Gibco) was added to the wells. Cultures were maintained in a 37 °C humidified atmosphere under 5% CO_2_ for 8–10 days. Medium change every 3 days. Cells were trypsinized at 70–80% confluency, using pre-warmed 0.05% Trypsin at 37 °C for 5 min. The reaction was terminated by adding DMEM + 2% FBS. Cells were passed through a 40-µm cell strainer.

#### Nucleofection for gene targeting

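The Tspan8 guide, GGGGAGTTCCGTTTACCCAA, matched the transcripts of 1 gene exactly. It lies on chromosome 10 of GRCm38 from 115839979 to 115839998 on the plus strand, within the coding sequence of Tspan8 in exon 6 of 8 of the transcript Tspan8-201 and exon 7 of 9 of Tspan8-202 and Tspan8-203. All 20 bases of the guide are coding, and 2 bases of the exon remain after it, so the adjacent motif that Cas9 needs reaches into the intron, which was not read here. A cut 3 bases before the end of the guide falls after position 115839995, in codon 189. The Thrsp guide, AGTCATGGATCGGTACTCCG, also matched 1 gene exactly. It covers chromosome 7 from 97417440 to 97417459 along the minus strand, in the coding sequence of exon 1 of 2 of Thrsp-201, and is followed by the motif CGG. The cut falls in codon 21.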

In total, 1 µl Cas9 protein (5 µg/µl, Thermo Fisher) and 100 pM of synthetic guide RNA (Tspan8 guide sequence 5’–3’: GGGGAGTTCCGTTTACCCAA; Thrsp guide sequence 5’–3’: AGTCATGGATCGGTACTCCG; Merck) were mixed and incubated at RT for a minimum of 10 min to assemble the ribonucleoprotein (RNP) complex. In total, 2 × 10^5^ single cells were resuspended with Lonza P3 Primary Cell Nucleofector® Solution and mixed with the pre-formed RNP complexes and transferred to a Nucleocuvette™ (Lonza). Nucleofection was performed using programme EO-115 on the 4D Nucleofector™ X unit (Lonza). After nucleofection, the cells were immediately transferred back to warm EpiCult™ Plus complete medium to continue culture for a further 5–7 days.

#### Genotyping

Cells were harvested 5–7 days after nucleofection, and genomic DNA was extracted with the DNeasy Blood & Tissue Kit (Qiagen). Targeted regions were PCR amplified using Q5® High-Fidelity DNA Polymerase (NEB), with the corresponding primers listed. 

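The forward primer for Thrsp, CGGACTCTGAGGAAGGAAGC, lies in the 5′ untranslated region of exon 1 of Thrsp-201, on chromosome 7 of GRCm38 from 97417508 to 97417527. The reverse primer, GGTGGAACTGGGCTTCTAGG, lies in the coding sequence of the same exon, from 97417149 to 97417168. Together they span 379 bases, from 97417149 to 97417527, which include the Thrsp guide site. The primers for Tspan8 matched no annotated transcript, and the genome sequence around the guide was not used here, so their product was not placed.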

Tpan8 forward primer: AAGACACATCTCCGTAACGACA, reverse primer: AGCTCCCCTGGTGCTTACTG; Thrsp forward primer: CGGACTCTGAGGAAGGAAGC, reverse primer: GGTGGAACTGGGCTTCTAGG. The products were gel purified using QIAquick PCR Purification Kit (Qiagen) and sent for Sanger sequencing.

### Immunofluorescent staining

Whole mounts: For all whole-mount immunofluorescence experiments, 4–5 Matrigel domes of organoids from each sample was pooled to ensure robust number of organoids were counted. Organoids were washed with 1× PBS and mixed with 1 mL of Cell Recovery Solution. The mixture was incubated on ice for 40 min, centrifuged at 300×*g*, then washed twice with 1× PBS. Organoids were fixed with 4% paraformaldehyde for 45 min at RT, washed 3× with PBS, 0.1% BSA, 0.2% Triton X-100 and 0.1% Tween 20 (Immunofluorescence (IF) Buffer) and then heat-induced antigen retrieval in citrate buffer (pH 6) for 20 min. Organoids were then permeabilised with 1% Triton X-100 in PBS for 1 h and blocked with 5% goat serum in IF buffer for 1 h. Organoids were incubated on a shaker for 24–48 h at RT with primary antibodies in IF buffer (Supplementary Table 1). After incubation with the primary antibodies, organoids were washed three times with IF buffer for 5 min and incubated with the secondary antibodies diluted in IF buffer Supplemented with 10% goat serum (Supplementary Table 2) and incubated on a shaker for 24–48 h. Nuclei were counterstained with DAPI. Organoids were cleared using fructose glycerol^54^.

Organoids were imaged using the Zeiss 880 confocal microscope (Zeiss) or an Operetta CLS high content imaging system (PerkinElmer). An automated Preciscan analysis with Z method was established. Firstly, the entire well area was imaged with a deep Z-stack, in the DAPI channel only, at low resolution (×10 air objective) to locate the organoids. An analysis sequence was run over this first round of images to segment the organoids, and automatically pass their locations to a second round of higher-resolution imaging using the Harmony software’s ‘PreciScan’ function. Each organoid was then rescanned with a stack of 16μm Z-step size using a 20×/1.0 water-immersion objective, positioned to the correct Z height, with three channels (DAPI, Alexa488, Cy3). The segmentations of both prescan and rescan images used the intensity of the DAPI signal, a pixel classifier, and texture information from filtering of the image, to create a set of consensus objects with in-focus DAPI signal.

Tissue sections: Intact mammary glands were freshly isolated and fixed in 10% neutral buffered formalin overnight before processing the tissue into paraffin. Tissue blocks were sectioned at 4 μm, deparaffinized and before performing heat-induced antigen retrieval in citrate buffer (pH 6). The samples were preblocked in PBS with 1% BSA and 0.1% Tween 20, then incubated with primary antibodies overnight at 4 °C (Supplementary Table 1). The secondary antibodies were goat anti-AF488, goat anti-Rabbit Cy3, and goat anti-AF647 (Supplementary Table 2; Jackson ImmunoResearch) and were all used at 2 μg ml^−1^. A no primary antibody was used as a control. Slides were stained with DAPI to visualise the nuclei and sections mounted with ProLong Gold antifade (Invitrogen). Tissue sections were imaged using the Zeiss 880 confocal microscope (Zeiss) or the AxioScan microscope (Zeiss).

Analysis for tissue sections: Tissues images were collected from a confocal using the tissue stitching tool to recreate the tissue section or from whole tissue images scanned on an AxioScan microscope. Using FIJI/ImageJ (version 1.53q), regions were drawn around all glandular/ductal structures, using DAPI as a counterstain. Mean fluorescent intensity (MFI) was normalised to the region area to account for differences in gland sizes and the multiple regions were averaged for each tissue sample.

### Mass cytometry sample preparation and analysis

Mass cytometry and subsequent data analyses were performed as previously reported^20,28^. In this study, samples were barcoded using the Cell-ID 20-Plex Pd Barcoding Kit (Fluidigm) following the manufacturer’s instructions. Mammary epithelial cells were collected from third and fourth mammary glands of virgin mice. Lymph nodes were removed, and glands minced with surgical scissors before enzymatical dissociation for 1.5 h in DMEM/F12 (1:1) Supplemented with 2 mg mL^−1^ collagenase (Roche) +   Gentamicin (Gibco). Samples were briefly vortexed every 30 min. Mammary gland fragments were treated with NH_4_CL to lyse red blood cells, then dissected to single cells with 0.05% Trypsin-EDTA (STEMCELL Technologies) and 5 mg ml^-1^ disease (STEMCELL Technologies) and 1 mg ml^−1^ DNAse (Sigma) and filtered through a 40-µm cell strainer (Falcon). Single-cell suspensions were adjusted to 5 million per mL cell concentration of cells. 0.5 μL cisplatin (Fluidigm) per 5 million cells were added to each sample and incubated for 5 min. Cells were then washed, and fixed with 16% and incubated 10 min. Following fixations cells were snap frozen in liquod nitrogen and stored. For antibody staining: Samples were then pooled, resuspended in HBSS (Gibco) with 100 µg/mL DNAse I (STEMCELL Technologies) for 15 min in a 37 °C water bath, and washed once with Cell-Staining Medium (CSM; Fluidigm). Next, the pooled sample was stained at room temperature for 30 min with an antibody cocktail (Supplementary Table 4) containing the appropriate volume of each antibody with CSM. The sample was washed two times in CSM, fixed for 30 min at room temperature in 4% PFA (EMS) in PBS, and washed once with CSM. The sample was then suspended in 0.5 mL Intercalator Solution (300 μL CSM with 50 μL 16% PFA, 50 μL Fix-Perm Buffer (Fluidigm), and 0.67 μL Cell-ID Intercalator-Ir (Fluidigm)) per 1 million cells overnight at 4 °C. The sample was washed once the following day with CSM and twice with Milli-Q water. The sample was then resuspended in bead water (1:10 4-Element EQ Beads (Fluidigm) in Milli-Q water) to a concentration of ~750,000 cells/mL solution. Samples were run using the Helios Mass Cytometer.

CyTOF data were normalised to the bead signal, converted to an FCS format, and debarcoded using the CyTOF Software v7 from Fluidigm. Samples were gated in FlowJo for quality control parameters to yield live, single cells: Event Length, Gaussian Parameters, 140Ce-Beads, DNA content 191Ir, DNA content 193Ir, and Viability 195Pt (Supplementary Fig. 11). All single cells were then imported into the toolkit Scanpy^55^, embedded as a UMAP, and clustered using the Leiden algorithm^56^. Clusters were then annotated as either HR- luminal, HR+ luminal, basal, immune, fibroblast, or vascular (Supplementary Fig. 12). Epithelial cells were isolated in silico and utilised for downstream analyses. Heatmaps of the CyTOF data were made in Scanpy using the pl.matrixplot function. Differential marker expression analyses were performed using the Scanpy function tl.rank_genes_groups function with default settings using the mean expression data for each sample in each epithelial cell type.

### Flow cytometry

Mammary glands: Dissociated to single cells and cells were then incubated with the following primary antibodies (Supplementary Table 3): CD31, CD45, Ter119, EpCAM, CD49f,CD49b and Sca1. Biotin-conjugated antibodies were detected with Streptavidin-eFluor450 (eBioscience). Cells were then filtered through a 30-μm cell strainer (Partec) and incubated with DAPI and were sorted on a FACSAria II (Supplementary Fig. 13; Becton Dickinson). Organoids: 1–2 Matrigel domes were dissociated to single cells using TrypLE at 30 °C for 10–15 min, and triturating every 5 min. Single mammary cells were then incubated with EpCAM, CD49f, CD49b, Sca1 (Supplementary Fig. 14), and where required Tspan8 (Supplementary Figs. 15 and 16). Cells were then filtered through a 30-μm cell strainer and incubated with DAPI and were analysed by using an FACS Fortessa (BD Biosciences) (Becton Dickinson). Flow cytometry data were analysed using FlowJo (version 10. Tree StarInc). For BrdU-staining: BrdU (100 μM) was administered to organoids for 12 h then digested to single cells as described above. For intracellular staining, cells were first stained with the indicated surface markers and then fixed with BD Cytofix/Cytoperm Buffer (BD Bioscience) for 20 min at 4 °C, followed by incubation with BD Cytoperm Plus Buffer for 10 min at 4 °C and re-fixed for 5 min at 4 °C. Cells were then treated with DNase I (1 mg/ml, Sigma) in PBS and then immunostained with BrdU-FITC (Supplementary Fig. 17). For γ-H2AX staining: cells were stained with Zombie UV (BioLegend) instead of DAPI and then fixed with BD Cytofix/Cytoperm Buffer (BD Bioscience) for 20 min at 4 °C, followed by incubation with BD Cytoperm Plus Buffer for 10 min at 4 °C and re-fixed for 5 min at 4 °C. Cells were immunostained with Phospho-Histone H2A.X (Ser139)-FITC on ice for 30 min (Supplementary Fig. 18).

### Single-cell RNA sequencing

#### Cell preparation

For single-cell RNA-seq: cryopreserved organoids from P0, and P4 were thawed, reseeded into Matrigel, and cultured for 3 days. Organoids were dissociated into single-cell suspension as described above. Viability of <90% was confirmed on all samples and cells were immediately submitted to the CRUK CI genomics core facility for library preparation.

#### Library preparation and sequencing

Library preparation was performed according to instructions in the 10× Chromium single-cell kit version 3. The libraries were then pooled and sequenced across eight lanes on a NovaSeq6000 S2.

#### Bioinformatics analysis of scRNA-seq data

Cell Ranger 6.0.2 (http://10xgenomics.com) was used to process Chromium scRNA-seq output and generate the count table. Samples were demultiplexed using barcode assignment and unique molecular identifier (UMI) quantification. FASTQ reads were aligned to the mouse reference genome refdata-cell ranger-mm10-3.0.0. Seurat (V4.0) in R (V4.1.3) was used to carry out all analyses. Cells that met quality control conditions (unique number of genes between 1000 and 6000 and <5% of genes are mitochondrial genes per cell) were included for downstream analysis. Thirty-four thousand two hundred cells with expression levels for 3000 genes passed quality control. Individual samples were integrated, data normalised and scaled with the Sctransform function. The dimensional reduction was performed by PCA. The FindNeighbors function of Seurat was used to construct the Shared Nearest Neighbor (SNN) Graph, based on unsupervised clustering performed with Seurat function FindClusters. For visualisation, the dimensionality was further reduced using Uniform Manifold Approximation and Projection (UMAP) method with Seurat function RunUMAP. Differentially expressed genes were determined using Wilcoxon rank-sum test with *P* value <0.05. We determined the major epithelial cell subsets whereby differentially expressed genes (DEGs) of each cluster were identified using the FindMarkers function in Seurat, which returns the gene names, average log fold‐change, and adjusted *P* value for genes enriched in each cluster. We carefully reviewed top 50 DEGs for each cluster with special focus on well-studied mouse mammary epithelial markers. These were integrated to define cell types and cell transcriptomic states. Mammary primary epithelial cell signatures were curated from several previously published mammary scRNA-seq datasets^34^. The gene signatures of basal, HR− luminal and HR+ luminal mammary primary cells from these datasets was then calculated between the clusters in our data with the AddModuleScore function in Seurat. Heatmaps of the HR− luminal cell clusters were plotted using the doHeatmap Seurat function using the top 20 genes from each luminal cluster. Gene Ontology enrichment analysis of DEGs across the clusters and conditions was performed using the DEenrichRPlot function in Seurat. The EnrichR databases used were the GO_Biological_Process_2021, KEGG_2019_Mouse and MSigDB_Hallmark_2020.

### Whole-genome sequencing

#### Low-pass whole-genome sequencing

Shallow whole-genome sequencing was performed at Novogene’s Cambridge Sequencing Centre. Passage 0 and 4 organoids were dissociated to single-cell suspensions and DNA extracted using the QIAamp DNA Micro kit (Qiagen). The extracted genomic DNA was sheared, and the fragments were end-repaired, A-tailed and further ligated with Illumina adaptors. The fragments with adaptors were PCR amplified, size selected, and purified. The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. The 150 bp paired-end sequencing reaction was performed, resulting in an average genome coverage of 3× per sample.

#### CNA analysis

Raw reads were trimmed for sequencing adaptors with fastp using default parameters. Trimmed reads were then aligned to the reference genome using Burrows–Wheeler Aligner (BWA). Subsequent processing, including duplicate removal was performed using samtools and Picard. Alignment statistics and genome coverage metrics were extracted using GATK and Picard.

CNA calling and analysis were performed using QDNAseq package in R. Bin annotations for mouse genome build were obtained from QDNAseq.mm10 package. Segmentation analysis was performed using default parameters, and the resultant output files were summarised using R.

#### RNA-seq analysis on TCGA tumours with BRCA2 mutations

RNA sequencing data from breast cancer samples (*n* = 1091) were collected from The Cancer Genome Atlas Programme (TCGA) repository from the TCGA-BRCA projects^57^. BRCA2 mutation status were obtained using the cBioPortal^58^, which contained four partially overlapping TCGA-BRCA datasets. Excluding BRCA2 variants of unknown significance, 41 BRCA2-mutant cancer samples were identified.

After the stratification of BRCA2-mutant tumours, RNA-seq analysis was performed. Raw RNA-seq counts for breast (TCGA-BRCA project) cancer samples were obtained from TCGA repository. Read counts were filtered to remove transcripts with zero counts across all samples, then were log10 transformed. This was followed by R package DESeq2 workflow^59^ to perform differential gene expression analysis with criteria *P* value < 0.05 and log2(Fold Change) > 0.5. Pathway enrichment analysis was performed with ClusterProfiler [Yu 2012]. The Hallmark gene set was used from Molecular Signature Database (MSigDB)^60^.

#### Statistics

Data are presented as mean ± SD or mean ± SEM, as indicated in the figure legends. All data were obtained from at least two independent biological replicates, and *n* represents the number of independent mice or samples used for the analysis. *N* values are indicated in the figure legends. Statistical significance was determined with a two-sided Mann–Whitney test or *t* test with Welch correction and reported from GraphPad Prism v9. Differences were significant when *P*  <  0.05. Differences around *P* < 0.05 were listed in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The single-cell RNA-seq data generated in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE214539. The CyTOF data generated in this study have been deposited in Mendeley Data [https://data.mendeley.com/datasets/3nm9wnbndc/1]^61^ GO terms libraries from Enrichr (https://maayanlab.cloud/Enrichr/#libraries), including GO_Biological_Process_2021; MSigDB_Hallmark_2020 and KEGG_2019_Mouse were used for the analysis. BRCA2 mutation status were collated from cBioPortal (https://www.cbioportal.org/), querying TCGA-BRCA datasets. Hallmark gene set was used from Molecular Signature Database (https://www.gsea-msigdb.org/gsea/msigdb). All other relevant data are provided within the article, Supplementary information files and source data file. Source data are provided with this paper.

# Supplementary material for: A transcriptional response to replication stress selectively expands a subset of Brca2-mutant mammary epithelial cells
**Source:** Nat Commun. 2023 Aug 25;14:5206. doi: 10.1038/s41467-023-40956-w
**Supplement:** Supplementary file 1 — Supplementary Information

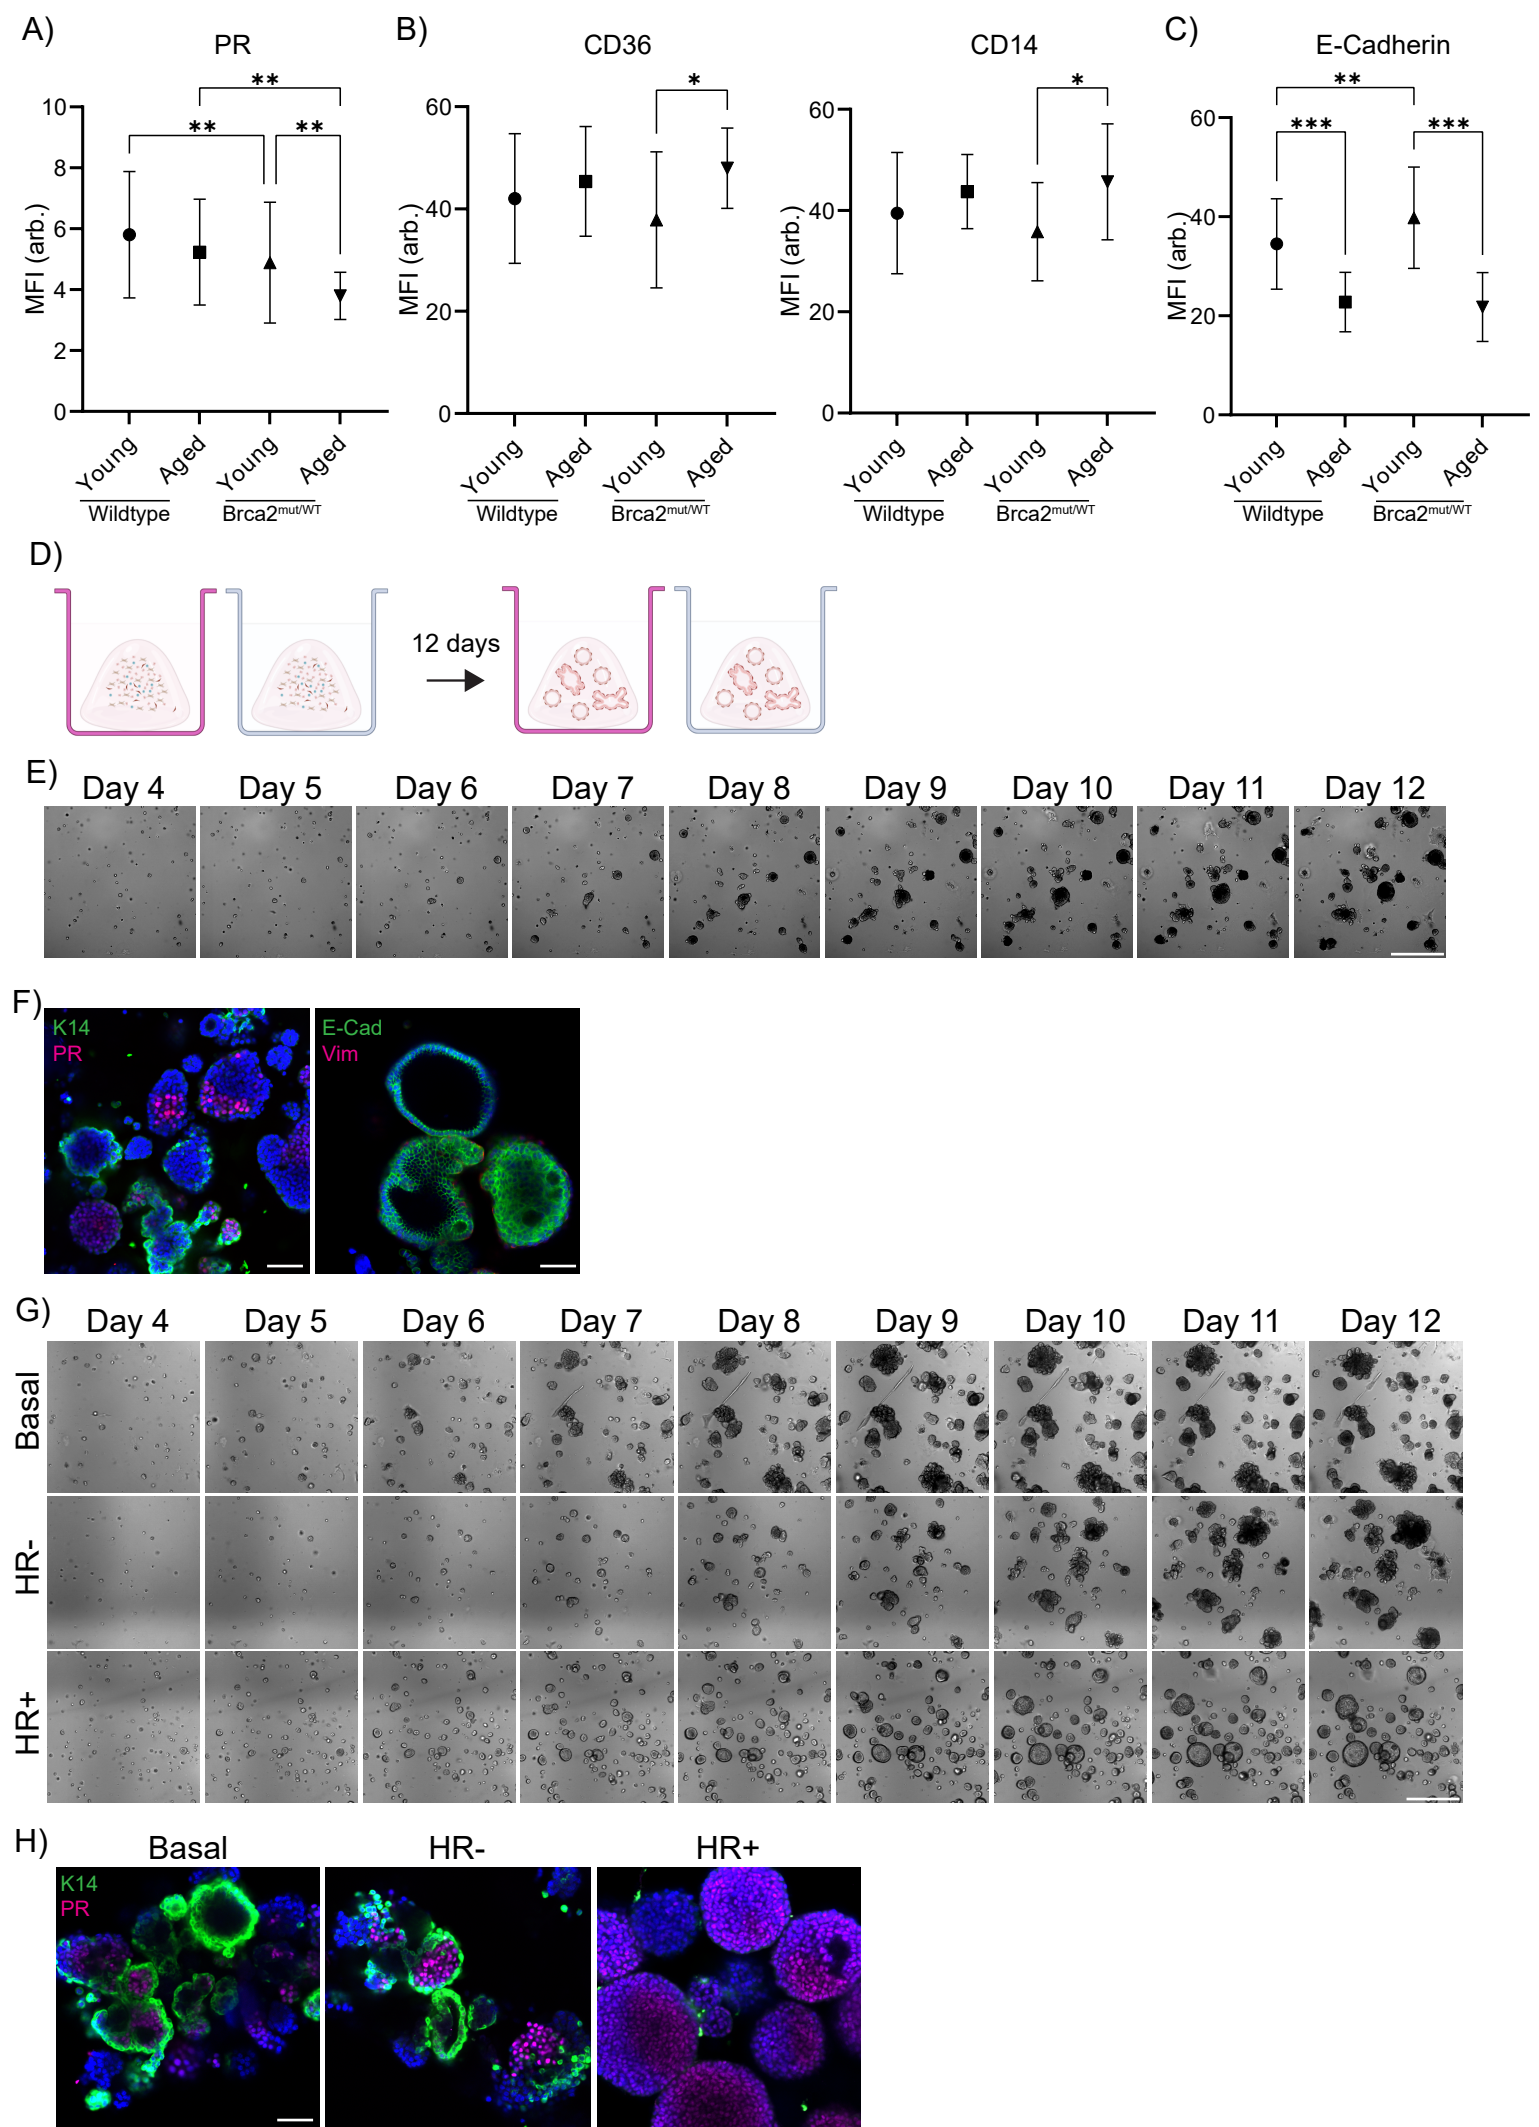

Supplementary Figure 1. **Characteristics of mammary epithelial organoids.** Signal intensities of A) PR B) CD36 and CD14, and C) E-Cadherin. All epithelial ducts (60-210) from a whole mammary gland were imaged for each antibody and mean fluorescent intensities (MFI) values reported in arbitrary units (arb). Data presented mean  $\pm$  SD (n=3). Kruskal-Wallis followed by Dunn's multiple comparison test was performed. A)  $**p=0.004$ , Source data provided. B) CD36  $*p=0.023$ , CD14  $*p=0.0109$ , Source data provided. C) E-Cadherin  $***p=0.0005$ ,  $**p=0.005$ . Source data provided. D) Schematic illustrating the experimental pipeline of culturing mammary epithelial organoids. Created with BioRender.com. E) Brightfield timeline images of mammary cells detailing propagation of organoid development after seeding as non-sorted single cells. Representative images from three independent experiments. Scale bar = 800 $\mu$ m. F) Representative immunofluorescent images of mammary gland organoids after 12 days culturing. K14 (green), PR (magenta). Representative images on the left and E-Cadherin (green) and Vimentin (magenta) representative images on the right. Nuclear staining with DAPI (blue). Representative images from three independent experiments. Scale bars, 50  $\mu$ m. G) Brightfield images of Basal, HR- luminal and HR+ luminal flow sorted cells after seeding (P0) and imaged daily. Representative images from three independent experiments. Scale bar = 800 $\mu$ m. H) Representative immunofluorescent images of mammary gland organoids derived from Basal (left), HR- luminal (middle) or HR+ luminal cells after 12 days culturing. K14 (green), PR (magenta), nuclear staining with DAPI (blue). Representative images from three independent experiments. Scale bars, 50  $\mu$ m.

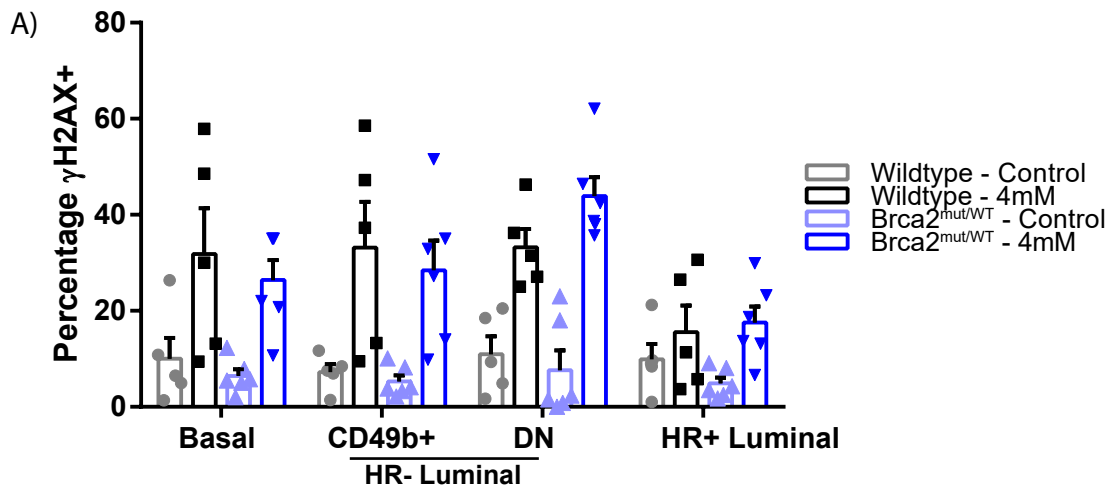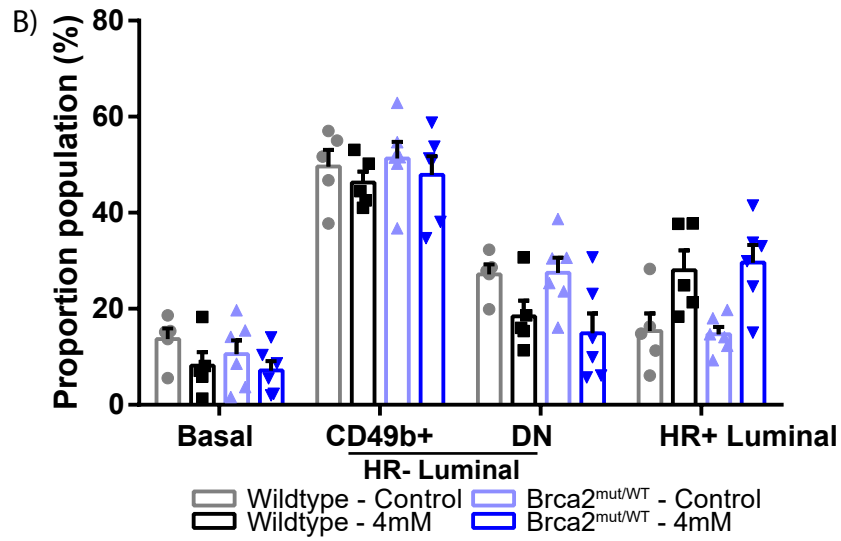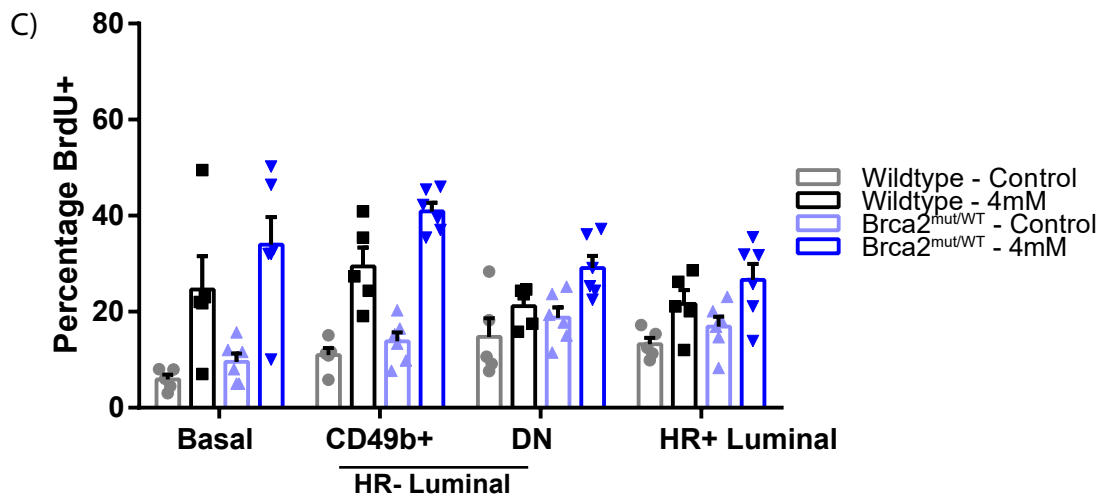

Supplementary Figure 2. **Brca2<sup>mut/WT</sup> mammary organoids have similar response to short term DNA genotoxic stress at high concentrations.** A) Quantification of the percentage of  $\gamma$ H2AX+ cells from wildtype or Brca2<sup>mut/WT</sup> organoids after 4mM HU treatment. Data depicts the different epithelial populations. Data presented as the mean +/- SEM (n=5-6). Source data provided. B) Quantification of the proportion of epithelial populations in the wildtype or Brca2<sup>mut/WT</sup> organoids after 4mM HU treatment. Data presented as mean +/- SEM (n=5-6). Source data provided. C) Quantification of the percentage of BrdU+ cells in the different epithelial subpopulations from wildtype or Brca2<sup>mut/WT</sup> organoids after 4mM HU treatment. Data presented as mean +/- SEM (n=5-6). An ANOVA followed by Fishers LSD showed no significant differences. Source data are provided as a Source data file.

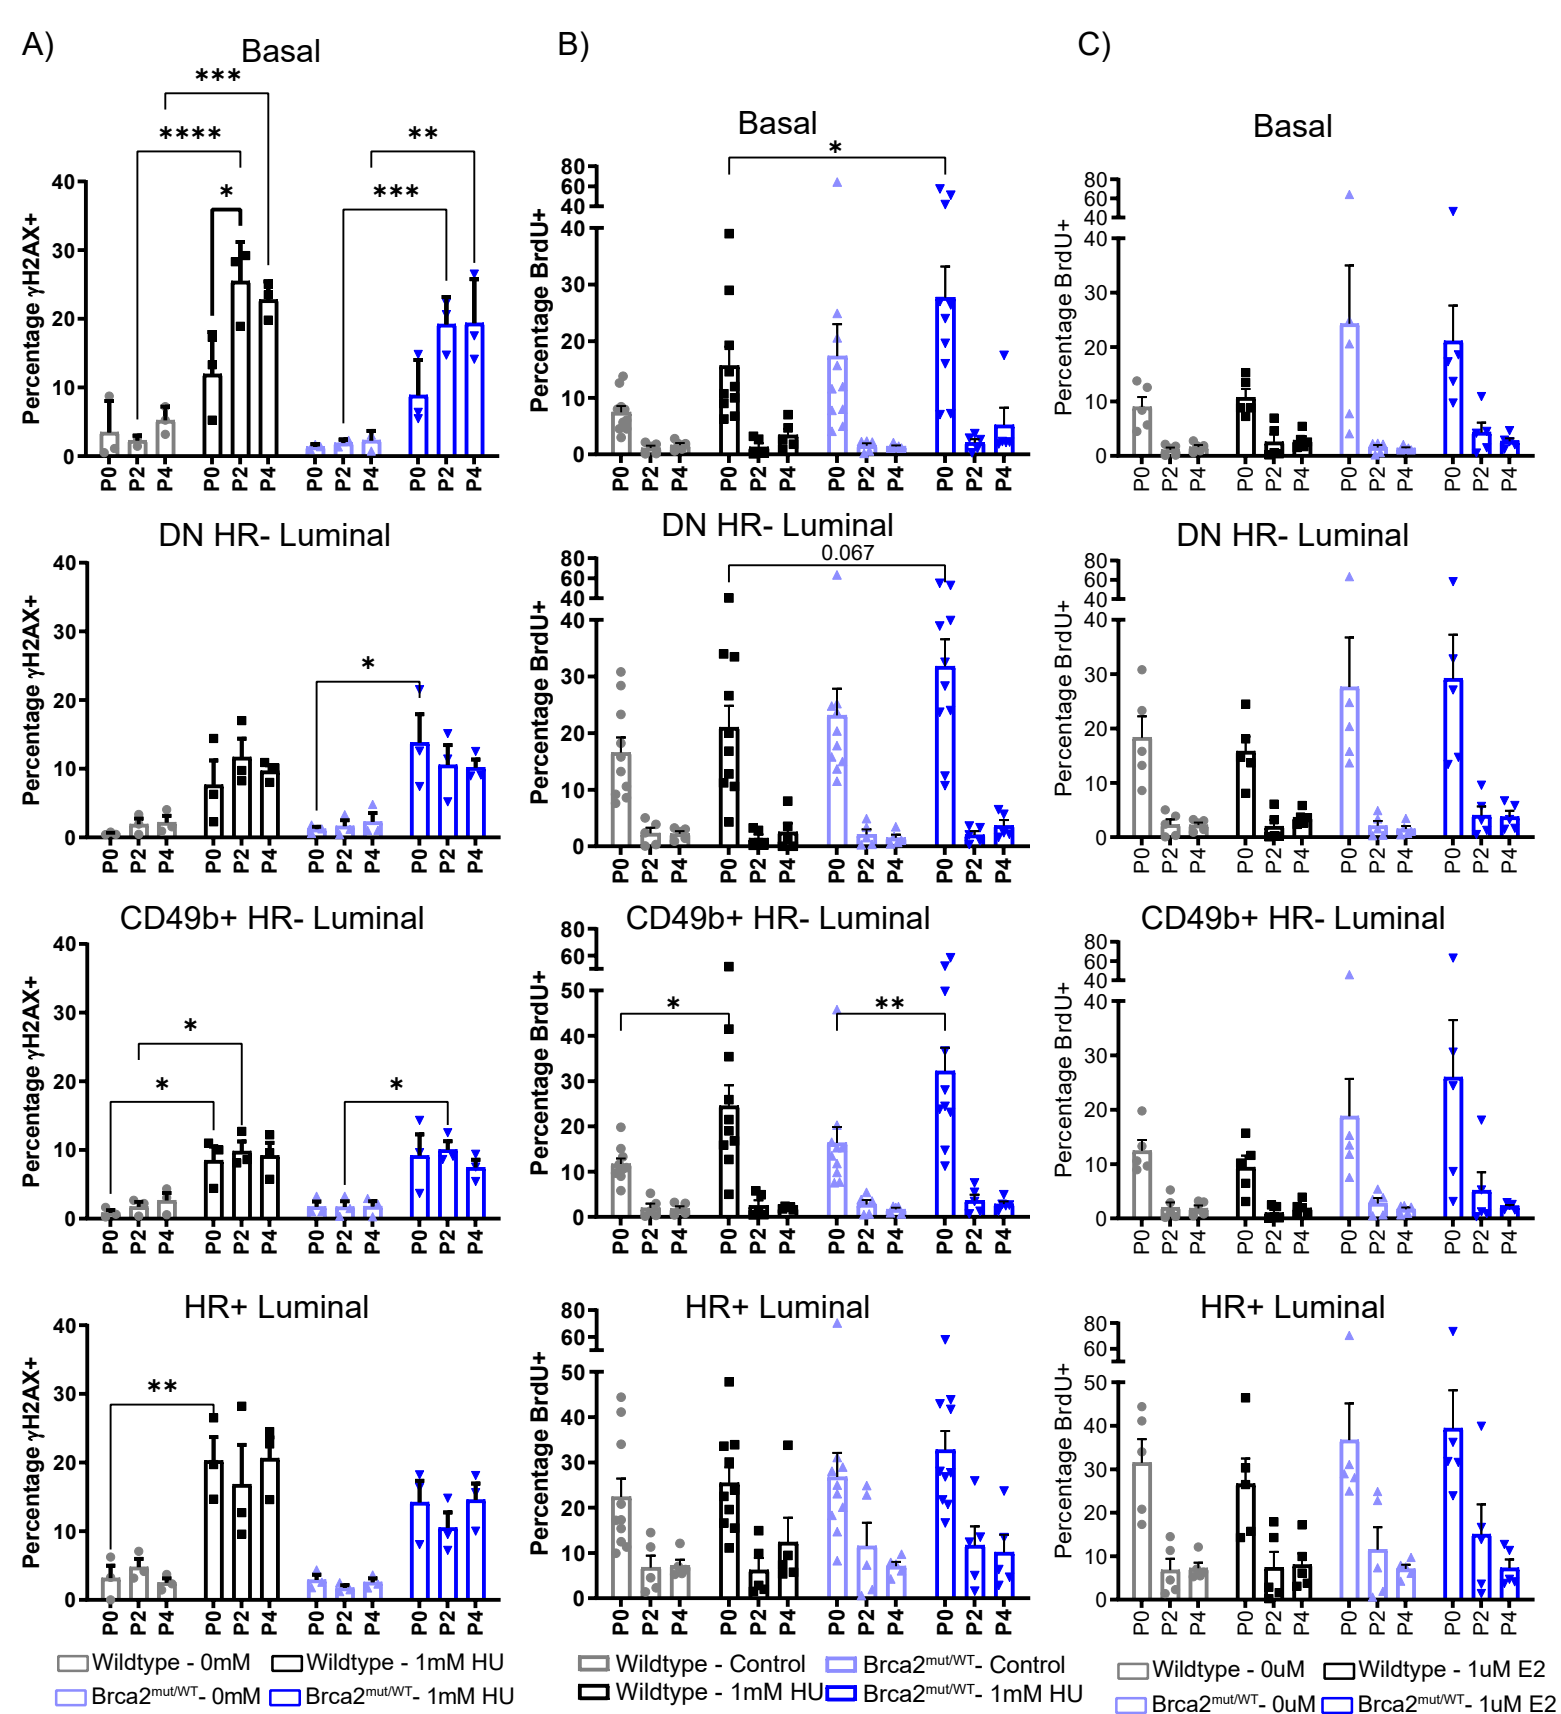

Supplementary Figure 3. **Brca2<sup>mut/WT</sup> or wildtype mammary organoids response to DNA genotoxic stresses over time.** A) Quantification of the percentage of  $\gamma$ H2AX+ cells from wildtype or Brca2<sup>mut/WT</sup> organoids after 1mM HU treatment over multiple passages (P0, P2 and P4). Data depicts the different epithelial populations. Data presented as the mean +/- SEM (n=3). An ANOVA followed by a Fishers LSD test was performed. Source data provided. B) Quantification of the percentage of BrdU+ cells from wildtype or Brca2<sup>mut/WT</sup> organoids after 1mM HU treatment over multiple passages (P0, P2 and P4). Data depicts the different epithelial populations. Data presented as the mean +/- SEM (n=9-10). An ANOVA followed by a Fishers LSD test was performed. Source data provided. C) Quantification of the percentage of BrdU+ cells from wildtype or Brca2<sup>mut/WT</sup> organoids after 1 $\mu$ M E2 treatment over multiple passages (P0, P2 and P4). Data depicts the different epithelial populations. Data presented as the mean +/- SEM (n=5). An ANOVA followed by a Fishers LSD test showed no statistical significance. Source data are provided as a Source data file.

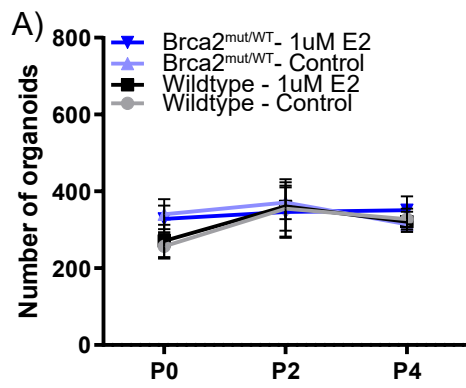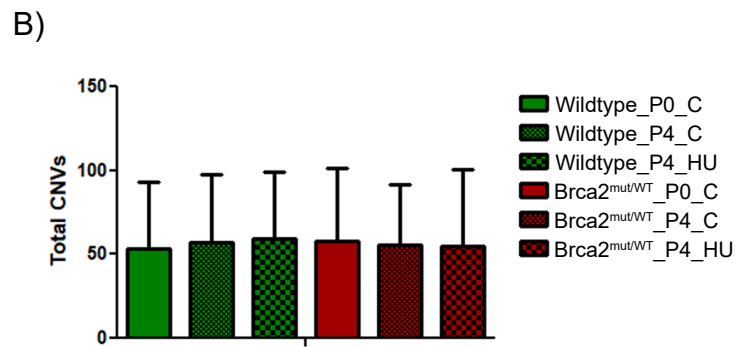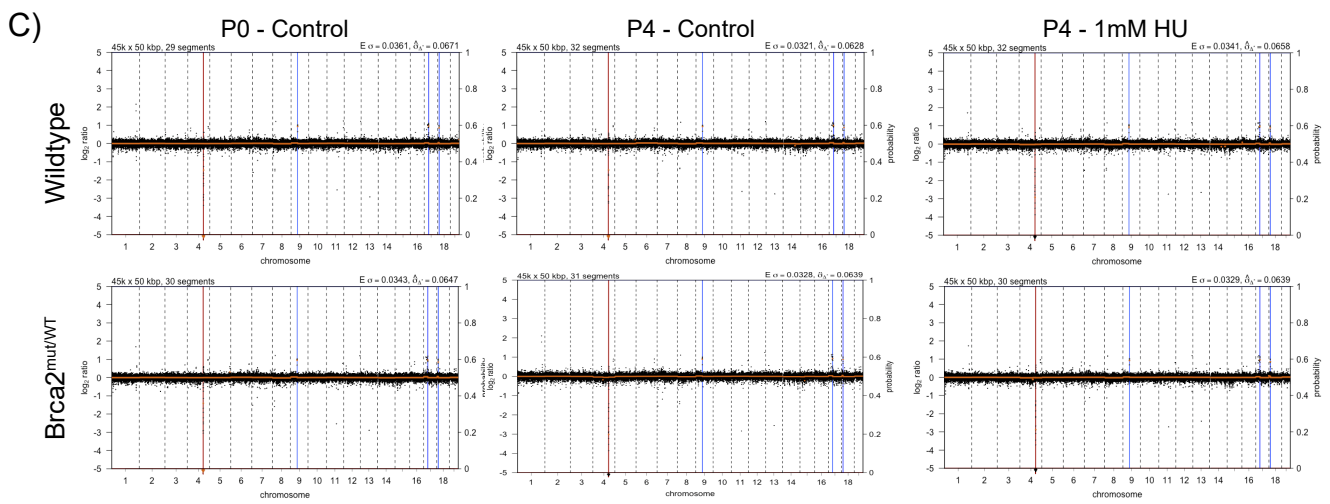

Supplementary Figure 4. **CNV analysis of passage 4 HU treated organoids.** A) Quantification of the number of wildtype or Brca2<sup>mut/WT</sup> organoids formed over multiple passages (P0, P2 and P4) following E2 treatments. Data presented as mean +/- SEM (n=5 per group). Mann-Whitney 2 tailed unpaired test showed no statistical significance. Source data provided. B) Bar chart of the total CNVs detected of sWGS in wildtype or Brca2<sup>mut/WT</sup> organoids from passage 0 and passage 4. Data presented as mean +/- SEM (n=3). Source data provided. C) aCGH plots from wildtype (upper) or Brca2<sup>mut/WT</sup> (lower) organoids at passage 0 and passage 4. Somatic CNAs were absent in all organoids. Representative plots from 3 independent experiments are shown.

A)

Passage 0

Passage 2

Control

HU

Control

HU

Wildtype

Brca2<sup>mut/WT</sup>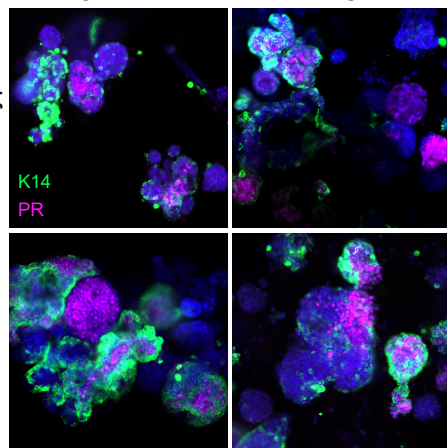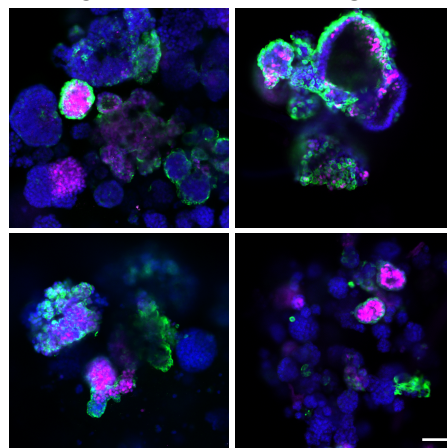

B)

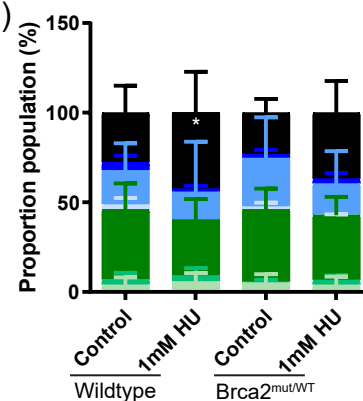

C)

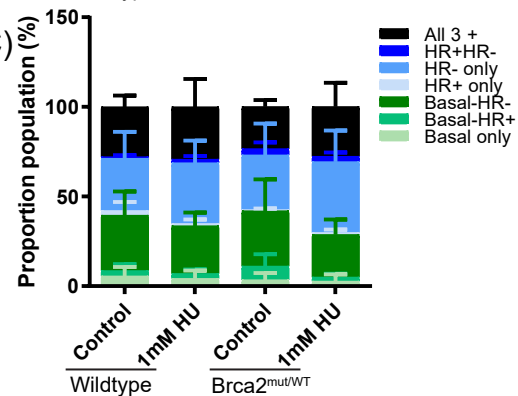

D)

Control

E2

Wildtype

Brca2<sup>mut/WT</sup>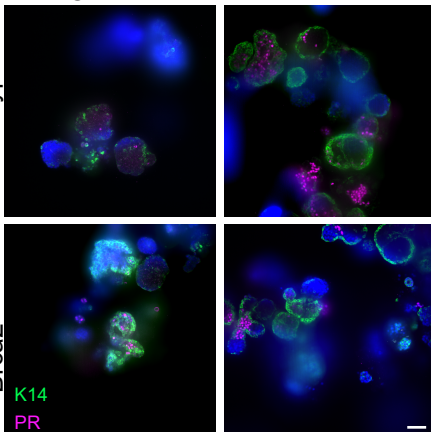

E)

Control

E2

Wildtype

Brca2<sup>mut/WT</sup>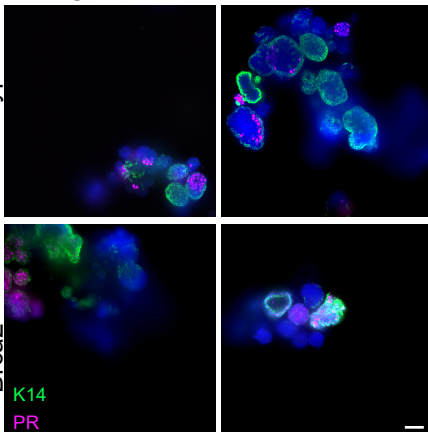

F)

Control

E2

Wildtype

Brca2<sup>mut/WT</sup>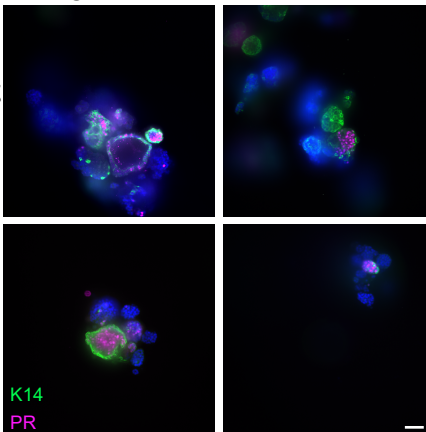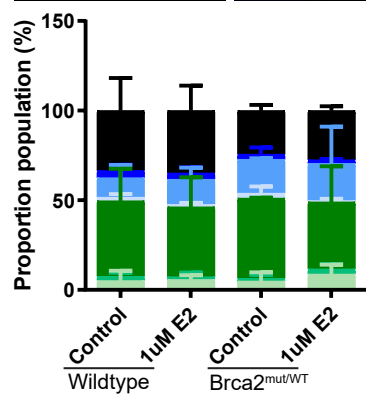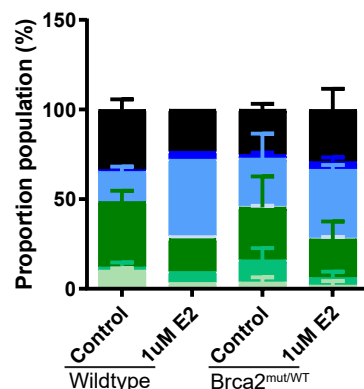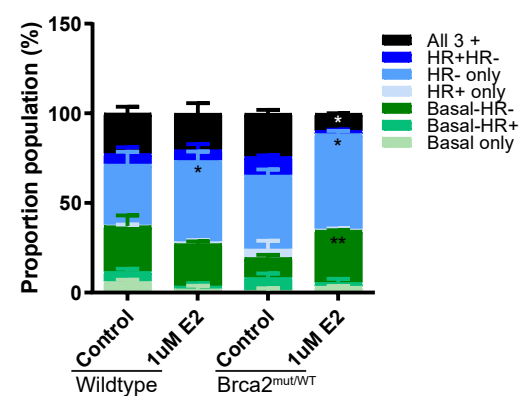

G)

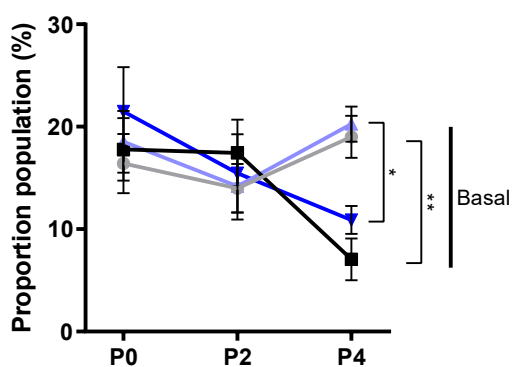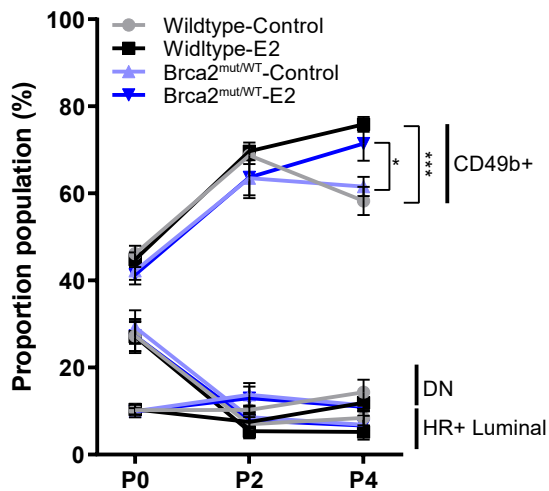

H)

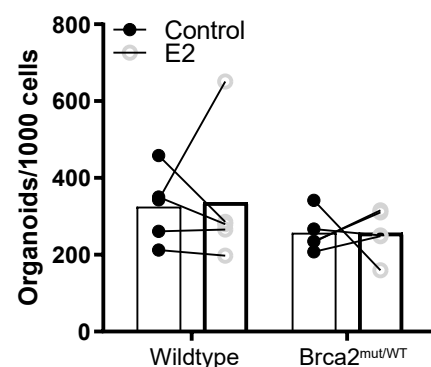

**Supplementary Figure 5. Analysis of wildtype or Brca2<sup>mut/WT</sup> organoids treated with genotoxic stress over time.** A) Representative immunofluorescent images (left) of wildtype or Brca2<sup>mut/WT</sup> organoids at Passage 0 and passage 2 after control or HU treatments. K14 (green), PR (magenta) and DAPI (blue). Scale bars, 50  $\mu$ m. (B-C) Quantification of immunofluorescent images of wildtype or Brca2<sup>mut/WT</sup> organoids post HU treatment at B) passage 0 or C) passage 2. Data presented as mean  $\pm$  SD (n=3). An ANOVA followed by Tukey's multiple comparison test showed no statistical differences. Source data provided. (D-F) Quantification of immunofluorescent images of wildtype or Brca2<sup>mut/WT</sup> organoids post E2 treatment stained with K14 (green), PR (magenta) and DAPI (blue) at D) passage 0, E) passage 2 or F) passage 4. Data presented as mean  $\pm$  SD (n=3). An ANOVA followed by Tukey's multiple comparison test was performed. Passage 4 wildtype-E2 HR- only \* p= 0.0149; Brca2<sup>mut/WT</sup>-E2 All 3+ \* p= 0.0117, HR- only \* p= 0.0350 and Basal+HR- \*\* p= 0.0021. G) Quantification of the percentage of basal (left) and luminal ( right) cell types formed over multiple passages (P0, P2, P4) from wildtype or Brca2<sup>mut/WT</sup> organoids treated with E2. Data presented as mean  $\pm$  SEM n=5. Mann-Whitney two-tailed unpaired t-test was used. Basal \* p =0.0261, \*\* p = 0. 0.0051; Luminal \*p = 0.0169, \*\*\* p < 0.001. Source data provided. H) Quantification of the number of organoids formed from wildtype or Brca2<sup>mut/WT</sup> single cells after 5 intermittent E2 treatments. Data presented as mean  $\pm$  SEM (n=5). Student's t-test was performed and no statistical significance observed. Source data are provided as a Source data file.

A)

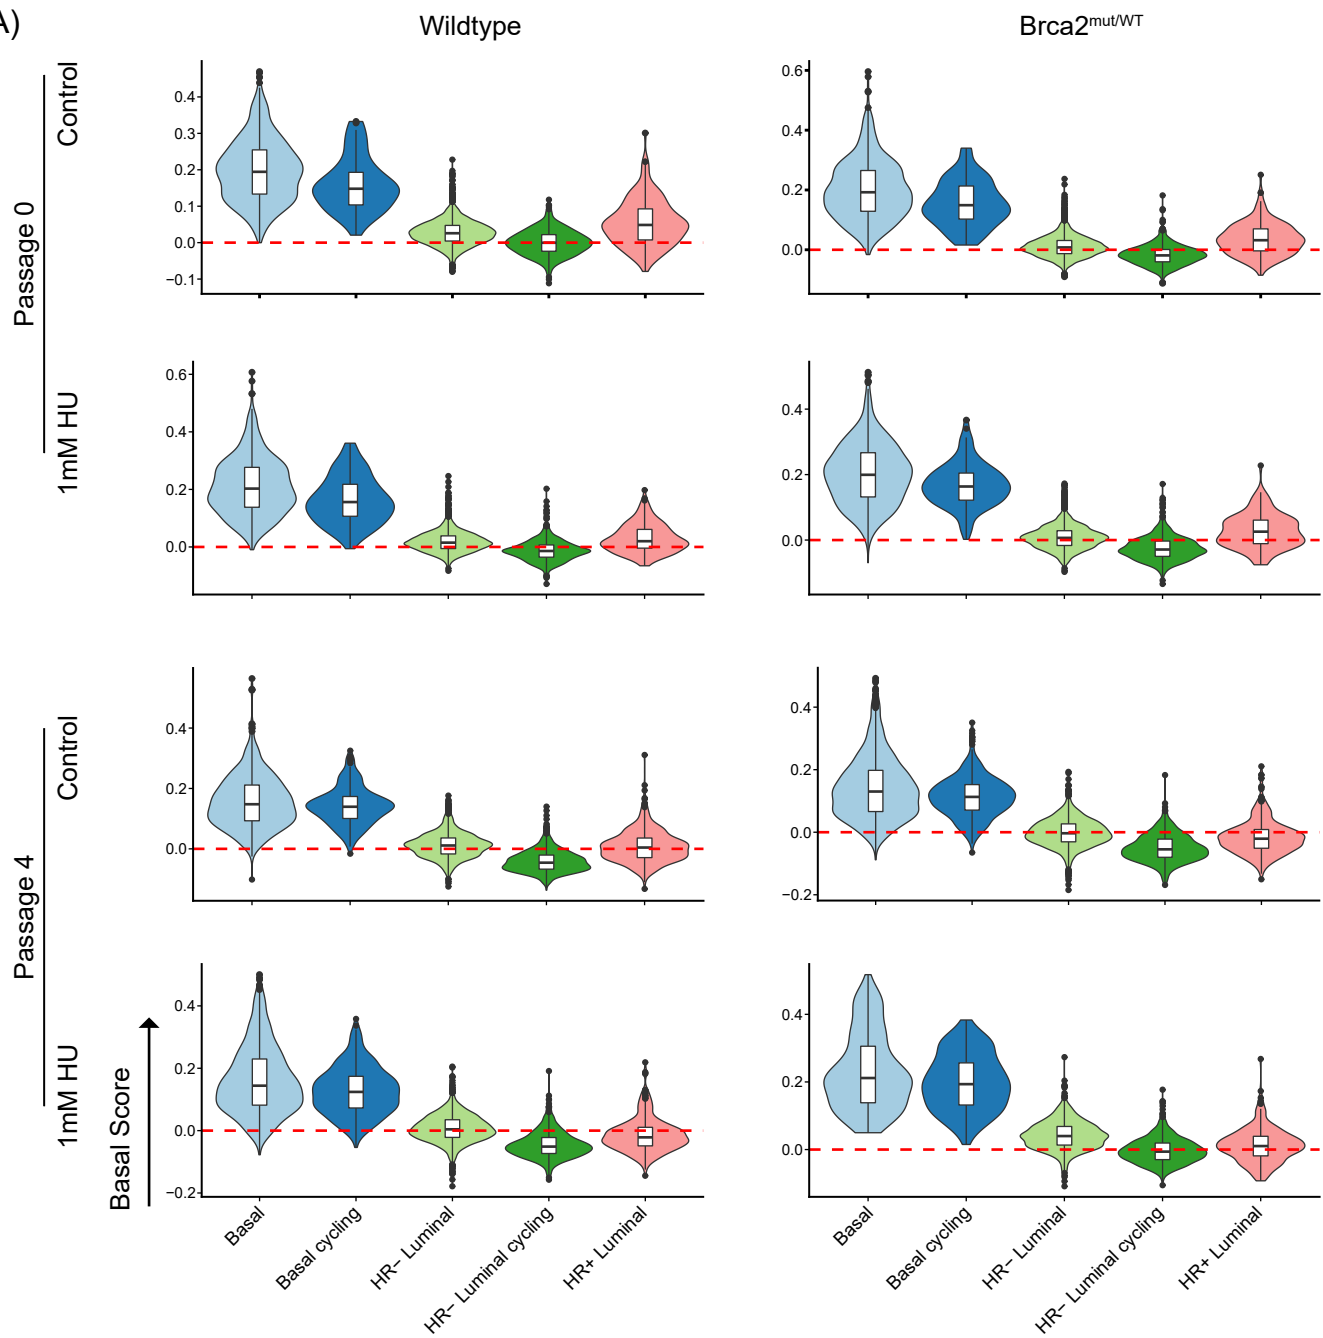

B)

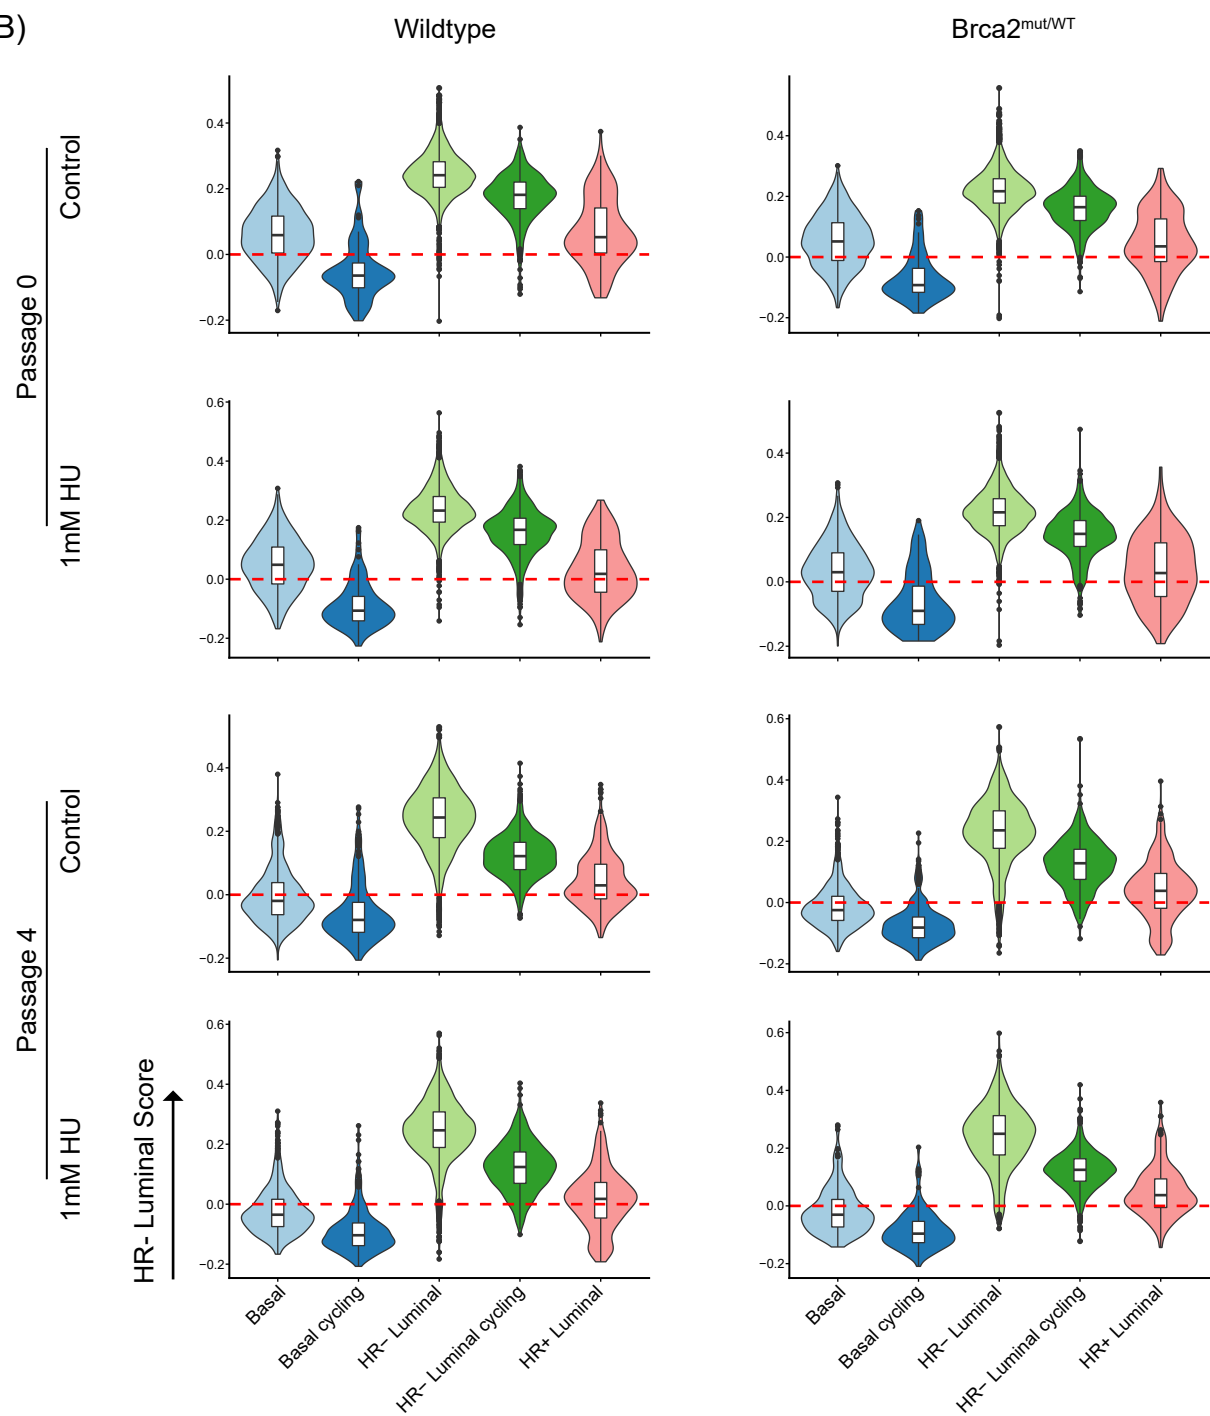

C)

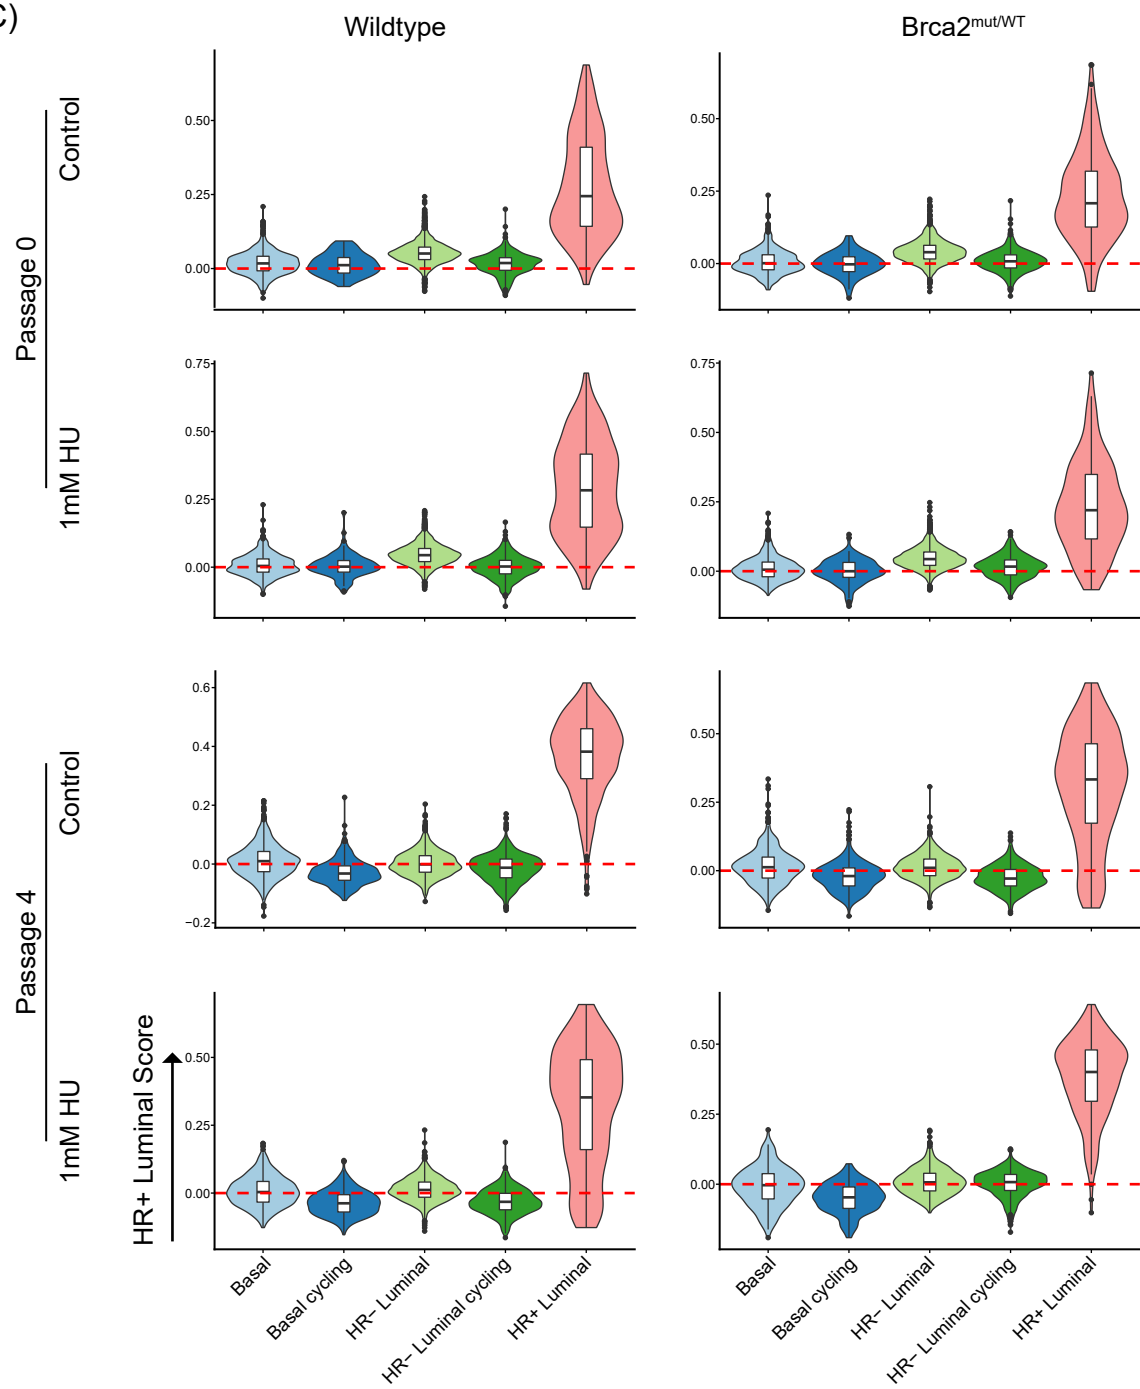

Supplementary Figure 6. **Mammary epithelial signature scores in cells from organoid clusters.** Violin plots of A) Basal, B) HR- Luminal and C) HR+ Luminal cell scores across the mammary cell clusters of wildtype or Brca2<sup>mut/WT</sup> unchallenged and HU treated organoids from passage 0 or 4.

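The scores in these plots were made with the AddModuleScore function of Seurat, from signatures that the paper curated out of published single-cell datasets of primary mammary cells. For each cell, the function takes the mean expression of the genes in a signature and subtracts the mean of control genes drawn from the same range of expression. A score above zero thus means that the genes of the signature were higher in that cell than genes of similar overall abundance. The score has no unit and is read by comparing clusters that were scored together, not as a fold change.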

A)

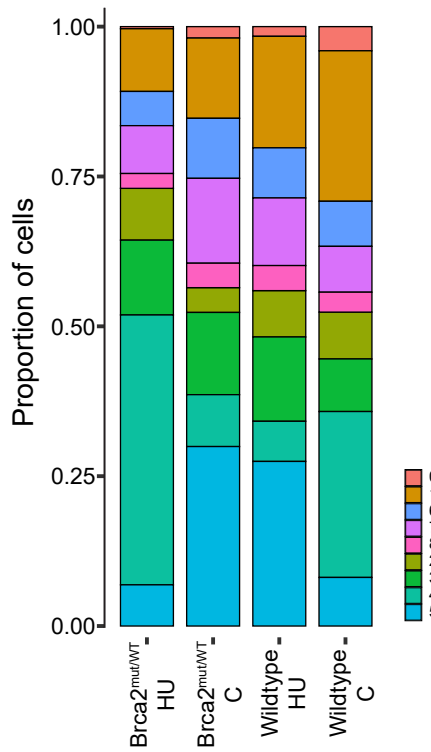

B)

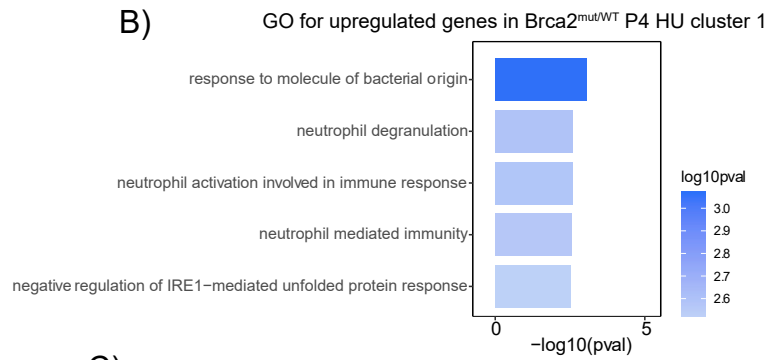

C)

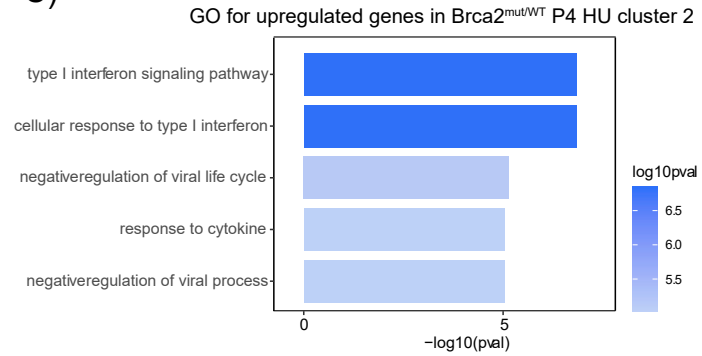

D)

GO for upregulated genes in Brca2<sup>mut/WT</sup> P4 HU cluster 3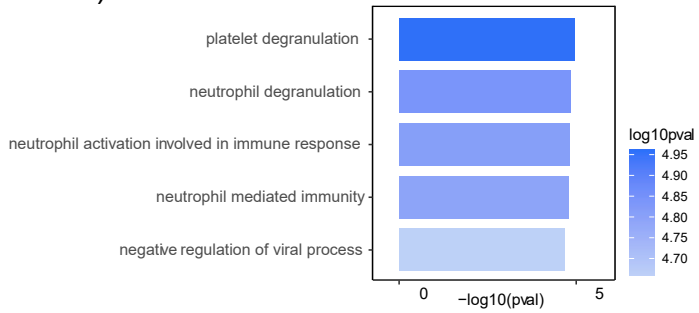

E)

MisgDB

Cluster 1

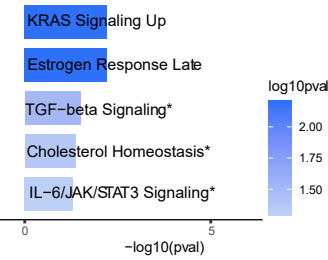

Cluster 2

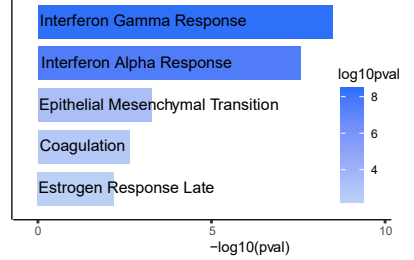

Cluster 3

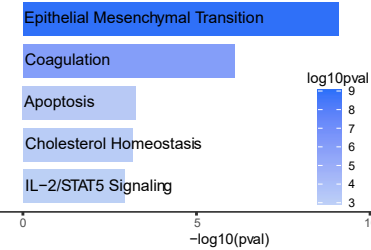

Cluster 4

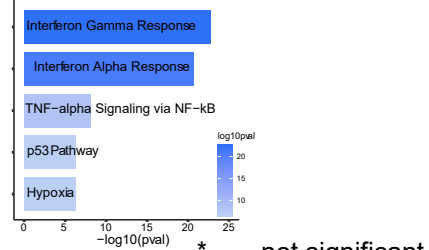

F)

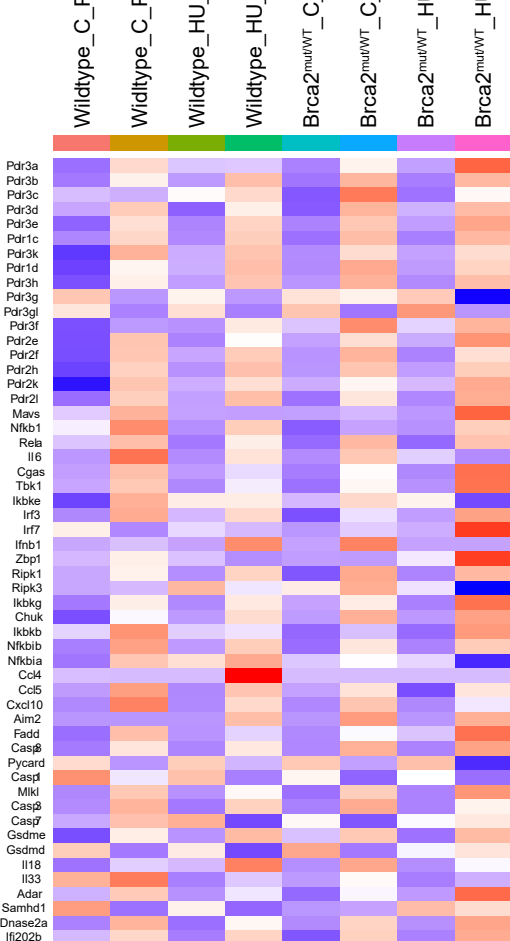

G)

KEGG Cluster 4

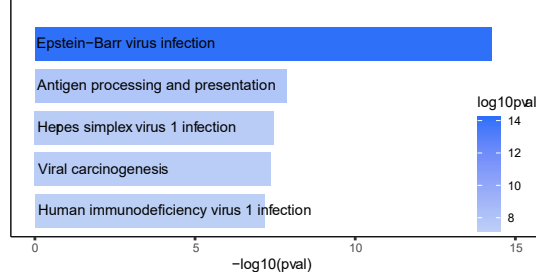

H)

GO for upregulated genes in Wildtype-HU Cluster 5

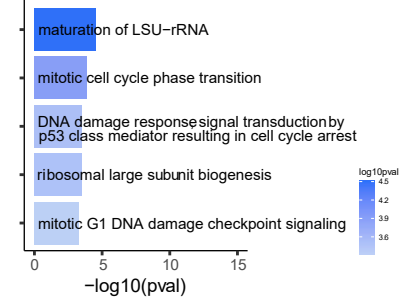

I)

GO for upregulated genes in Wildtype-C Cluster 1

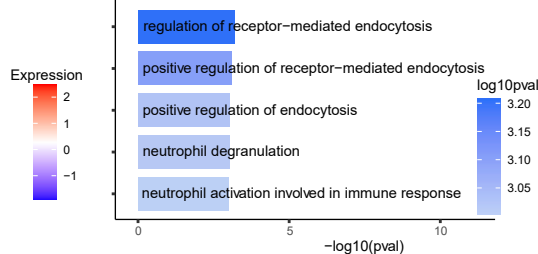

J)

GO for upregulated genes in Wildtype-C Cluster 4

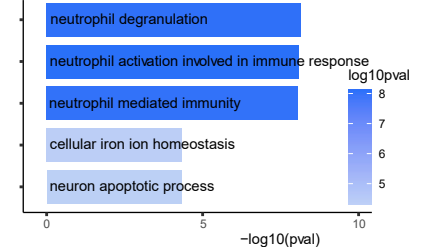

Supplementary Figure 7. **Single-cell transcriptomics of HR- luminal cells from Brca2<sup>mut/WT</sup> and wildtype organoids.** A) Frequency of HR- luminal cell clusters for each group, colour coded by cluster. The top 5 GO Biological terms associated with the upregulated genes in Brca2<sup>mut/WT</sup> HU passage 4 of B) Cluster 1, C) Cluster 2 and D) Cluster 3 cells. E) The top 5 MSigDB Hallmark terms associated with the upregulated genes in Brca2<sup>mut/WT</sup> HU passage 4 of Cluster 1, Cluster 2, Cluster 3 and Cluster 4 cells. F) Heatmap of the genes detailed in the Cytosolic DNA-sensing pathway from mmu04623 KEGG from all organoid groups. G) The top 5 KEGG terms associated with the upregulated genes in Brca2<sup>mut/WT</sup> HU passage 4 of Cluster 4. H) The top 5 GO Biological terms associated with the upregulated genes in Wildtype HU passage 4 compared with only the Wildtype control cells of Cluster 5. The top 5 GO Biological terms associated with the upregulated genes in Wildtype control passage 4 cells of I) Cluster 1 and J) Cluster 4.

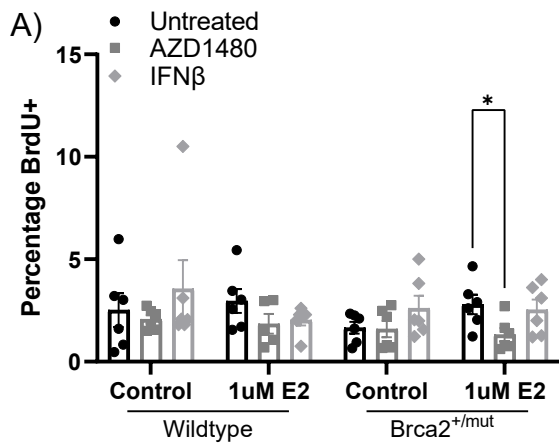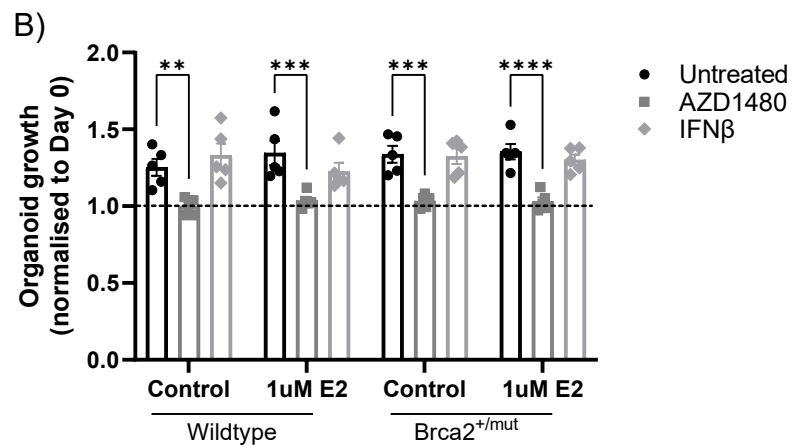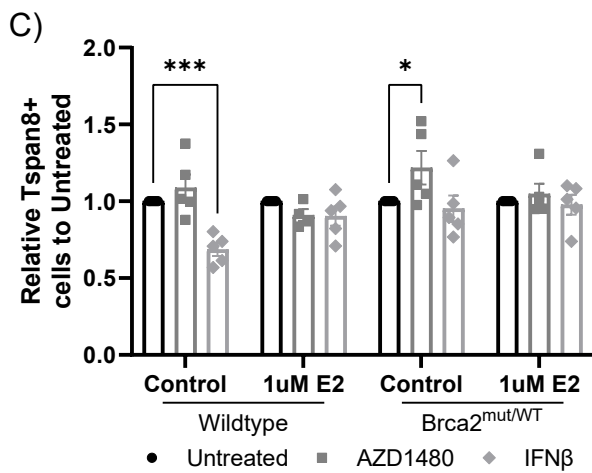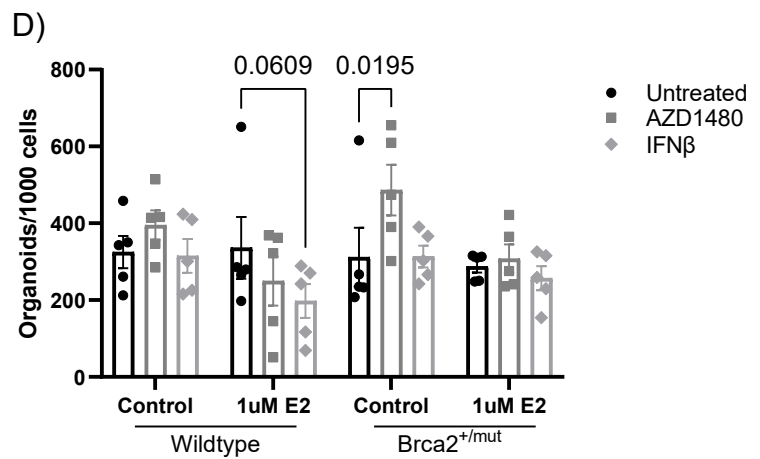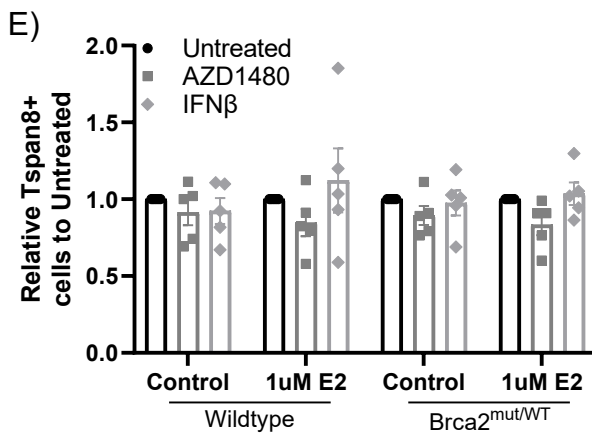

**Supplementary Figure 8. Type I interferon response are not activated following Estrogenic stresses.**

A) Quantification of the percentage of BrdU+ cells in the HR- luminal subpopulations from wildtype or Brca2<sup>mut/WT</sup> passage 4 organoids after 4 days of IFN $\beta$  or AZD1480 treatment in control and E2 exposed organoids. Data presented as mean  $\pm$  SEM (n=5). An ANOVA followed by a Fishers LSD test was performed, \*p=0.0411. Source data provided. B) Quantification of average organoid size after 4 days of IFN $\beta$  or AZD1480 treatment normalised to Day 0 treatment organoid size in control and E2 exposed organoids. Dashed line indicates Day 0 area. Data presented as mean  $\pm$  SEM (n=5). An ANOVA followed by a Dunnett's multiple comparison test, \*\*p=0.0015 and \*\*\*p<0.0002. Source data provided. C) Quantification of the percentage of Tspan8+ cells in the HR- luminal population after 4 days of IFN $\beta$  or AZD1480 treatment on passage 4 wildtype or Brca2<sup>mut/WT</sup> organoids in control and E2 exposed organoids. Data presented as the mean  $\pm$  SEM (n=5). An ANOVA followed by a Fishers LSD test, \* p = 0.013, \*\*\* p = 0.0005. Source data provided. D) Quantification of the number of organoids formed from wildtype or Brca2<sup>mut/WT</sup> passage 4 single cells after IFN $\beta$  or AZD1480 treatments in control and E2 exposed organoids. Data presented as mean  $\pm$  SEM (n=5). An ANOVA followed by a Fishers LSD test was performed. Source data provided. E) Quantification of the percentage of Tspan8 + cells in the HR- luminal populations of wildtype or Brca2<sup>mut/WT</sup> organoids from D). Data presented as the mean  $\pm$  SEM (n=5). An ANOVA followed by a Fishers LSD test showed no statistical differences. Source data are provided as a Source Data file.

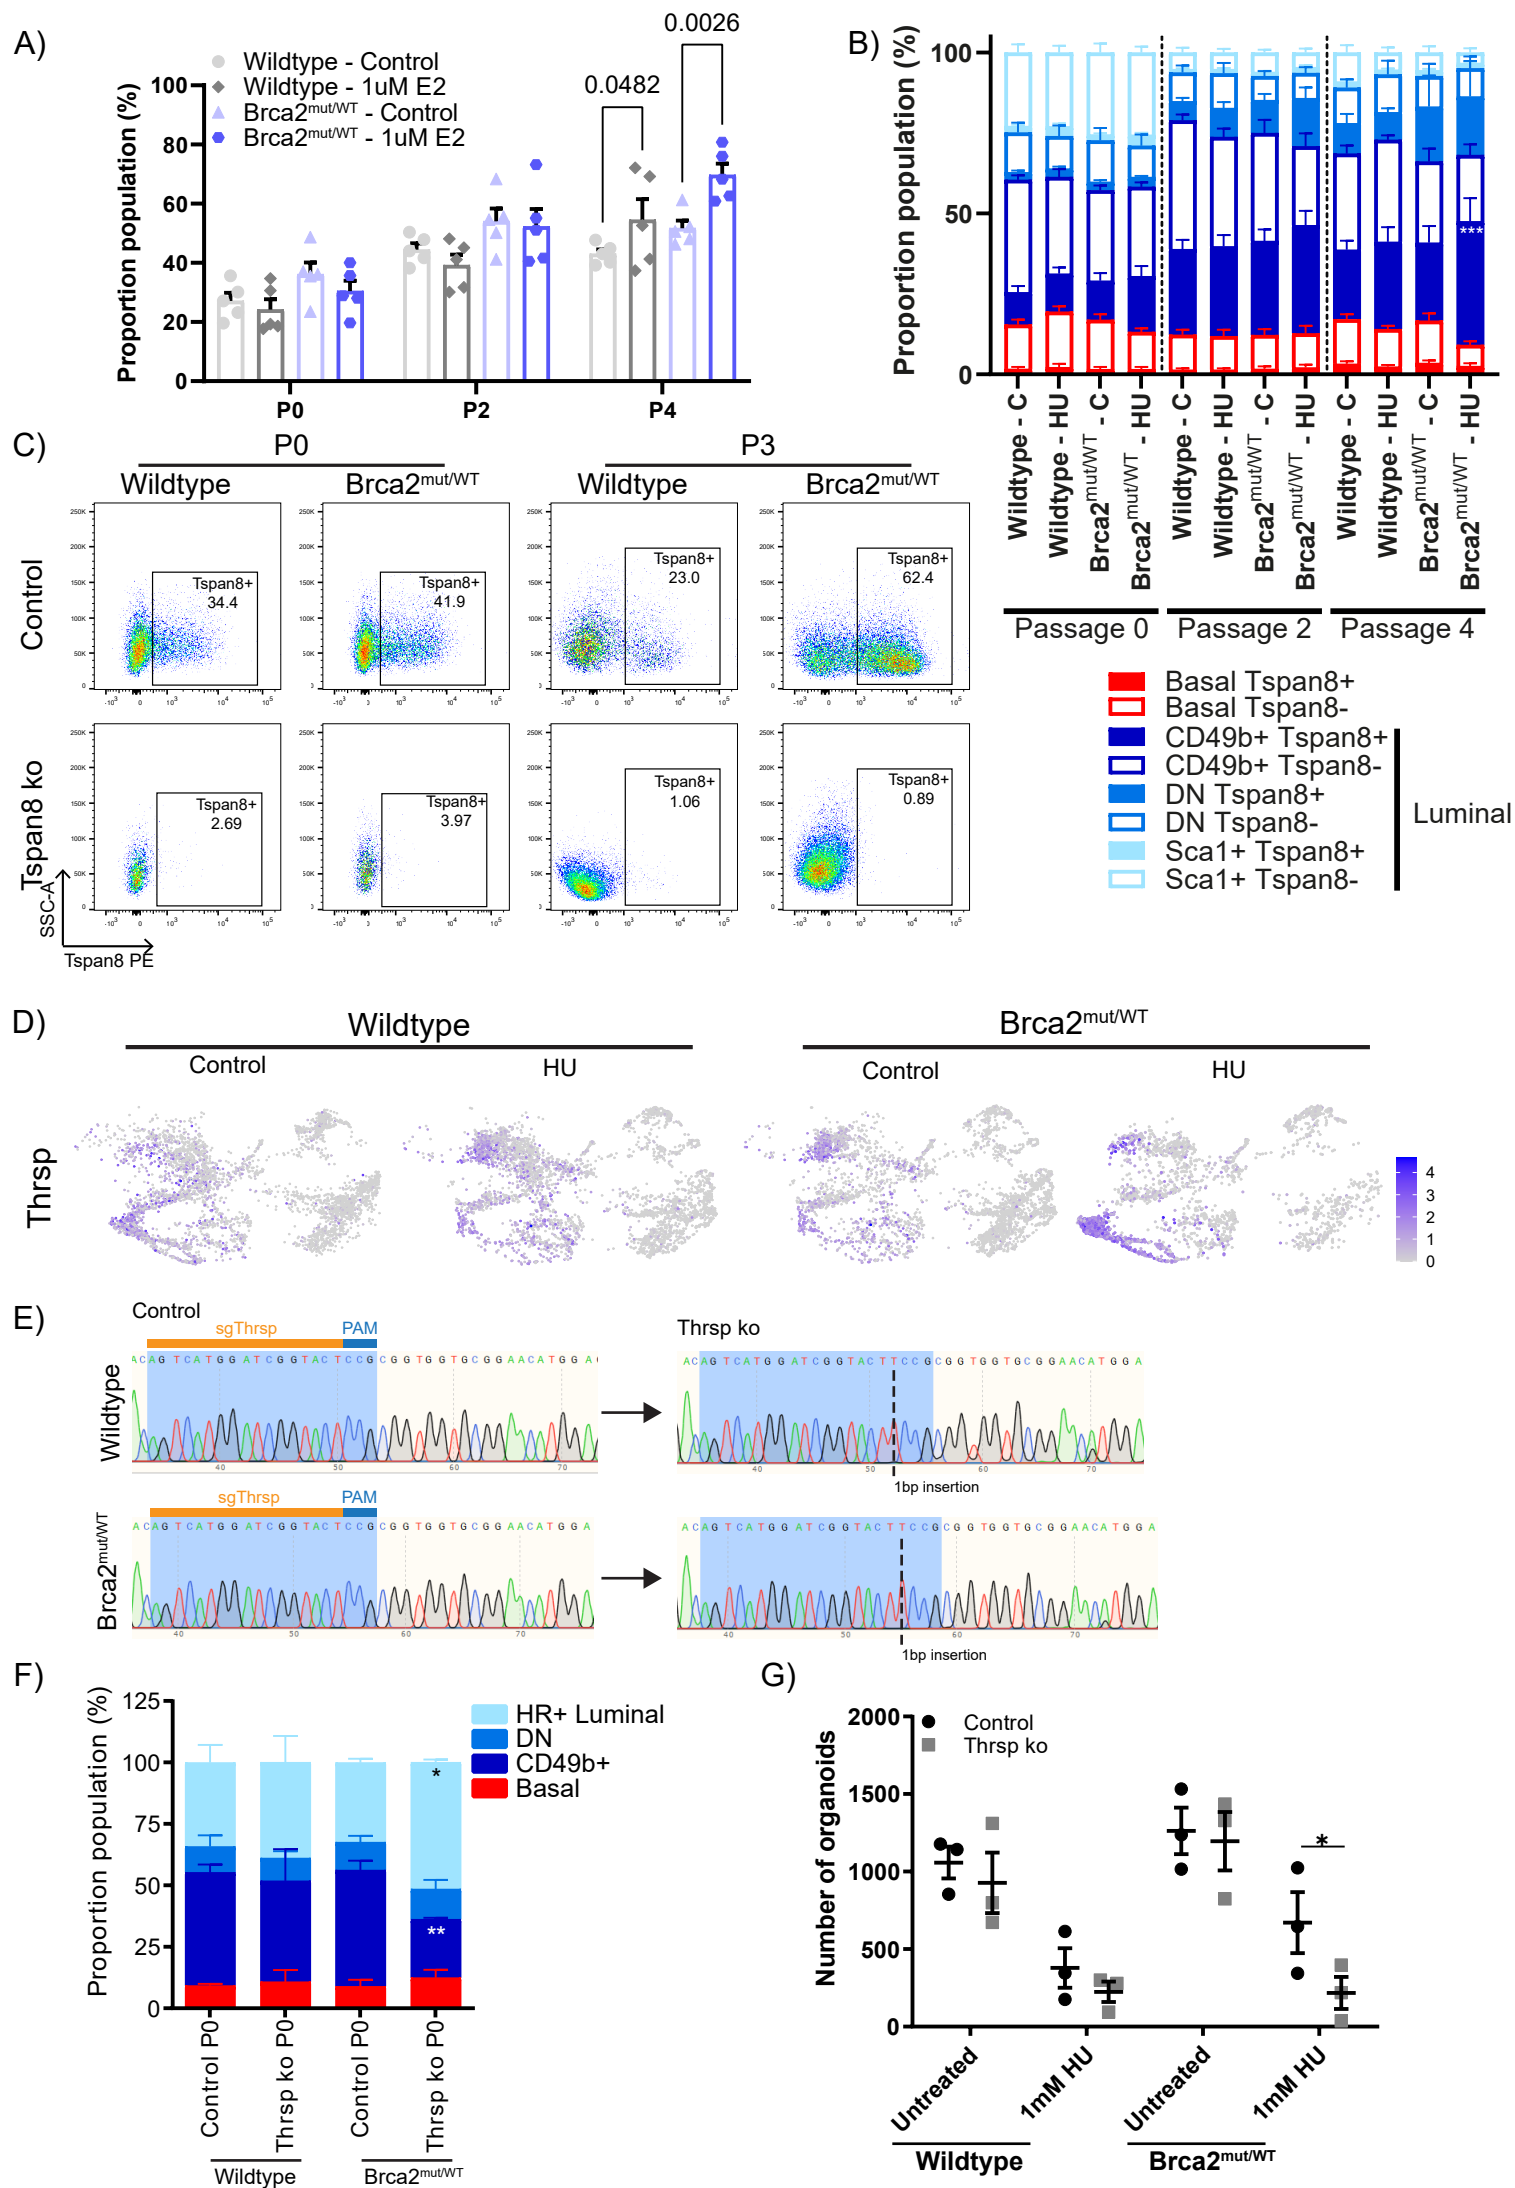

Supplementary Figure 9. **Deletion of *Thrsp* expression in the HR- luminal cells render *Brca2*<sup>mut/WT</sup> organoids incapable of recovery from DNA damage.** A) Quantification of the percentage of Tspan8+ cells in the luminal progenitor population over different passages (P0, P2 and P4) from wildtype or *Brca2*<sup>mut/WT</sup> organoids treated with E2. Data presented as the mean +/- SD (n=5). An ANOVA followed by a Fishers LSD test was performed. Source data provided. B) Quantification of the percentage of Tspan8+ cells in the epithelial populations over different passages (P0, P2, and P4) from wildtype or *Brca2*<sup>mut/WT</sup> organoids treated with HU. Data presented as the mean +/- SD (n=7). An ANOVA followed by a Fishers LSD test was performed. \*\*\*p=0.0003. C) Representative flow cytometry analysis of Tspan8 expression from control (upper) or Tspan8 knockout (ko, lower) wildtype and *Brca2*<sup>mut/WT</sup> organoids at passage 0 and passage 3. D) UMAP with overlaid expression of *Thrsp* gene from control or HU treated passage 4 wildtype or *Brca2*<sup>mut/WT</sup> organoids. E) Illustration of Sanger sequencing results for the *Thrsp* indel created by CRISPR/Cas9 in wildtype and *Brca2*<sup>mut/WT</sup> mammary cells. F) Quantification of the percentage of epithelial cell types from control or *Thrsp* ko wildtype or *Brca2*<sup>mut/WT</sup> organoids. Data presented mean +/- SD (n=2/3). An ANOVA followed by a Fishers LSD test, \*p=0.0225, \*\*p=0.0067. Source data provided. G) Quantification of the number of wildtype or *Brca2*<sup>mut/WT</sup> organoids from control and *Thrsp* ko post HU treatments at passage 3. Data presented mean +/- SEM (n=3). An ANOVA followed by a Fishers LSD test, \*p=0.0463. Source data are provided as a Source Data file.

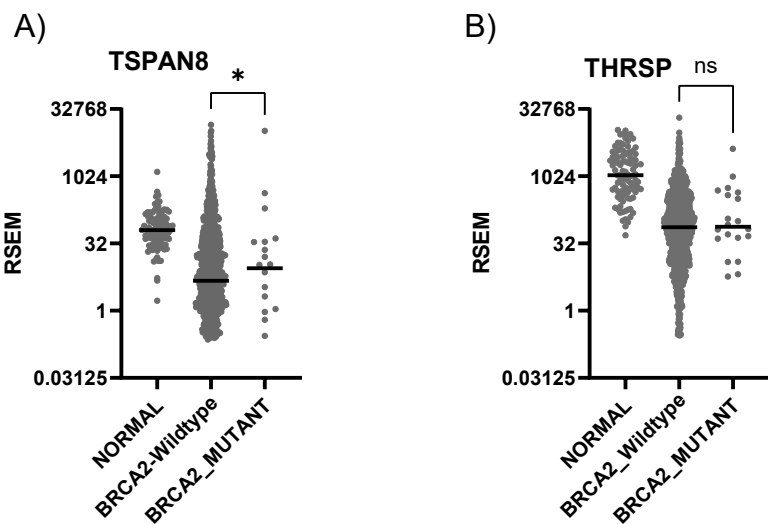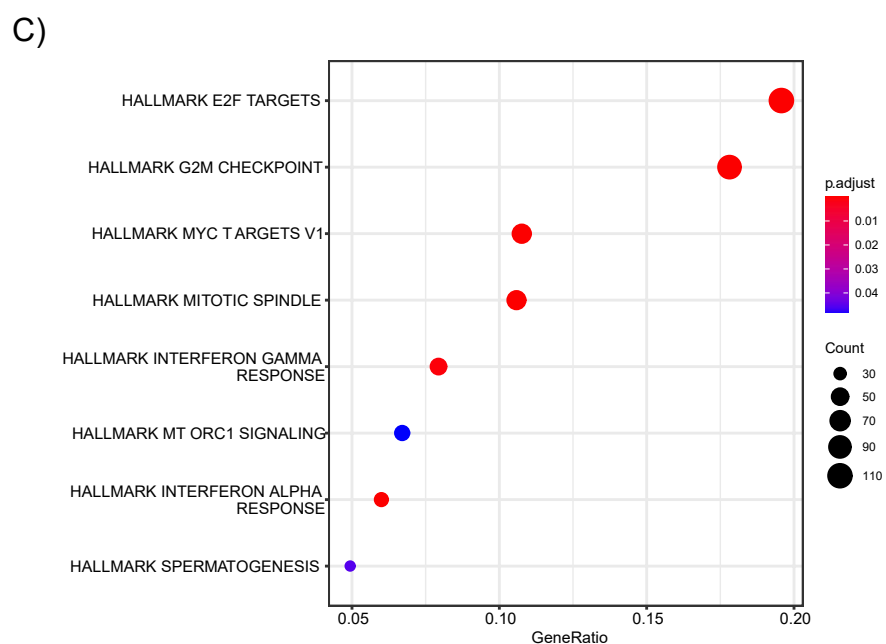

Supplementary Figure 10. **Human BRCA2 tumour expression and interferon pathway analysis.**

Expression levels of A) TSPAN8 and B) THRSP in normal tissues, non-BRCA2 carriers (BRCA2-Wildtype) or germline BRCA2 carriers (BRCA2-MUTANT) from the TCGA dataset. An unpaired t-Test was performed. \*  $p = 0.0405$ . RSEM = RNA-Seq by Expectation-Maximization. C) A dot plot of upregulated pathways from BRCA2 mutant tumours from the TCGA dataset.

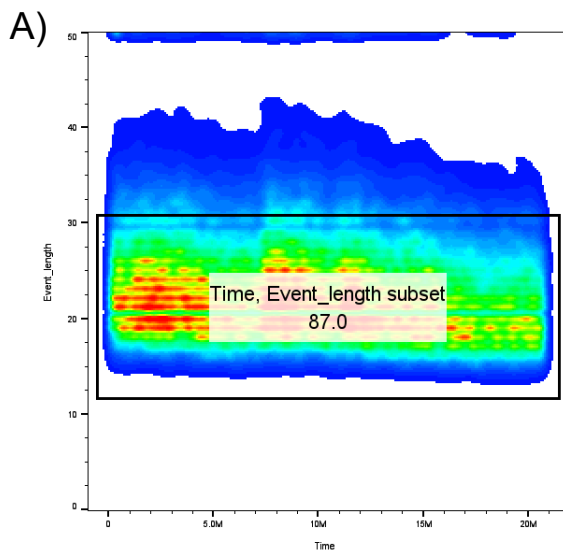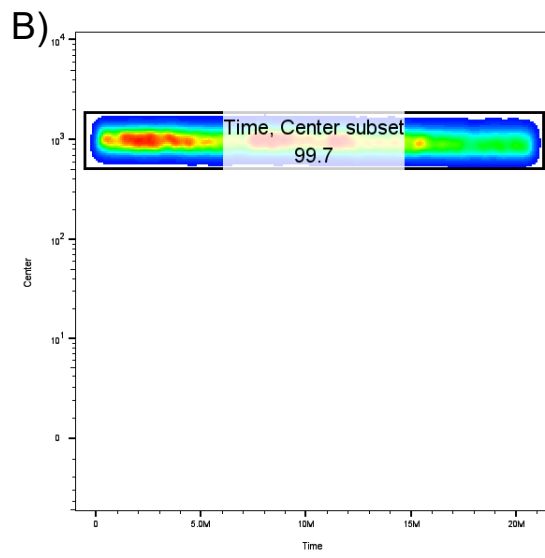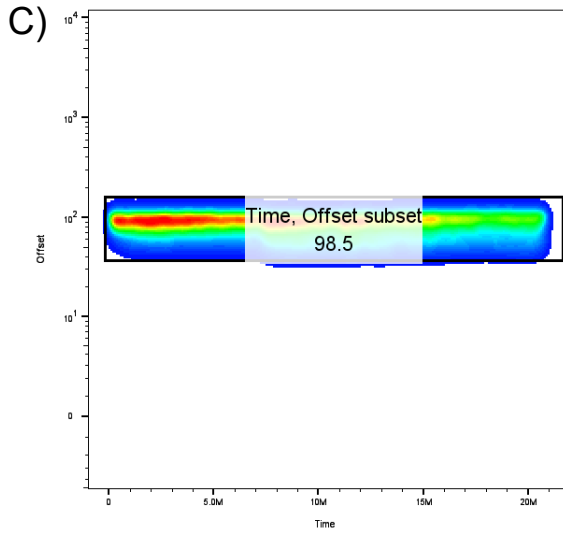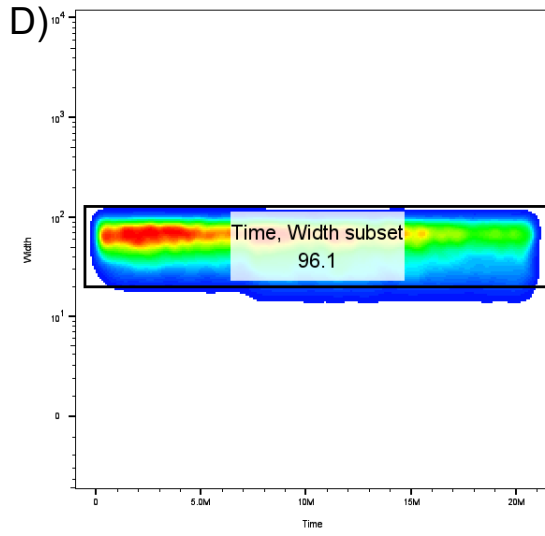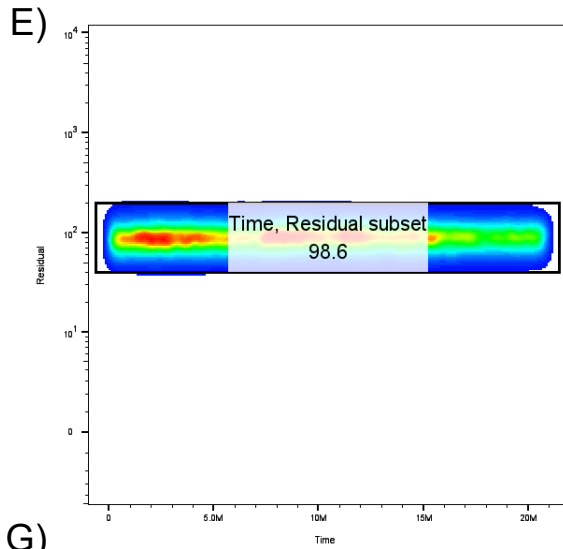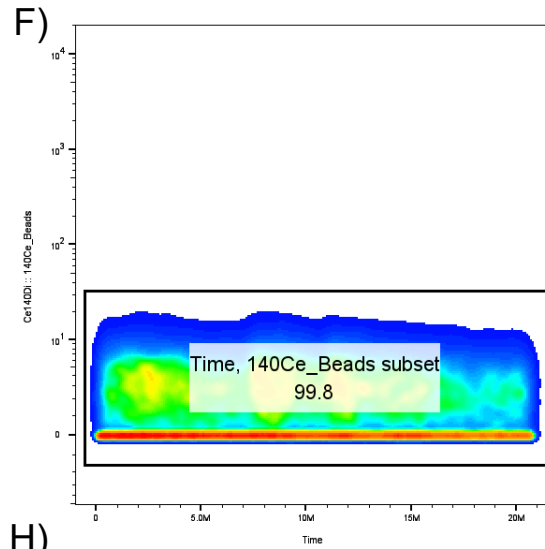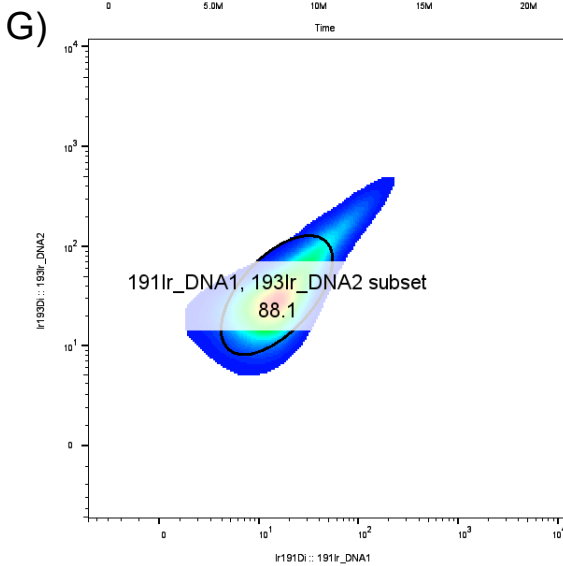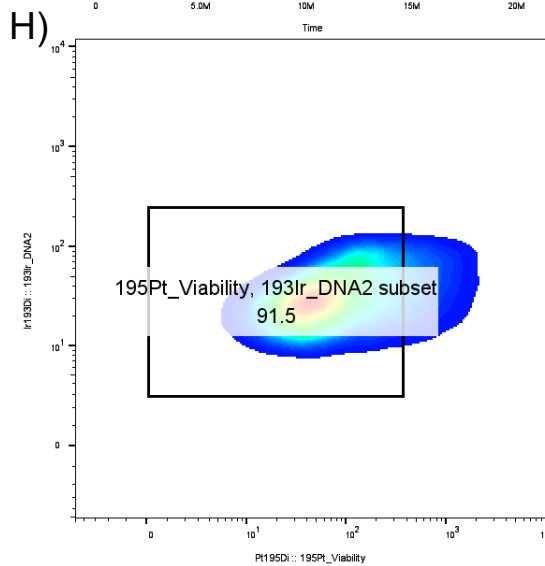

Supplementary Figure 11. **Flow gating strategy for CyTOF.** A) Time Event length B) Time Centre subset, C) Time Offset subset, D) Time Width subset, E) Time Residual subset, F) Time  $^{140}\text{Ce}$  subset, G) DNA content  $^{191}\text{Ir}$ , DNA content  $^{193}\text{Ir}$  and H) Viability  $^{195}\text{Pt}$ .

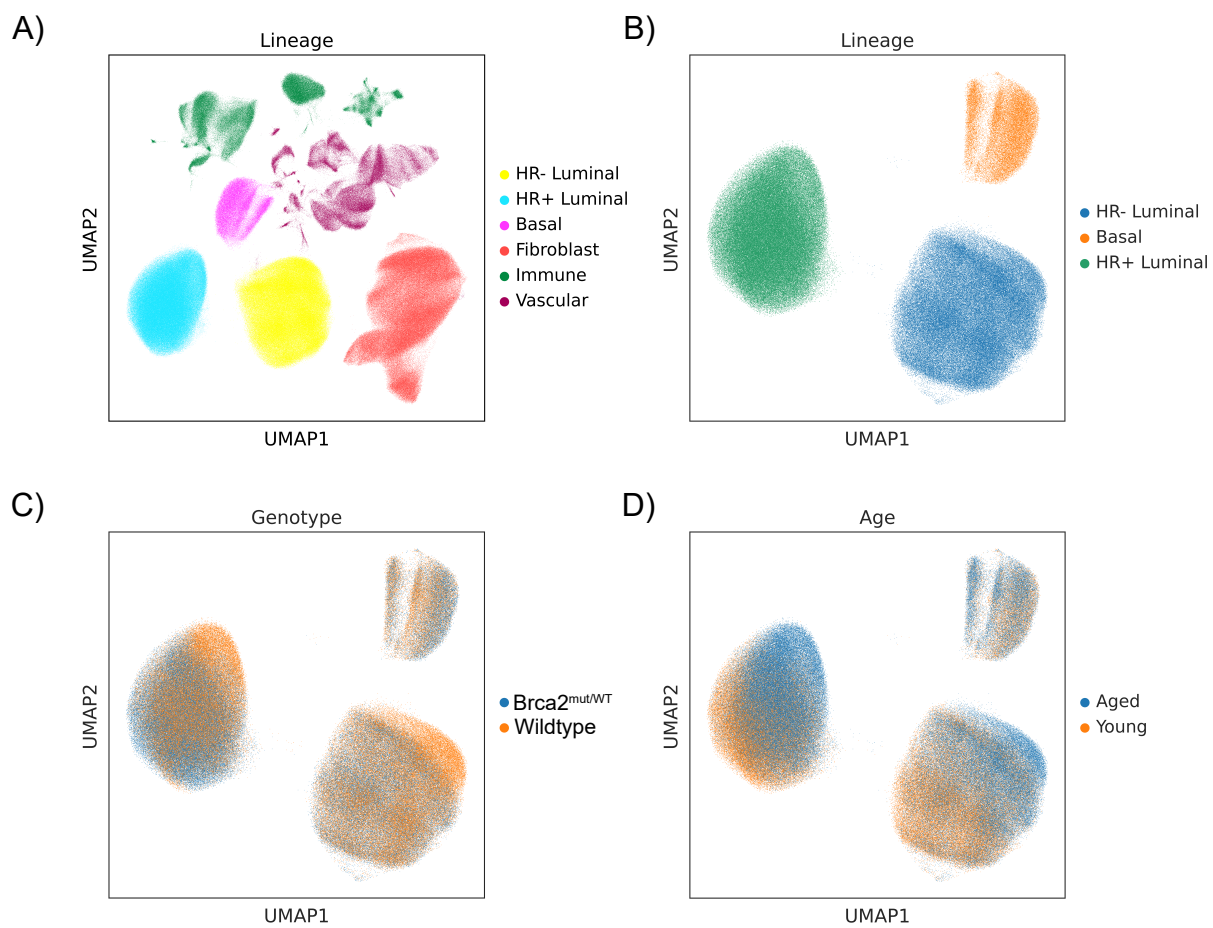

Supplementary Figure 12. **UMAPs of mammary epithelial cells using CyTOF.** A) UMAP of all mammary cells in which each dot represents one cell. Cells are coloured by lineage. B) UMAP of the epithelial lineages, coloured by lineage type. C) UMAP of epithelial lineages, coloured by genotype. D) UMAP of epithelial lineages, coloured by age.

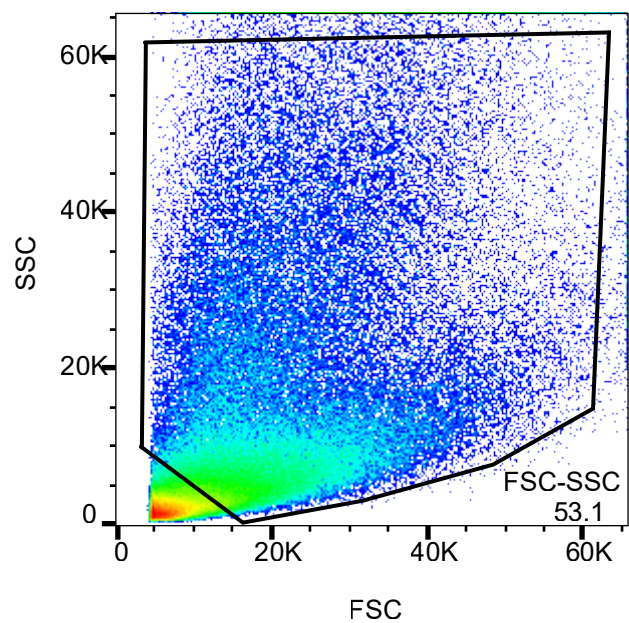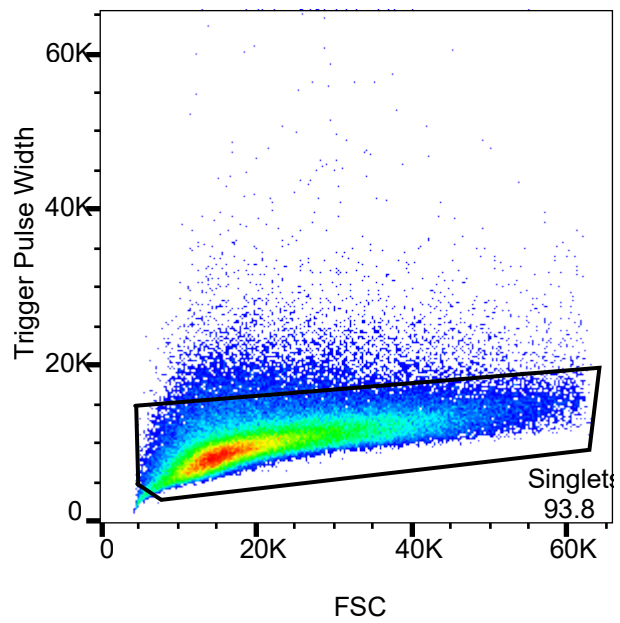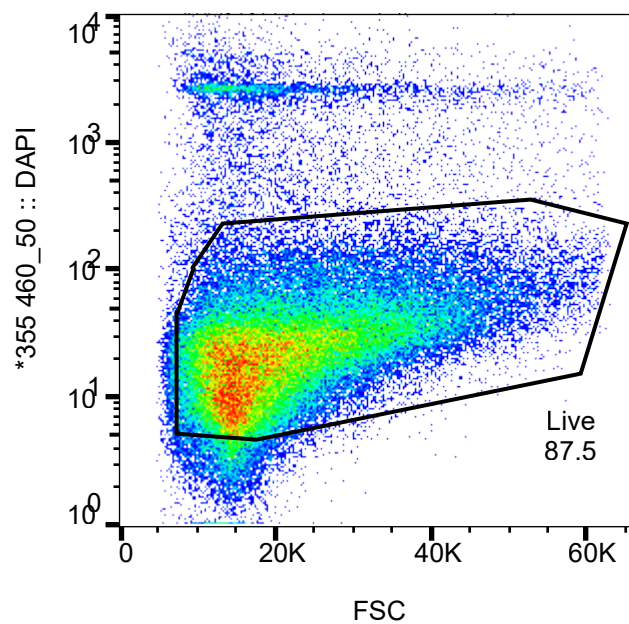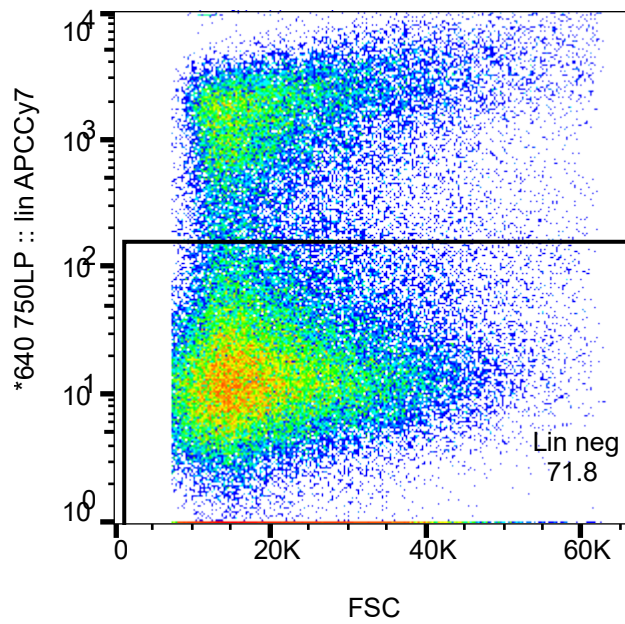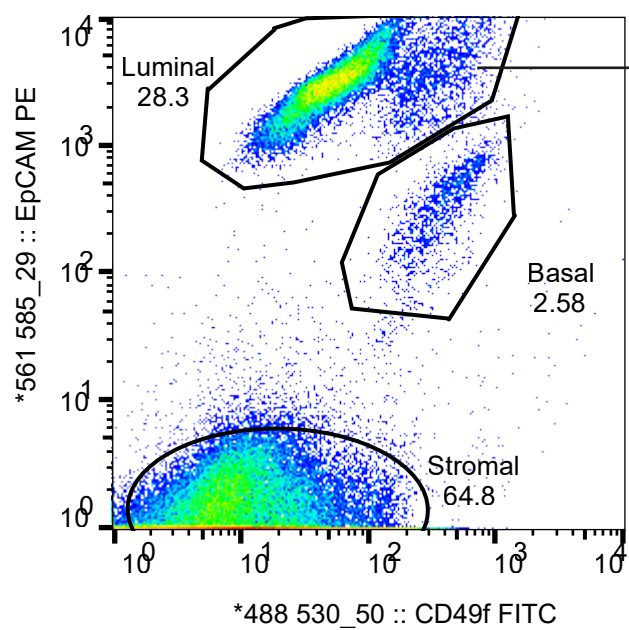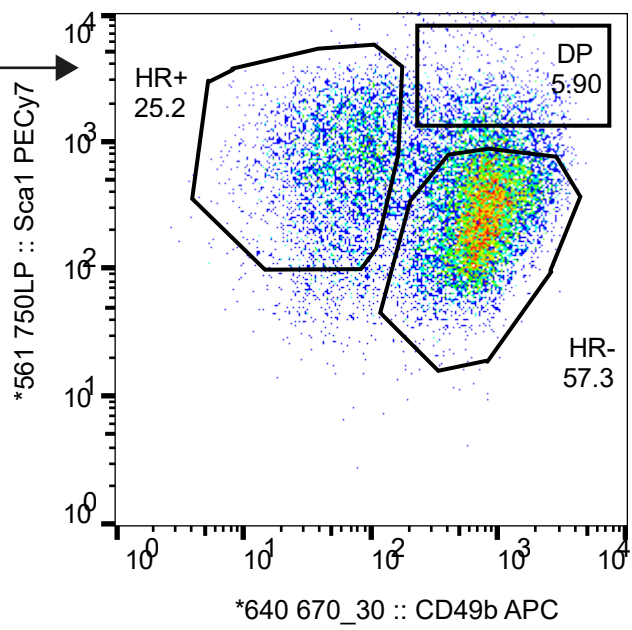

Supplementary Figure 13. **Gating strategy for flow cytometric analysis and sorting for mouse mammary epithelial cells.** Cells were gated on forward (FSC) and side (SSC) scatter to remove debris. Then trigger pulse width to obtain single cells. 4',6-diamidino-2-phenylindole (DAPI)-positive and lineage-positive cells were excluded. Cells were then identified to be luminal, basal or stromal based on the EpCAM and CD49f expression, and regions drawn. Luminal cells were then further fractionated based on Sca1 and CD49b expression, with regions drawn to identify the three populations.

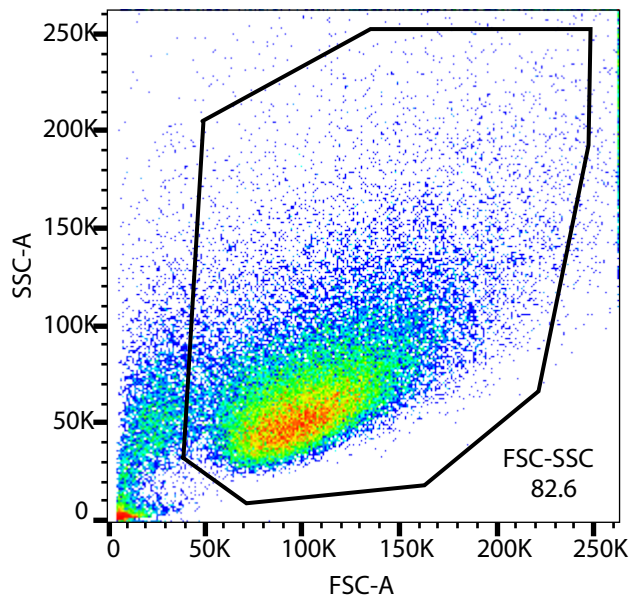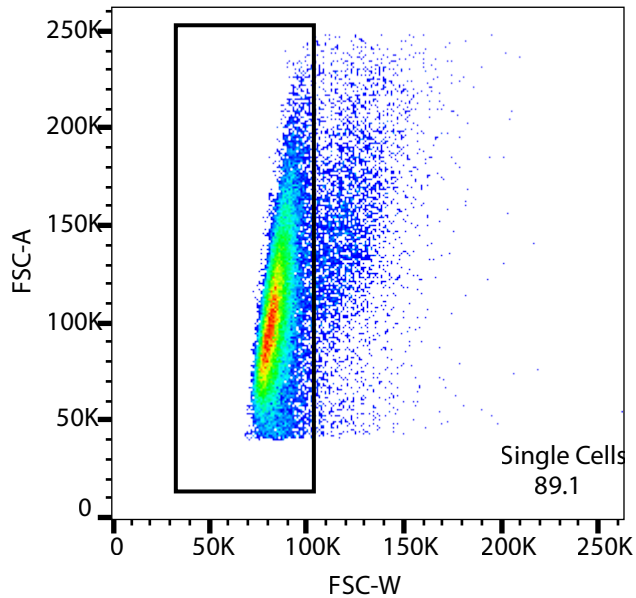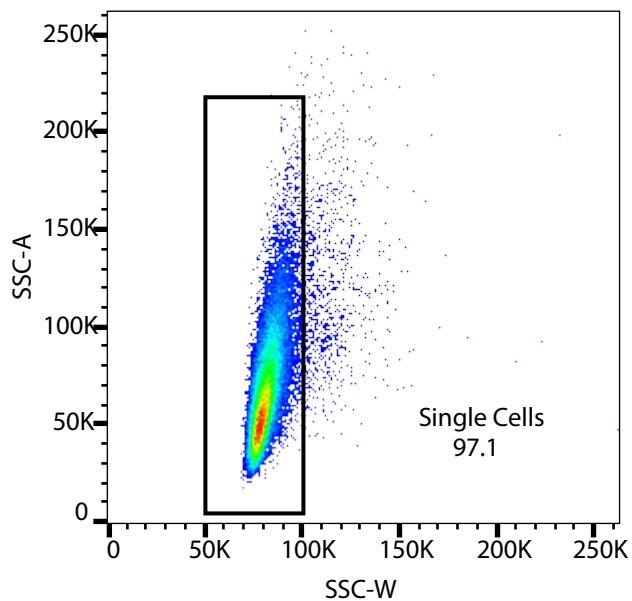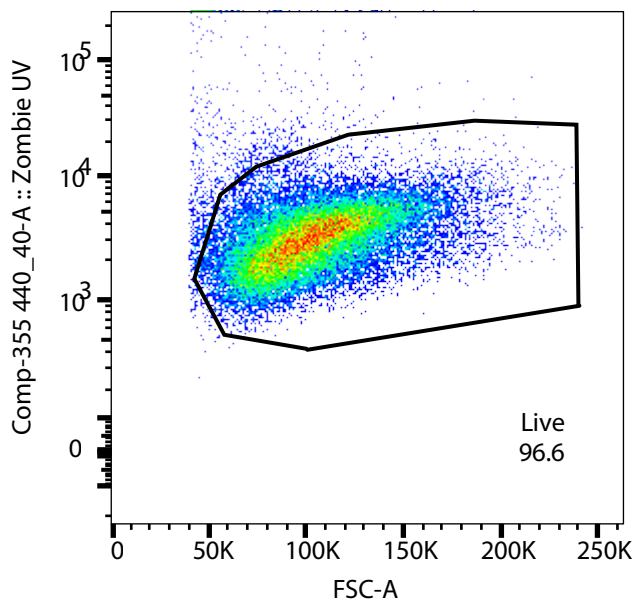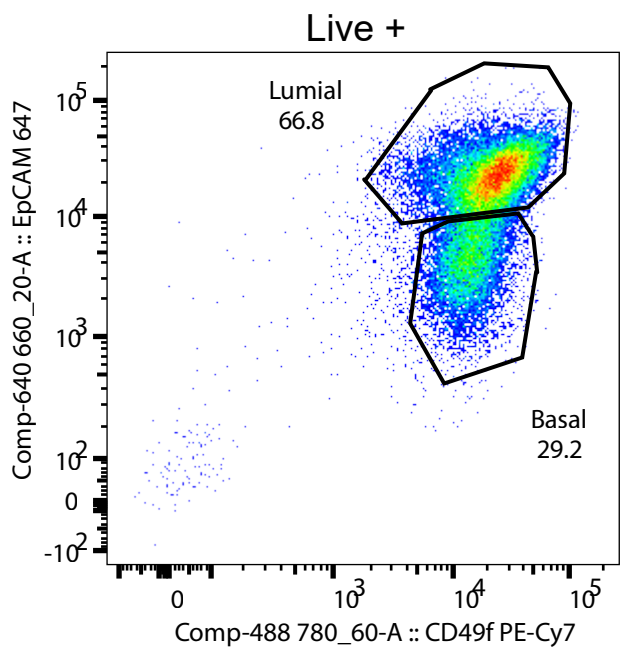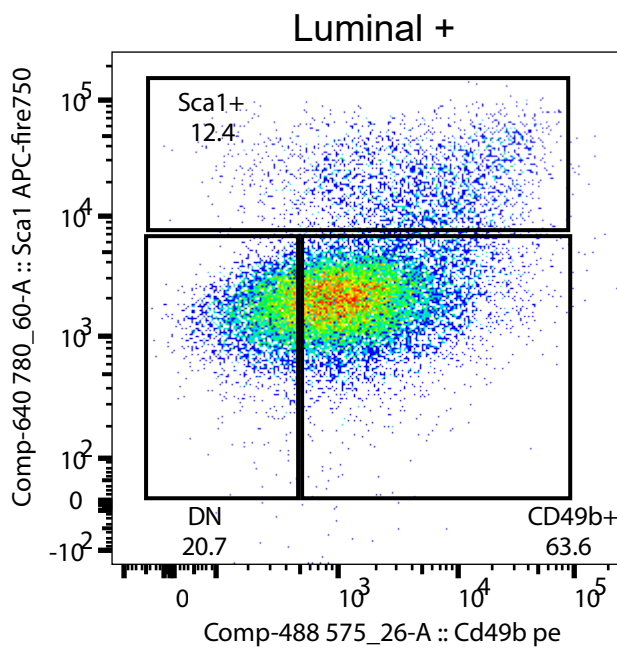

Supplementary Figure 14. **Gating strategy for flow cytometric analysis of mammary organoid cultures.** Cells were gated on FSC and SSC scatter to remove debris. Then FSC-W/A and SSC-W/A were selected respectively to obtain single cells. Zombie UV-positive cells were excluded. Live positive cells were then identified to be luminal or basal based on the EpCAM and CD49f expression, and regions drawn. Luminal positive cells were then further fractionated based on Sca1 and CD49b expression, with regions drawn to identify the three populations.

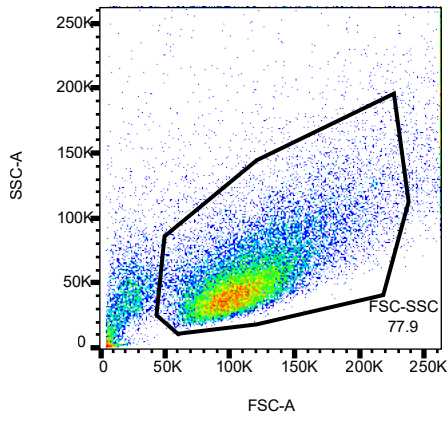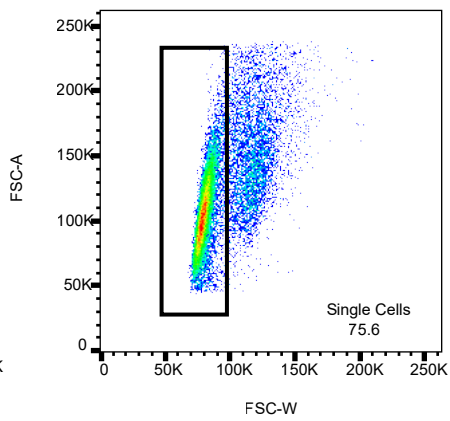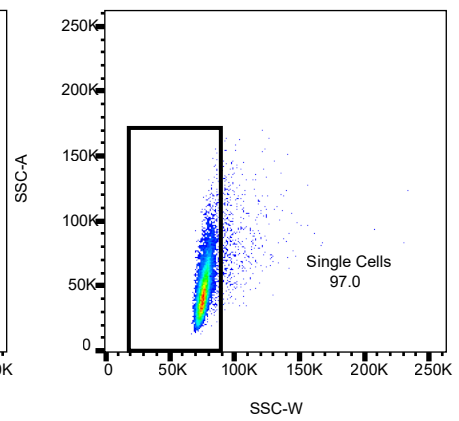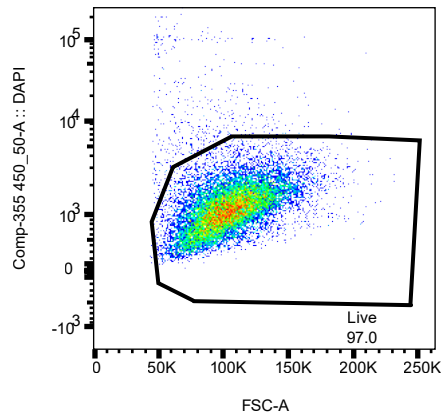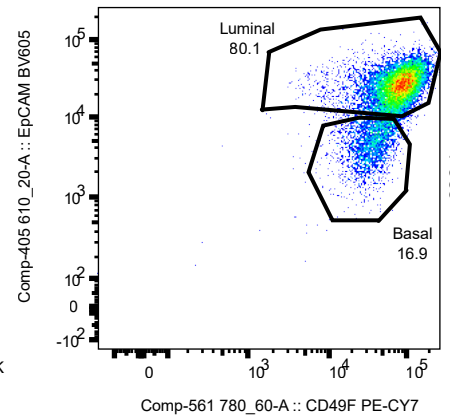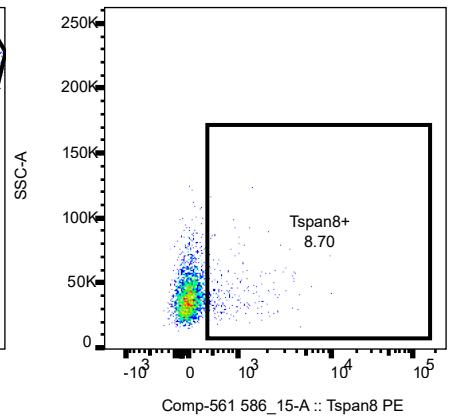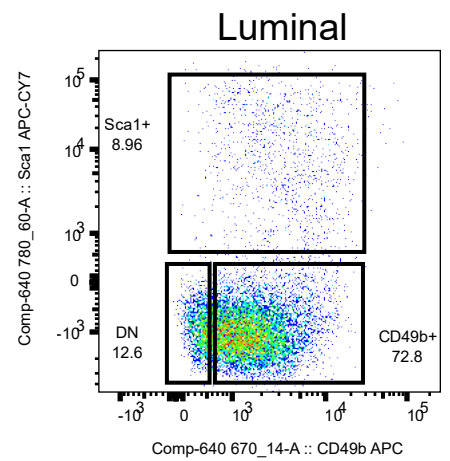

## Luminal+

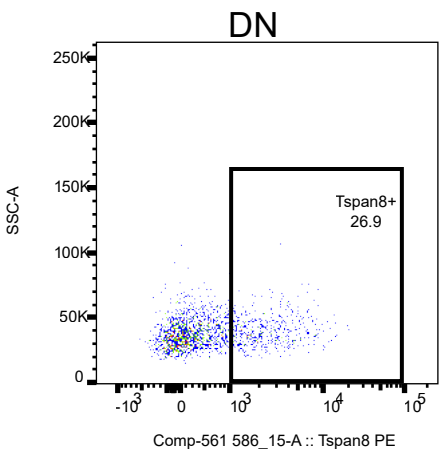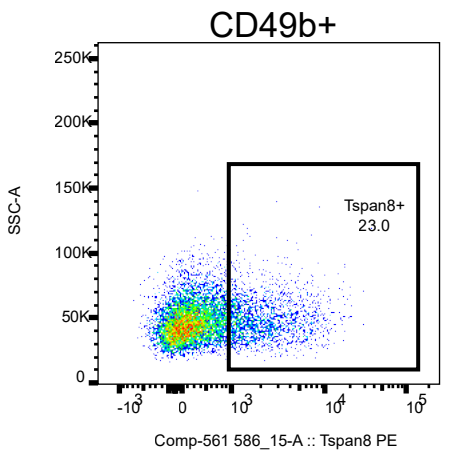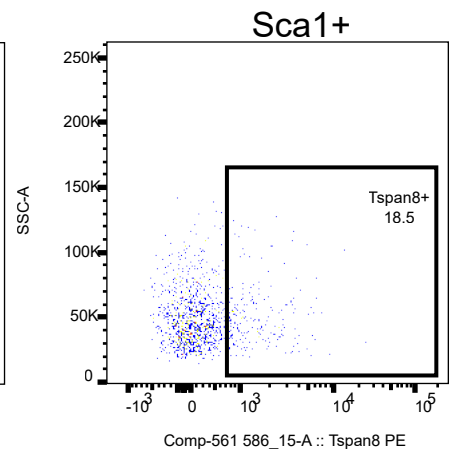

Supplementary Figure 15. **Gating strategy for Tspan8 flow cytometric analysis of mammary organoid cultures.** Cells were gated on FSC and SSC scatter to remove debris. Then FSC-W/A and SSC-W/A were selected respectively to obtain single cells. Zombie UV-positive cells were excluded. Live positive cells were then identified to be luminal or basal based on the EpCAM and CD49f expression, and regions drawn. Luminal positive cells were then further fractionated based on Sca1 and CD49b expression, with regions drawn to identify the three populations. Tspan8 positive cells were then gated for each epithelial subpopulation.

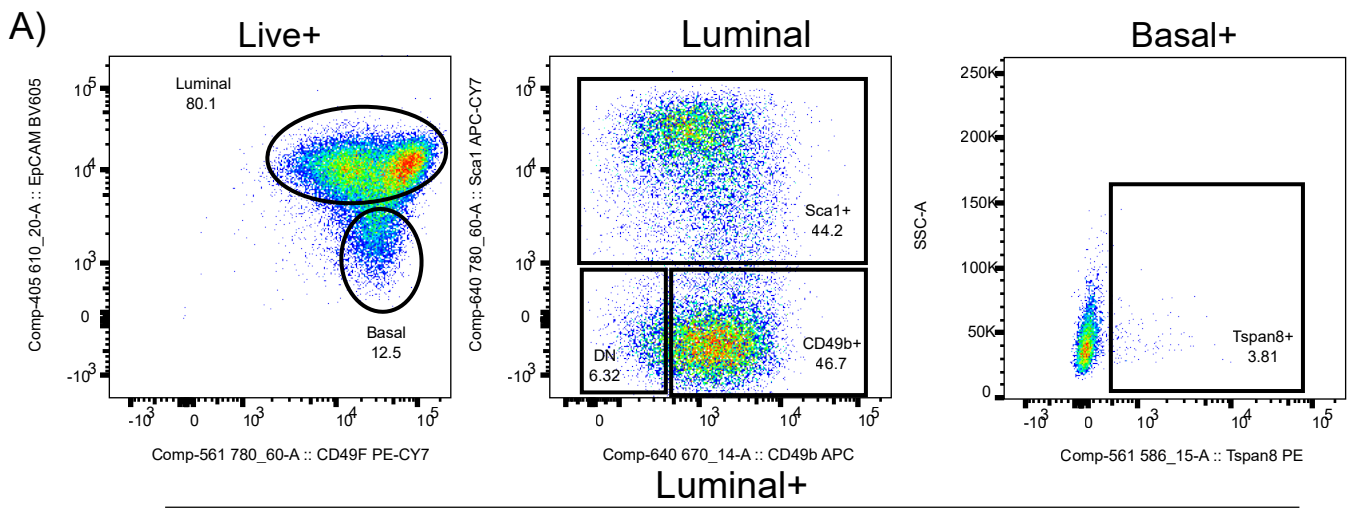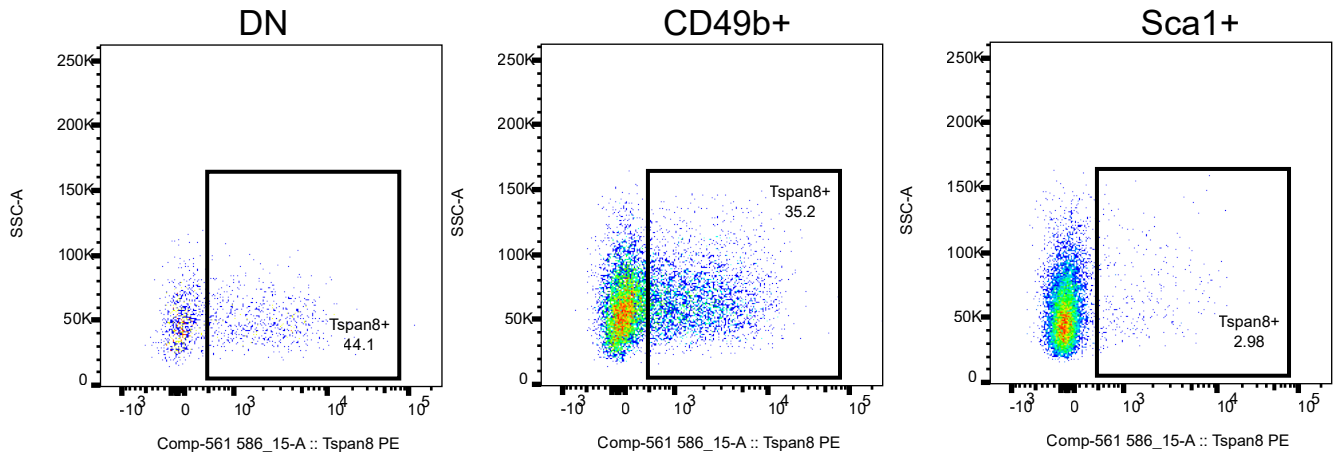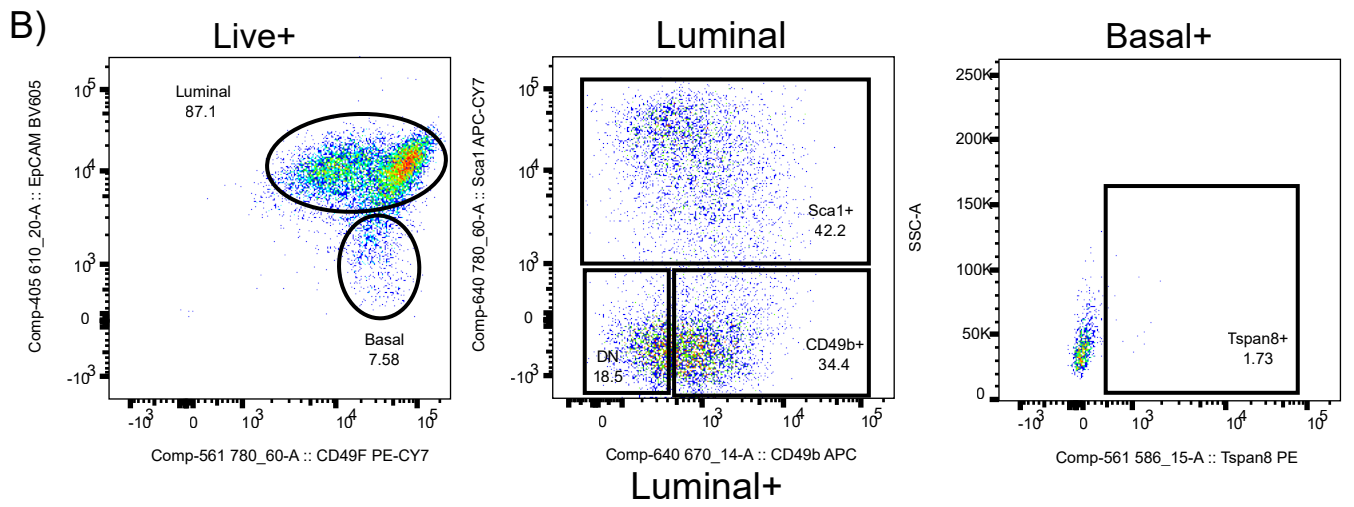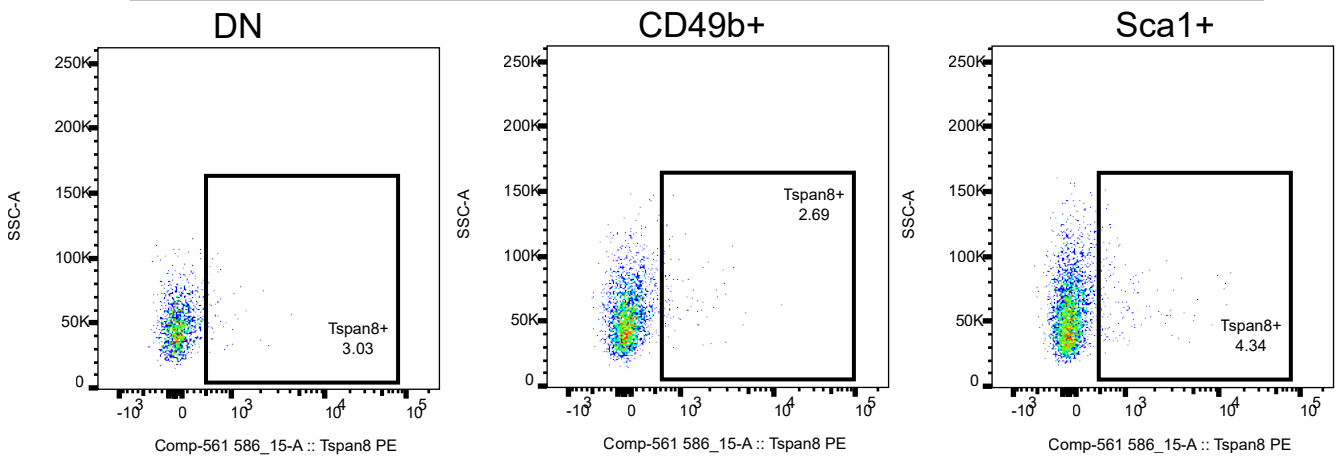

Supplementary Figure 16. **Gating strategy for Tspan8 CRISPR.** Live positive cells were identified to be luminal or basal based on the EpCAM and CD49f expression, and regions drawn. Luminal positive cells were then further fractionated based on Sca1 and CD49b expression, with regions drawn to identify the three populations. Tspan8 positive cells were then gated for each epithelial subpopulation. Representative mammary epithelial sample depicting the gating strategy for A) untargeted and B) Tspan8 CRISPR edited cells.

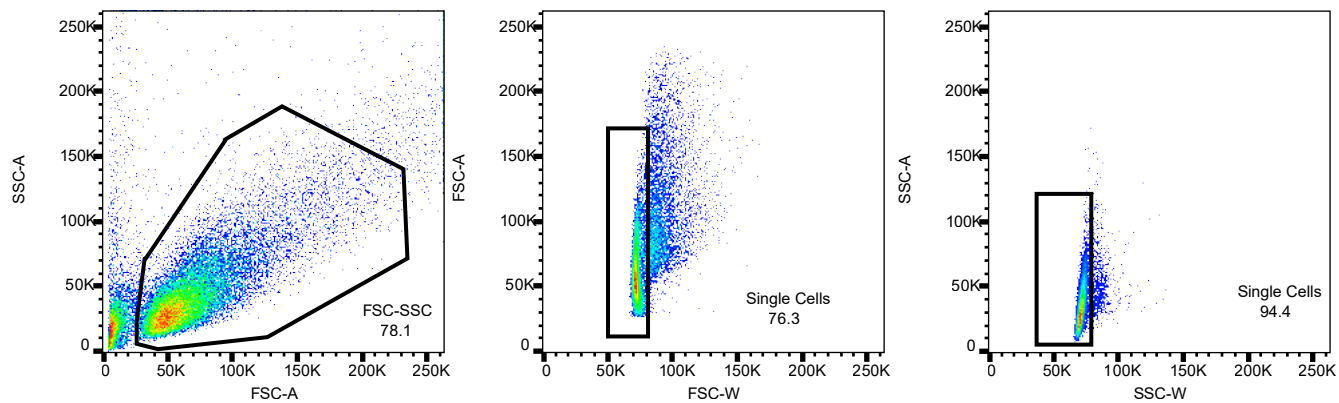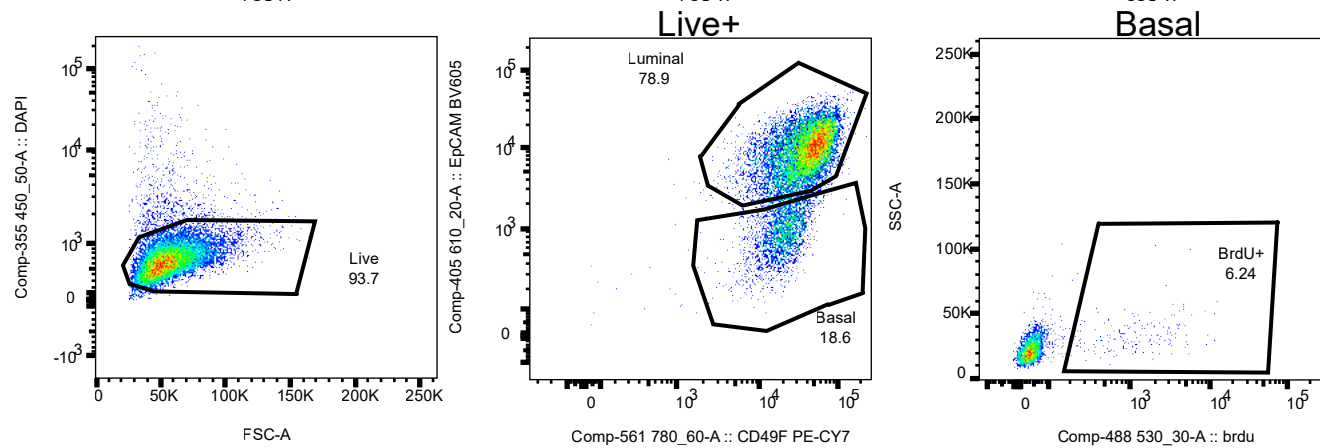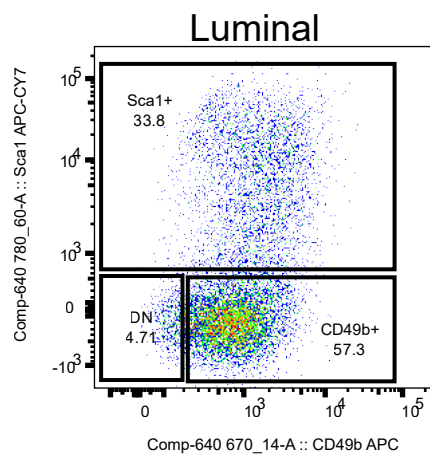

Luminal+

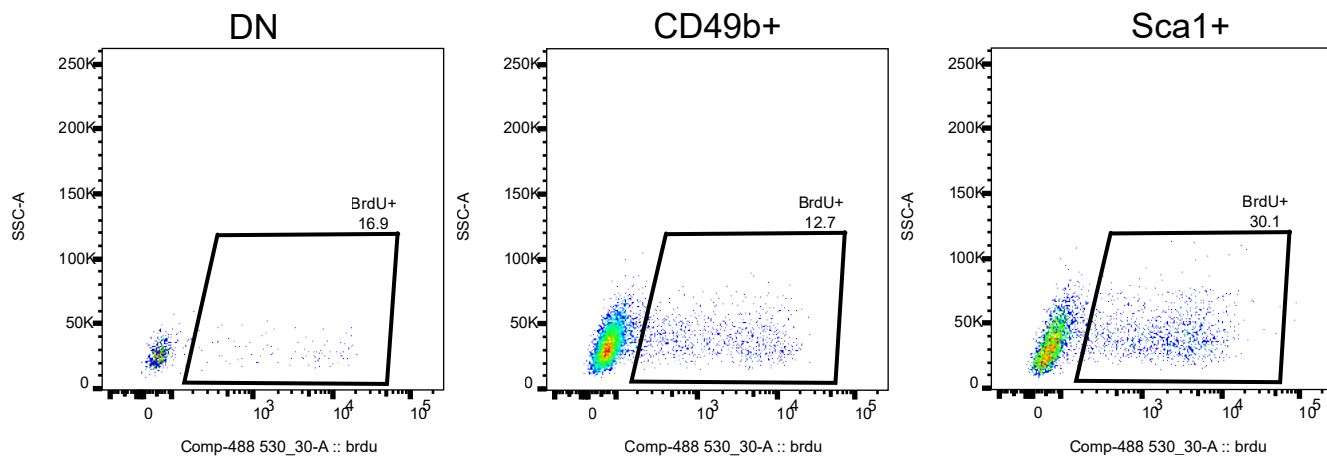

Supplementary Figure 17. **Gating strategy for BrdU flow cytometric analysis of mammary organoid cultures.** Cells were gated on FSC and SSC scatter to remove debris. Then FSC-W/A and SSC-W/A were selected respectively to obtain single cells. Zombie UV-positive cells were excluded. Live positive cells were then identified to be luminal or basal based on the EpCAM and CD49f expression, and regions drawn. Luminal positive cells were then further fractionated based on Sca1 and CD49b expression, with regions drawn to identify the three populations. BrdU positive cells were then gated for each epithelial subpopulation.

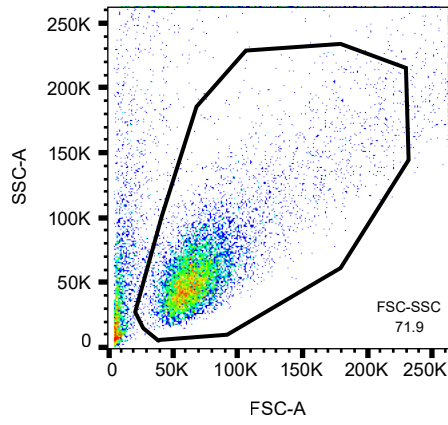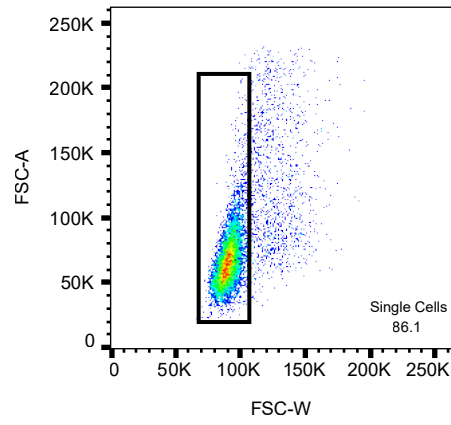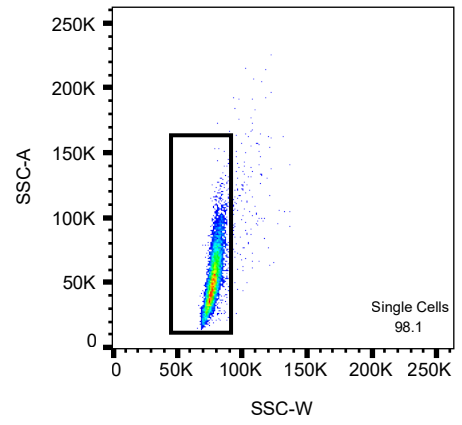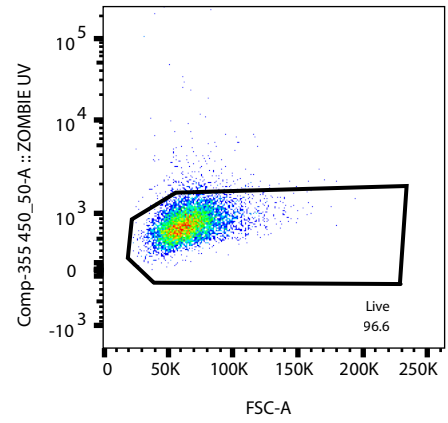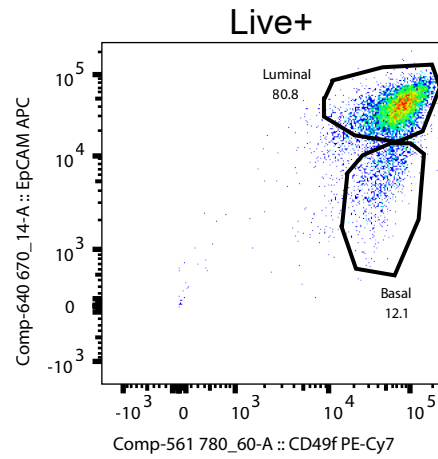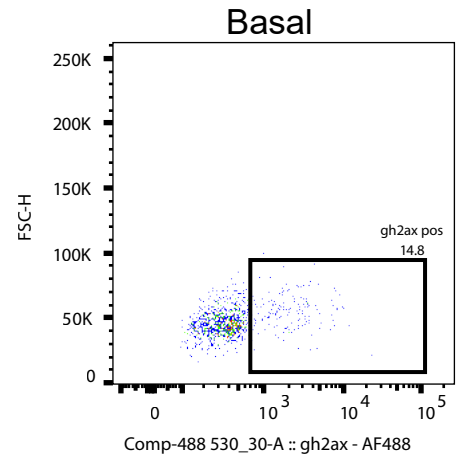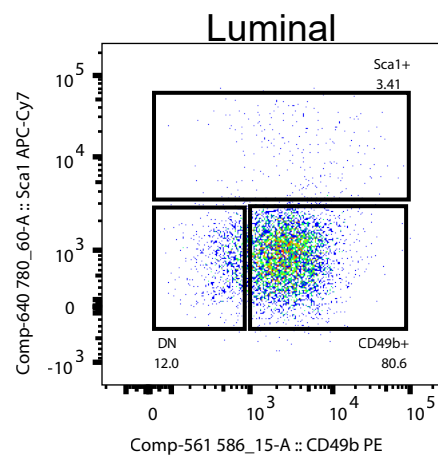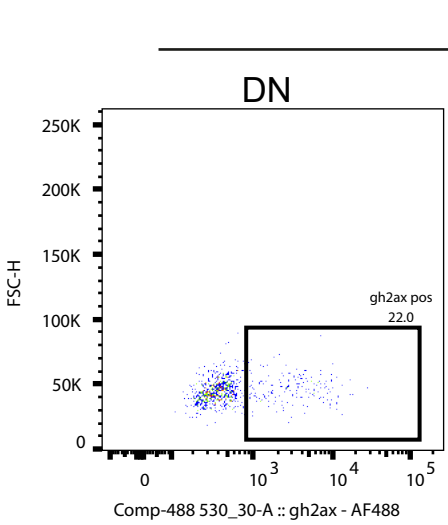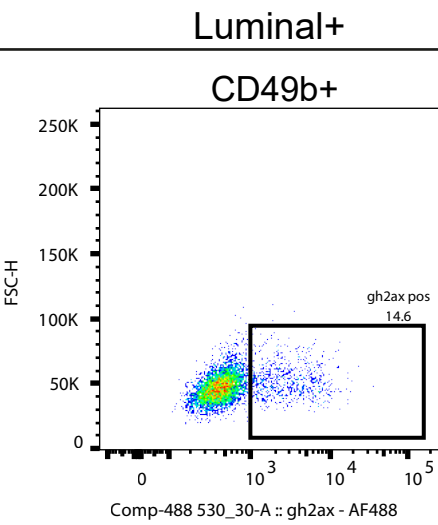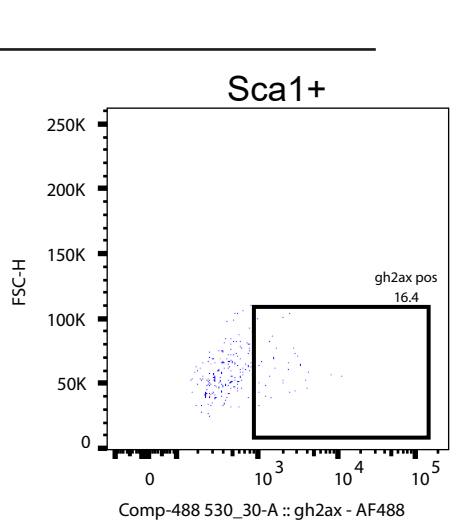

Supplementary Figure 18. **Gating strategy for  $\gamma$ H2AX flow cytometric analysis of mammary organoid cultures.** Cells were gated on FSC and SSC scatter to remove debris. Then FSC-W/A and SSC-W/A were selected respectively to obtain single cells. Zombie UV-positive cells were excluded. Live positive cells were then identified to be luminal or basal based on the EpCAM and CD49f expression, and regions drawn. Luminal positive cells were then further fractionated based on Sca1 and CD49b expression, with regions drawn to identify the three populations.  $\gamma$ H2AX positive cells were then gated for each epithelial subpopulation.

**Supplementary Table 1: Primary antibodies.**

| <b>Epitope</b>          | <b>Host</b> | <b>Dilution</b> | <b>Catalog number</b> | <b>Supplier</b> |
|-------------------------|-------------|-----------------|-----------------------|-----------------|
| <u>Tissue Sections:</u> |             |                 |                       |                 |
| Keratin 14              | Chicken     | 1/1000          | 906004                | BioLegend       |
| Progesterone Receptor   | Mouse       | 1/100           | 66300-1-IG            | Proteintech     |
| CD36                    | Rabbit      | 1/250           | 18836-1-AP            | Proteintech     |
| CD14                    | Mouse       | 1/100           | 60253-1-Ig            | Proteintech     |
| E-Cadherin              | Rabbit      | 1/500           | 20874-1-AP            | Proteintech     |
| <u>Wholemounds:</u>     |             |                 |                       |                 |
| Keratin 14              | Chicken     | 1/1000          | 906004                | BioLegend       |
| Progesterone Receptor   | Mouse       | 1/100           | 66300-1-IG            | Proteintech     |
| E-Cadherin              | Mouse       | 1/500           | 610181                | BD              |
| Vimentin                | Rabbit      | 1/1000          | ab92547               | Abcam           |

**Supplementary Table 2 Secondary antibodies.**

| <b>Host</b> | <b>Species Reactivity</b> | <b>Conjugation</b> | <b>Dilution</b> | <b>Catalog number</b> | <b>Supplier</b>        |
|-------------|---------------------------|--------------------|-----------------|-----------------------|------------------------|
| Goat        | Chicken                   | AF488              | 1/500           | 103-545-155           | Jackson ImmunoResearch |
| Goat        | Mouse                     | AF647              | 1/500           | 115-545-166           | Jackson ImmunoResearch |
| Goat        | Rabbit                    | Cy3                | 1/500           | 111-165-003           | Jackson ImmunoResearch |

**Supplementary Table 3: Antibodies used for flow cytometry**

| <b>Epitope [clone]</b>                   | <b>Conjugation</b>   | <b>Dilution</b> | <b>Catalog number</b> | <b>Supplier</b>                 |
|------------------------------------------|----------------------|-----------------|-----------------------|---------------------------------|
| EpCAM [G8.8]                             | Brilliant Violet 605 | 1/400           | 118227                | BioLegend                       |
| CD49f [GoH3]                             | PE/Cy7               | 1/400           | 313622                | BioLegend                       |
| CD49b [HMa2]                             | APC                  | 1/100           | 103515                | BioLegend                       |
| Sca1 [D7]                                | APC/Fire750          | 1/1000          | 108145                | BioLegend                       |
| CD31 [390]                               | Biotin               | 1/500           | 13-0311-81            | Invitrogen                      |
| CD45 [30-F11]                            | Biotin               | 1/500           | 47-0451-80            | Invitrogen                      |
| Ter119 [TER119]                          | Biotin               | 1/500           | 116204                | BioLegend                       |
| Tspan8 [657909]                          | PE                   | 1/100           | FAB6524P              | R&D Systems                     |
| BrdU [3D4]                               | FITC                 | 1/100           | 364105                | BioLegend                       |
| Phospho-Histone H2A.X<br>(Ser139) [20E3] | FITC                 | 1/200           | 9719S                 | Cell Signalling<br>Technologies |

**Supplementary Table 4: Antibodies used for CyTOF mass cytometry**

| <b>Epitope [clone]</b> | <b>Metal</b> | <b>Dilution</b> | <b>Catalog number</b> | <b>Supplier</b> |
|------------------------|--------------|-----------------|-----------------------|-----------------|
| TER119 [Ly-76]         | 113In        | 1/100           | 116201                | Biolegend       |
| CD31 [MEC13.3]         | 115In        | 1/100           | 102502                | Biolegend       |
| PCAD [Polyclonal]      | 141Pr        | 1/100           | AF761                 | R&D Systems     |
| SSEA4 [MC-813-70]      | 142Nd        | 1/100           | 330402                | Biolegend       |
| Procr [eBio1560]       | 143Nd        | 1/100           | 16-2012-83            | EBioScience     |
| CD200 [OX-90]          | 144Nd        | 1/100           | 123802                | Biolegend       |
| Sca1 [E13-161.7]       | 145Nd        | 1/100           | 122502                | Biolegend       |
| EGFR [D1D4J]           | 146Nd        | 1/100           | 54359S                | Cell Signaling  |
| Kit [2B8]              | 147Sm        | 1/100           | 105802                | Biolegend       |
| CD49f [GoH3]           | 148Nd        | 1/100           | 313602                | Biolegend       |
| CD9 [MZ3]              | 149Sm        | 1/100           | 124802                | Biolegend       |
| CD44 [IM7]             | 150Nd        | 1/100           | 103002                | Biolegend       |
| CD61 [2C9.G2]          | 151Eu        | 1/100           | 104302                | Biolegend       |
| ALCAM [eBioALC48]      | 152Sm        | 1/100           | 14-1661-82            | EBioScience     |
| CD36 [HM36]            | 154Sm        | 1/100           | 102602                | Biolegend       |
| CD66a [Mab-CC1]        | 153Eu        | 1/100           | 134506                | Biolegend       |
| ECAD [Polyclonal]      | 155Gd        | 1/100           | AF748                 | R&D Systems     |
| Tspan8 [657909]        | 156Gd        | 1/100           | MAB6524               | R&D Systems     |
| CD24 [M1/69]           | 158Gd        | 1/100           | 11-0242-85            | EBioScience     |
| CD49b [HMA1pha2]       | 159Tb        | 1/100           | 103501                | Biolegend       |
| Ly6D [49-H4]           | 160Gd        | 1/100           | 557360                | BD Bioscience   |
| CD51 [RMV-7]           | 161Dy        | 1/100           | 104102                | Biolegend       |
| MCAM [ME-9F1]          | 162Dy        | 1/100           | 134702                | Biolegend       |
| SSEA1 [MC-480]         | 163Dy        | 1/100           | 125602                | Biolegend       |
| PDGFRB [APB5]          | 164Dy        | 1/100           | 14-1402-82            | EBioScience     |
| CD59a [mCD59.3]        | 165Ho        | 1/100           | 143104                | Biolegend       |
| CD104 [346-11A]        | 166Er        | 1/100           | 123602                | Biolegend       |
| CD54 [YN1/1.7.4]       | 167Er        | 1/100           | 116102                | Biolegend       |
| CD47 [miap301]         | 168Er        | 1/100           | 127502                | Biolegend       |
| CD90 [G7]              | 169Tm        | 1/100           | 105202                | Biolegend       |

|                       |       |       |            |             |
|-----------------------|-------|-------|------------|-------------|
| CD73 [TY/11.8]        | 170Er | 1/100 | 127202     | Biolegend   |
| CD133 [315-2C11]      | 171Yb | 1/100 | 141202     | Biolegend   |
| CD14 [M14-23]         | 172Yb | 1/100 | 150102     | Biolegend   |
| CD29 [HMb1-1]         | 173Yb | 1/100 | 14-0291-85 | EBioScience |
| EpCAM [G8.8]          | 174Yb | 1/100 | 14-5791-85 | EBioScience |
| CD98 [RL388]          | 175Lu | 1/100 | 128202     | Biolegend   |
| Podoplanin [8.1.1]    | 176Yb | 1/100 | 127402     | Biolegend   |
| I-A/I-E [M5/114.15.2] | 209Bi | 1/100 | 3209006B   | Fluidigm    |
| CD45 [30-F11]         | 89Y   | 1/100 | 3089005B   | Fluidigm    |

---

# Supplementary material for: A transcriptional response to replication stress selectively expands a subset of Brca2-mutant mammary epithelial cells
**Source:** Nat Commun. 2023 Aug 25;14:5206. doi: 10.1038/s41467-023-40956-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes between Passage 4 HU-treated Brca2mut/WT cells and wildtype control, HU-treated wildtype and Brca2mut/WT control cells.

File Name: Supplementary Data 2

Description: Gene ontology GO and MSigDB terms for top differentially expressed genes DEGs upregulated in Brca2mut/WT HU treated cells compared to wildtype (control and HU treated) and Brca2mut/WT control.

File Name: Supplementary Data 3

Description: Gene ontology GO terms for top differentially expressed genes DEGs upregulated in WT cells.

# Supplementary material for: A transcriptional response to replication stress selectively expands a subset of Brca2-mutant mammary epithelial cells
**Source:** Nat Commun. 2023 Aug 25;14:5206. doi: 10.1038/s41467-023-40956-w
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Axio Lab A1 microscope, Canon EOS 1000D camera with AxioVision software (Carl Zeiss), Zeiss 880 confocal with Zeiss Z1.imager – software Zen2 6.1.7601 were used for image collection. Included in methods section.</p> <p>Operetta CLS inverted high-content imaging system Detection: PerkinElmer Operetta CLS built-in camera (Andor Zyla 5.5). Acquisition software: PerkinElmer Harmony 4.9</p> <p>FACS Fortessa (BD Biosciences) – BD FACS Diva v8 software</p> <p>Novaseq 6000 S2 (Illumina) and Cell Ranger pipeline 6.0.2 (10x Genomics) were used for single-cell sequencing data collection.</p>                                                                                                                                                                                    |
| Data analysis   | <p>The single cell RNA sequencing bioinformatics analyses were conducted using open-source software, including Seurat version V4.0, R version 4.1.3. Data code is available from github (<a href="https://github.com/ms2140/Brca2_mammary">https://github.com/ms2140/Brca2_mammary</a>; <a href="https://zenodo.org/badge/latestdoi/542765593">https://zenodo.org/badge/latestdoi/542765593</a>). Flow cytometry data was analysed using FLOWJo_V10 software (FLOWJo LLC, Ashland, U.S.). Wholemount immunofluorescent images were analysed with ImageJ version 1.53q. Data representation and analyses was conducted with Graphpad PRISM 9. Heat maps for CyTOF data were generated in R version 3.5.1. The X-shift algorithm in the Vortex software package was used to analyse CyTOF data.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single-cell RNA-seq data generated in this study have been deposited in NCBI GEO and can be accessed using the GSE214539 accession number. The CyTOF data generated in this study have been deposited in Mendeley Data (DOI:10.17632/3nm9wnbndc.1). GO terms libraries from Enrichr (<https://maayanlab.cloud/Enrichr/#libraries>) including GO\_Biological\_Process\_2021; MSigDB\_Hallmark\_2020 and KEGG\_2019\_Mouse were used for the analysis. BRCA2 mutation status were collated from cBioPortal (<https://www.cbioportal.org/>) querying TCGA-BRCA datasets. Hallmark geneset was used from Molecular Signature Database (<https://www.gsea-msigdb.org/gsea/msigdb>). All other relevant data are provided within the articles and supplementary information files and source data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample size in the mouse organoid studies were based on preliminary experimentation and previous published mammary organoid results. We designed our experiment to achieve a minimum n=3, but mostly n=5 (or greater) mice per genotype to generate the organoids which would then be used per condition. This enabled us to quantify the data and report biologically significant experiments with reproducible results. |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | All experiments (organoids, single cell RAN-sequencing, CRISPR etc) were performed using at least three biological independent samples, except if otherwise stated. The exact number of biological replicates for each experiment are indicated in the figure and figure legends.                                                                                                                                                                                                       |
| Randomization   | Female wildtype or Brca2mut/WT mice between the ages of 3 months and 8-11 months were randomly selected and mammary glands collected. For all experiments there were different conditions, organoids generated were randomly attributed to a condition.                                                                                                                                                                                                                                 |
| Blinding        | Mouse IDs were used for naming organoid cultures instead of the genotypes. The experimenter was blinded to the genotype during data collection and analysis. For the different treatment conditions, the experiments were not blinded during data collection or analysis.                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

The following primary, secondary and conjugated antibodies are included in Supplemental Data File and referred in methods sections. Chicken polyclonal anti-Keratin 14 (#906004, BioLegend, 1:1000), Mouse monoclonal anti-Progesterone Receptor (#66300-1-IG, Proteintech, 1:100), Rabbit polyclonal anti-CD36 (#18836-1-AP, Proteintech, 1:250), Mouse monoclonal anti-CD14 (#66253-1-IG, Proteintech, 1:100), Rabbit polyclonal anti-E-Cadherin (#20874-1-AP, Proteintech, 1:500), Mouse monoclonal anti-E-Cadherin (#610181, BD, 1:500), Rabbit polyclonal anti-Vimentin (#ab92547, Abcam, 1:1000), EpCAM-Brilliant Violet 605 (#118227, BioLegend, 1:400), CD49f-PE/Cy7 (#313622, BioLegend, 1:400), CD49b-APC (#103515, BioLegend, 1:100), Sca1- APC/Fire750 (#108145, BioLegend, 1:1000), CD31-Biotin (#13-0311-81, Invitrogen, 1:500), CD45-Biotin (#47-0451-80, Invitrogen, 1:500), Ter119-Biotin, (#116204, BioLegend, 1:500), Tspan8-PE (#FAB6524P, R&D Systems, 1:100), BrdU-FITC (#364105, BioLegend, 1:100), Phospho-Histone H2A.X (Ser139)-FITC (#9719S, Cell Signalling Technologies, 1:200), TER119-113In (#116201, BioLegend, 1:100), CD31-115In (#102502, BioLegend, 1:100), PCAD-141Pr (#AF761, R&D Systems, 1:100), SSEA4-142Nd (#330402, BioLegend, 1:100), Procr-143Nd (#16-2012-83, EBioScience, 1:100), CD200-144Nd (#123802, BioLegend, 1:100), Sca1-145Nd (#122502, BioLegend, 1:100), EGFR146Nd (#54359S, Cell Signaling, 1:100), Kit-147Sm (#105802, BioLegend, 1:100), CD49f-148Nd (#313602, BioLegend, 1:100), CD9-149Sm (#124802, BioLegend, 1:100), CD44-150Nd (#103002, BioLegend, 1:100), CD61-151Eu (#104302, BioLegend, 1:100), ALCAM-152Sm (#14-1661-82, EBioScience, 1:100), CD36-154Sm (#102602, BioLegend, 1:100), CD66a-153Eu (#134506, BioLegend, 1:100), ECAD-155Gd (#AF748, R&D Systems, 1:100), Tspan8-156Gd (#MAB6524, R&D Systems, 1:100), CD24-158Gd (#11-0242-85, EBioScience, 1:100), CD49b-159Tb (#103501, BioLegend, 1:100), Ly6D-160Gd (#557360, BD Bioscience, 1:100), CD51-151Dy (#104102, BioLegend, 1:100), MCAM-162Dy (#134702, BioLegend, 1:100), SSEA1-163Dy (#125602, BioLegend, 1:100), PDGFRB-164Dy (#14-1402-82, EBioScience, 1:100), CD59a-165Ho (#143104, BioLegend, 1:100), CD104-166Er (#123602, BioLegend, 1:100), CD54-167Er (#116102, BioLegend, 1:100), CD47-168Er (#127502, BioLegend, 1:100), CD90-169Tm (#105202, BioLegend, 1:100), CD73-170Er (#127202, BioLegend, 1:100), CD133-171Yb (#141202, BioLegend, 1:100), CD14-172Yb (#150102, BioLegend, 1:100), CD29-173Yb (#14-0291-85, EBioScience, 1:100), EpCAM-174Yb (#14-5791-85, EBioScience, 1:100), CD98-175Lu (#128202, BioLegend, 1:100), Podoplanin-176Yb (#127402, BioLegend, 1:100), I-A/I-E-209Bi (#3209006B, Fluidigm, 1:100), CD4589Y (#3089005B, Fluidigm, 1:100), Goat anti-Chicken AF488 (#103-545-155, Jackson ImmunoResearch, 1:500), Goat anti-Mouse AF647 (#115-545-166, Jackson ImmunoResearch, 1:500), Goat anti-Rabbit Cy3 (#111-165-003, Jackson ImmunoResearch, 1:500).

## Validation

All antibodies for immunofluorescence, flow cytometry and mass cytometry are from commercial sources and vendor confirmed species reactivity. Chicken polyclonal anti-Keratin 14 (Alexa Fluor 488) (#906004, BioLegend) was validated by confirming tissue staining in basal mammary epithelial cells in tissue samples, but absence of staining in appropriate luminal and stromal cells by immunofluorescence. Mouse monoclonal anti-Progesterone Receptor (Alexa Fluor 647) (#66300-1-IG, Proteintech) is noted on the manufacturer's website to be validated for assays including immunohistochemistry and immunofluorescence. Validated by confirming nuclear immunostaining in luminal mammary epithelial cells. Rabbit polyclonal anti-CD36 (Cy3) (#18836-1-AP, Proteintech) is noted on the manufacturer's website to be validated for assays including immunohistochemistry. Validated by confirming cell membrane immunostaining in mammary epithelial cells. Mouse monoclonal anti-CD14 (Alexa Fluor 647) (#66253-1-IG, Proteintech) is noted on the manufacturer's website to be validated for assays including immunohistochemistry and immunofluorescence and tested in mouse. Validated by confirming cell membrane immunostaining in basal mammary epithelial cells. Rabbit polyclonal anti-E-Cadherin (Cy3) (#20874-1-AP, Proteintech) is noted on the manufacturer's website to be validated for assays including immunohistochemistry and immunofluorescence and tested in mouse. Validated by confirming cell membrane immunostaining in mammary epithelial cells. Mouse monoclonal anti-E-Cadherin (Alexa Fluor 647) (#610181, BD) is noted on the manufacturer's website to be validated for assays including immunohistochemistry and immunofluorescence and tested in mouse. Validated by confirming cell membrane immunostaining in mammary epithelial cells. Rabbit polyclonal anti-Vimentin (Cy3) (#ab92547, Abcam) is noted on the manufacturer's website to be validated for assays including immunohistochemistry and immunofluorescence and tested in mouse. Validated by confirming cell membrane immunostaining in basal mammary epithelial cells. EpCAM-Brilliant Violet 605 (#118227, BioLegend) is noted on the manufacturer's website to be quality tested for flow cytometry. This antibody was further validated for flow cytometry by inspection of biaxial plots for expected staining patterns of mammary epithelial cells. CD49f-PE/Cy7 (#313622, BioLegend) is noted to be quality tested for flow cytometry on the manufacturer's website. This antibody was validated for flow cytometry by inspection of biaxial plots for expected staining patterns of mammary epithelial cells. CD49b-APC (#103515, BioLegend) is noted on the manufacturer's website to be verified and quality tested for flow cytometry in mouse cells. This antibody was validated for flow cytometry by inspection of biaxial plots for expected staining patterns of luminal mammary epithelial cells. Sca1-APC/Fire750 (#108145, BioLegend) is noted on the manufacturer's website to be verified and quality tested for flow cytometry in mouse cells. This antibody was validated for flow cytometry by inspection of biaxial plots for expected staining patterns of luminal mammary epithelial cells. CD31-Biotin (#13-0311-81, Invitrogen) is noted on the manufacturer's website to be verified and quality tested for flow cytometry in mouse cells. This antibody was validated for flow cytometry by inspection of biaxial plots for expected staining patterns of mammary haemopoietic/endothelial cells. CD45-Biotin (#47-0451-80, Invitrogen) is noted on the manufacturer's website to be verified and quality tested for flow cytometry in mouse cells. This antibody was validated for flow cytometry by inspection of biaxial plots for expected staining patterns of mammary haemopoietic/endothelial cells. Ter119-Biotin, (#116204, BioLegend) is noted on the manufacturer's website to be verified and quality tested for flow cytometry in mouse cells. This antibody was validated for flow cytometry by inspection of biaxial plots for expected staining patterns of mammary haemopoietic/endothelial cells.

cells. Tspan8-PE (#FAB6524P, R&D Systems) is noted on the manufacturer's website to be verified and quality tested for flow cytometry in mouse cells. This antibody was validated for flow cytometry by inspection of biaxial plots for expected staining patterns of mammary basal and luminal epithelial cells. BrdU-FITC (#364105, BioLegend) is noted on the manufacturer's website to be verified and quality tested for intracellular flow cytometry. This antibody was validated for intracellular flow cytometry by inspection of biaxial plots on mammary epithelial cells. Phospho-Histone H2A.X (Ser139)-FITC (#9719S, Cell Signalling Technologies) is noted on the manufacturer's website to be verified and quality tested for intracellular flow cytometry. This antibody was validated for intracellular flow cytometry by inspection of biaxial plots on mammary epithelial cells. For all CyTOF experiments, all the following antibodies was validated by performing flow cytometry on mouse mammary cells and by performing mass cytometry on mammary cells by inspection of biaxial plots: TER119 (#116201, Biolegend), CD31 (#102502, Biolegend), PCAD (#AF761, R&D Systems), SSEA4 (#330402, Biolegend), Procr (#16-2012-83, EBioScience), CD200 (#123802, Biolegend), Sca1 (#122502, Biolegend), EGFR (#54359S, Cell Signaling), Kit (#105802, Biolegend), CD49f (#313602, Biolegend), CD9 (#124802, Biolegend), CD44 (#103002, Biolegend), CD61 (#104302, Biolegend), ALCAM (#14-1661-82, EBioScience), CD36 (#102602, Biolegend), CD66a (#134506, Biolegend), ECAD (#AF748, R&D Systems), Tspan8 (#MAB6524, R&D Systems), CD24 (#11-0242-85, EBioScience), CD49b (#103501, Biolegend), Ly6D (#557360, BD Bioscience), CD51 (#104102, Biolegend), MCAM (#134702, Biolegend), SSEA1 (#125602, Biolegend), PDGFRB (#14-1402-82, EBioScience), CD59a (#143104, Biolegend), CD104 (#123602, Biolegend), CD54 (#116102, Biolegend), CD47 (#127502, Biolegend), CD90 (#105202, Biolegend), CD73 (#127202, Biolegend), CD133 (#141202, Biolegend), CD14 (#150102, Biolegend), CD29 (#14-0291-85, EBioScience), EpCAM (#14-5791-85, EBioScience), CD98 (#128202, Biolegend), Podoplanin (#127402, Biolegend), I-A/I-E (#3209006B, Fluidigm) and on the manufacturer's website is noted to be quality control tested by CyTOF analysis, CD45 (#3089005B, Fluidigm) and on the manufacturer's website is noted to be quality control tested by CyTOF analysis.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                            |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Laboratory animals: Mus musculus. Brca2 Tr/WT19 and littermate Brca2 WT/WT strains between 3-10 months old. Female mice were used for this study. Animals were housed in HMS animal facility, in temperatures between 20-24°C, 40-70% humidity and a 12h light/dark cycle. |
| Wild animals            | This study did not involve wild animals                                                                                                                                                                                                                                    |
| Reporting on sex        | This study investigates a gender specific organ, the mammary gland. As such this study only uses female mice.                                                                                                                                                              |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                               |
| Ethics oversight        | All mice were treated in strict accordance with the local ethical committee (University of Cambridge License Review Committee) and the UK Home Office guidelines.                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Mammary epithelial cells were collected from third and fourth mammary glands of virgin mice. Briefly, lymph nodes were removed, and glands minced with surgical scissors before enzymatical dissociation for 1.5h in DMEM/F12 (1:1) supplemented with 2 mg mL <sup>-1</sup> collagenase (Roche) + Gentamicin (Gibco). Samples were briefly vortexed every 30min. Mammary gland fragments were treated with NH <sub>4</sub> Cl to lyse red blood cells, then dissected to single cells with 0.05% Trypsin-EDTA (STEMCELL Technologies) and 5 mg mL <sup>-1</sup> dispase (STEMCELL Technologies) and 1 mg mL <sup>-1</sup> DNase (Sigma) and filtered through a 40 µm cell strainer (Falcon). Mammary organoids were mechanical dissociated in TrypLE for 10-15 minutes at 37°C to generate a single cell suspension. |
| Instrument                | FACS Fortessa (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                  | BD FACS Diva v8 software. Data was analysed using FLOWJO_V10 software (FLOWJO LLC, Ashland, U.S.).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Cell population abundance | Abundance (percentage) is indicated for the relevant populations on flow cytometry plots.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Gating strategy           | For primary mammary glands: Cells were first identified using FSC/SSC, then singlets were identified using FSC-W/FSC-A and then SSA-W/SSA-A. Live cells were identified using FSC/DAPI and endothelial cells were excluded using FSC/Lin (Ter119,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

CD31, CD45). Luminal and Basal mammary epithelial cells were identified using EPCAM and CD49f. The luminal population was further fractionated into subpopulations using Sca1 and CD49b. This gating strategy has been utilised previously (Shehata et al. Breast Cancer Res 14, R134, 2012).

For organoids: Cells were first identified using FSC/SSC, then singlets were identified using SSA-W/SSA-A and then FSC-W/FSC-A. Live cells were identified using DAPI/FSC or Zombie-UV/FSC. Luminal and Basal mammary epithelial cells were identified using EPCAM and CD49f. The luminal population was further fractionated into subpopulations using Sca1 and CD49b, and Tspan8. Proliferating cells in the different subpopulations were identified using BrdU and DNA damaged cells was identified using Phospho-Histone H2A.X.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

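Mouse mammary organoids were measured by droplet single-cell RNA sequencing in 4 libraries, 1 for each combination of genotype (wild type or Brca2 mut/WT) and treatment (control or HU). The passage of a library is not stated, and claims restricted to passage 0 or passage 4 were therefore left without values at the claim. The authors used Cell Ranger to align reads to the mouse genome and count unique molecular identifiers (UMIs) per gene and cell. The deposited values are counts, whole numbers without normalization, for the annotated genes and 4 antibody tags. The methods and the deposited tables name different versions of Cell Ranger, and the reference behind the tables was not settled. The tags were left out of all gene totals. No key to the tags was found in the labels or the paper, so the cells with 1 tag were used as unlabelled pools, and no mouse, replicate or passage was assigned to them.

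The libraries held 1062504699 gene UMIs and 90579280 tag UMIs in 33268 cells. The filter of the paper was applied, 1000 to 6000 detected genes and under 5% of UMIs on mitochondrial genes, which kept 17360 cells with 418167072 UMIs. No doublet caller was used, as in the paper. Cells with 2 or more tags, and Scrublet scores (scanpy 1.11.5, expected doublets 6%), were used in alternatives.

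Counts were normalized with SCTransform (sctransform 0.4.2, Seurat 5.3.0, R 4.3.3), integrated across the 4 libraries with canonical correlation analysis over 3000 features, and clustered over 30 principal components at a resolution of 0.8. The 153 genes named in the paper or held in the fixed gene lists were left out of the features. Clusters were named from markers fixed in advance, with at least 3 markers of a class needed and a marker taken as detected from 10 CPM. A cluster with a median depth under 0.333 of that of its libraries also needed a marker among its top 10 genes. The HR- luminal clusters were clustered again at a resolution of 0.5. Cell cycle phase was scored with Seurat from 43 S and 54 G2/M genes after thinning each cell to 5000 UMIs.

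For each class and library, counts were summed over cells and divided by the total of the class, and scaled to CPM. Sums have exact Poisson and shares exact Clopper-Pearson 95% intervals, which cover counting error only. With 1 library per condition no test between conditions was made. A gene was called higher in a library only where it was above all 3 others with separate intervals. Ratios are on the log2 scale with a pseudocount of 1 CPM for lists. A list's median log2 ratio was set beside 10000 random lists matched on expression. The lists were genes of Fig. 4B by class, Fig. 4F, Fig. 5D (7 genes) and Fig. 6A, an interferon-related DNA damage signature, interferon genes that the paper does not name, class I antigen presentation, p53 targets, hypoxia, dissociation stress and sex-specific genes. Genes were named by a rule fixed in advance. It takes the genes that the paper names for the single-cell data, not all of which are reported here, those of the lists, Brca2, and the 5 largest rises and 5 largest falls in Brca2 mut/WT HU among genes with at least 20 CPM in 1 library and the same sign against each of the 3 others.

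Alternatives covered the cell filter, integration, normalization, resolution, features, doublets and scaling, with edgeR 4.0.16 used for TMM scaling only. The calls were tested on simulated data for Brca2 mut/WT HU against the 3 other libraries, with sums as in HR- luminal cells. Of the simulated genes, 71 were raised and 79 lowered by at least 1.5-fold, and 100% of them were called in the right direction. Of 5037 unchanged genes, 377 were called with totals as the scale, because the changed genes altered the totals, and 2 with TMM scaling. When no gene was changed, 0 of 5237 were called. The simulated counts varied by counting error alone, without differences between cells, pools or libraries. They therefore give no rate of false calls for the deposited data. Of 100 unchanged lists, 5 lay outside the central 95% of random lists. Guides and primers were matched exactly to the transcripts of GENCODE M21 on GRCm38. Tables were made with Python 3.11.15 and drawn with matplotlib 3.10.9. The whole-genome sequencing, cytometry and imaging of the study were not analysed here. The scores of Fig. 4C were not computed, since the paper's text does not list the genes of the signatures.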

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

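Of the tests in this part, those with the highest Scrublet scores removed, with the pools weighted equally, on the cluster with the highest Tspan8, on the unnamed cells, on the scalings and library preparations behind the p53 targets, and all on genes with opposite shifts were chosen only after the result was seen. The antibody tag pools have no known condition, so no biological explanation was tested for differences between them. A pool was taken as far from the others when its gap to the nearest, divided by the range of the 4, was above Dixon's 95% critical value, which chance alone exceeds in about 1 of 20 groups. This was so in 7 of 44 groups, against 2.2 by chance, and the genes among them are not independent. The rule looks for 1 pool apart and cannot detect 2 pools that differ from the 2 others. Pools 1 and 3 did resemble each other in every library. The largest HR- luminal subcluster held 23.1% to 29.8% of their HR- luminal cells, against 0% to 7.62% in pools 2 and 4. What this division stands for is not known. The paper sampled an early and a late passage, and a division by passage is not excluded, since no key assigns a pool to a passage.

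In the Brca2 mut/WT HU library, pool 2 lay far above the 3 other pools for 5 of 7 genes of Fig. 5D in HR- luminal cells, with 948 CPM for Ifit3, 270.1 for Iigp1, 1179 for Irf7, 422 for Ifit1 and 196 for Oasl2. The median fold of the 7 genes over the other pools was 1.89. It was 1.95 with every cell thinned to 5000 UMIs, 1.78 with the 20 most abundant genes taken out of the totals and 1.89 with the cells of the highest Scrublet scores removed, which argues against depth, a few abundant genes and doublets. Outside the non-cycling cluster with the highest Tspan8, pool 2 had 44 cells, 35 of them cycling, and the fold was 0.947. After this was seen the cells were divided, and the fold was 1.21 over the 9 non-cycling cells and 1.45 over the cycling cells. The cells are few and differ from those of the other pools, so whether the larger share of that cluster in pool 2 accounts for the difference stays open, as does what distinguishes pool 2.

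In the Brca2 mut/WT control, pool 2 had 365 CPM of Tspan8 in HR- luminal cells, far from the other pools at 111, 70.8 and 65.7 CPM. Its fold over them, 4.43, was 4.26 with thinned cells and 4.64 with the highest Scrublet scores removed. Neither depth nor doublets accounts for it. Outside the cluster with the highest Tspan8 the fold was 3.04, over 90 cells of pool 2, and, divided in the same way afterwards, 2.17 over 31 non-cycling and 3.34 over 59 cycling cells. The fall was larger in the first than in the second, so how far the share of that cluster accounts for it stays open.

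Pool 4 of the Brca2 mut/WT HU library had an HR- luminal share of 37.5%, against 75.2% to 79.1% in the other pools. It was 41.3% with unnamed cells left out and 37.9% with the highest Scrublet scores removed, and the lowest of the 4 pools in 7 of 7 clusterings, which argues against unnamed cells, doublets and the clustering as the cause. The pool had 216 cells that passed the filter. HR+ luminal cells were 31.0% of them, against 1.16%, 0.50% and 0.89% in pools 1 to 3. Basal cells were 22.2%, against 18.9%, 2.01% and 23.3%. A cluster of the HR+ luminal class had the stromal gene Dcn among its leading genes. The HR- luminal share of pool 4 was also low in the other libraries, with 46.5% in the wild-type control, 56.4% in wild-type HU and 59.9% in the Brca2 mut/WT control. Pool 4 had the lowest share in both controls, while pool 2 was the lowest in wild-type HU at 48.9%. Whether a tag marks like samples in each library is not stated.

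With HU, 3 of 20 compared genes were called as moving in opposite directions in HR- luminal cells of the 2 genotypes, with 1 library per condition. Slc12a2 was not among the 3, although its ratio intervals also had opposite signs. Its log2 ratio was 0.038 (0.0085 to 0.069) in the wild type and -0.43 (-0.46 to -0.41) in Brca2 mut/WT, and it was not followed up. The difference between the genotypes was not tested. The log2 ratio of HU to control was -0.038 for Bst2 in Brca2 mut/WT and 0.15 in the wild type, 0.22 and -0.20 for Iigp1, and 0.15 and -1.04 for Pipox. Across 3 other scalings the Brca2 mut/WT value nearest 0 was -0.044 for Bst2, 0.20 for Iigp1 and 0.14 for Pipox, which argues against a few abundant genes. With the 4 pools weighted equally it was 0.11 for Bst2, so the make-up of the pools may account for its direction, and 0.24 for Iigp1 and 0.53 for Pipox, for which it does not. Outside the cluster with the highest Tspan8 it was -0.14 for Bst2, 0.021 for Iigp1 and 0.032 for Pipox. The smaller share of that cluster after HU would by itself have given -0.095, -0.056 and -0.31, so the share does not account for the rise of Iigp1 and Pipox. For Bst2 the share alone would give a fall, the direction seen, so it may contribute. The level outside the cluster cannot decide this, because the share of a cluster does not change it. Higher levels within the cluster may account for the rise of Iigp1 (151 and 290.3 CPM without and with HU) and Pipox (202 and 331 CPM). A difference in the response of the genotypes stays open as well.

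A list of 17 p53 target genes, which the paper does not discuss, was higher after HU in HR- luminal cells, with a median log2 ratio of 0.43 (percentile 100) in the wild type and 0.17 (percentile 100) in Brca2 mut/WT, over the 16 genes that could be used and among 10 comparisons of lists. In the wild type the lowest median over 3 other scalings was 0.37, and with pools weighted equally it was 0.42. It lay above the central 95% of random lists in 7 of 10 HR- luminal clusters in the wild type. In Brca2 mut/WT this was so in 6 of 10, and in none of the 3 cycling clusters, with medians of -0.048, -0.11 and 0.057. In basal cells of the wild type it was -0.10, which argues against a difference between library preparations that acts on every cell type. The 2 untreated libraries also differed, the Brca2 mut/WT control being at 0.21 (percentile 100) against the wild-type control, more than the shift with HU in Brca2 mut/WT. With pools weighted equally the untreated difference was 0.076 (percentile 93.8) and the shift with HU in Brca2 mut/WT 0.33 (percentile 100), so the former was then the smaller. With 1 library per condition, a difference between libraries that is not due to HU therefore stays open, beside a lasting p53 response of HR- luminal cells to HU, a hypothesis found and tested on the same 4 libraries. Whether the wild type and Brca2 mut/WT differ was not tested.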

How the results depend on the processing

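The settings and most alternatives were chosen before the data were examined. Chosen only after values were seen were the removal of cells with 2 or more tags or with the highest 6% of Scrublet scores, the division by cell cycle score, the parts of the HR- luminal cells, the pools left out and their equal weighting for the named genes and the gene lists. Across 35 settings, 944 values were recomputed, of which 682 stayed within their counting interval or, for counts, within 1.5 times or, for list medians, inside or on the same side of the central 95% of random lists. No paired analysis was possible, because each condition has 1 library and no key links the tags to mice. The planned removal of cells called doublets by Scrublet was not run, since its automatic threshold marked 0 cells in 3 libraries and 3 cells in the Brca2 mut/WT HU library. Values in series are in the order wild-type control, wild-type HU, Brca2 mut/WT control and Brca2 mut/WT HU. Unless a reason is given, the cause of a change was not tested.

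The number of cells that passed the filter was 27645 without an upper limit on genes and with under 10% mitochondrial UMIs, since that filter keeps cells that the other removes. The number of HR- luminal subclusters was 7 at a resolution of 0.3. Of the genes of Supplementary Data 1, 14 of the up genes and 21 of the down genes kept the sign of the table against each of the 3 other libraries, a stricter criterion than the ratio to their mean.

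The HR- luminal share was 72.1%, 69.9%, 75.4% and 72.1% with that wider filter and RPCA integration, and 70.4%, 65.5%, 71.7% and 67.6% at a resolution of 0.4. The HR- luminal cycling share was 10.1%, 7.69%, 12.0% and 12.1% with the wider filter, 4.39%, 4.16%, 5.49% and 4.07% with RPCA integration, and 4.37%, 4.16%, 5.51% and 4.16% with RPCA integration and the named genes kept among the features. It was 5.16%, 5.39%, 7.25% and 6.53% at a resolution of 0.4 and 3.78%, 5.00%, 4.47% and 3.22% with log normalization without integration. The share of HR- luminal cells scored S or G2/M was 36.4%, 37.3%, 34.7% and 35.0% with cells thinned to 5000 UMIs, 32.9%, 36.2%, 31.6% and 34.6% at 10000 UMIs and 21.1%, 23.5%, 20.8% and 20.9% without thinning, so this share depends on the depth at which it is scored.

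The log2 ratio of cycling to non-cycling HR- luminal cells depended on the setting for both genes. For Tspan8 it was 0.43, -0.34, 0.098 and 0.21 with the wider filter, 0.39, -0.30, -0.24 and -0.16 with RPCA integration and 0.41, -0.29, -0.23 and -0.16 with the named genes kept. A resolution of 0.4 gave 0.037, -0.58, -0.35 and -0.44, log normalization without integration -0.35, -0.51, -0.93 and -0.77, TMM scaling 0.13, -0.37, -0.41 and -0.41, and cells scored S or G2/M in place of the cycling clusters 0.043, -0.19, -0.16 and -0.15. For Thrsp the ratios were 0.25, 0.64, 0.29 and 0.28 with the wider filter, 0.080, 0.15, 0.22 and 0.38 with RPCA integration and 0.19, 0.15, 0.27 and 0.45 with the named genes kept. They were 0.22, 0.26, -0.0071 and 0.20 at a resolution of 0.4, 0.20, 0.31, -0.23 and -0.27 with log normalization, 0.26, 0.32, 0.18 and 0.34 with TMM scaling, 0.56, 0.52, 0.40 and 0.58 as the mean over cells of each cell's CPM, and -0.11, 0.17, -0.14 and -0.15 with the scored cells. The direction of Tspan8 in wild-type HU and of Thrsp in wild-type HU was the same in all of these.

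Of 7 genes of Fig. 5D, the number above all 3 other libraries in Brca2 mut/WT HU, 2 as summed, was 6 with the wider filter, 0 in the cycling cells alone, 6 within the cluster with the highest Tspan8 and 0 outside it. With pools 1 to 4 of Brca2 mut/WT HU left out in turn it was 4, 0, 5 and 3, and with those of the Brca2 mut/WT control 1, 6, 0 and 3. With the wider filter the numbers were 6, 0, 6 and 6 and 4, 7, 2 and 6 in the same order. Each pool was left out of its own library only, so these numbers are not like-for-like. The number in the cycling cells rests on fewer UMIs. The log2 ratio to the highest other library reversed without pool 2 of Brca2 mut/WT HU for Ifit1 (-0.15) and Iigp1 (-0.14), and for Ifit1 without pool 1 (-0.010) or pool 3 (-0.064) of the Brca2 mut/WT control.

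In basal cells the medians of some gene lists had the other sign than in HR- luminal cells. The p53 targets were at -0.10 for wild-type HU against the wild-type control, -0.076 for Brca2 mut/WT HU against its control, -0.30 for Brca2 mut/WT HU and -0.26 for the Brca2 mut/WT control against the wild-type control. The interferon genes that the paper does not name were at -0.012 for Brca2 mut/WT HU against the wild-type control. For Brca2 mut/WT HU against its control the basal genes of the paper were at -0.13, the genes of Fig. 4F at 0.020 and those of Fig. 6A at 0.042. For Brca2 mut/WT HU against wild-type HU, 4 HR+ luminal genes of the paper were at -0.54. The cell cycle genes of the paper were at -0.16 for the Brca2 mut/WT control against the wild-type control, and at 0.69 for wild-type HU against the wild-type control, where HR- luminal cells had -0.15. The genes of Fig. 6A were at -0.29 for wild-type HU, -0.23 for Brca2 mut/WT HU and -0.24 for the Brca2 mut/WT control against the wild-type control (HR- luminal 0.057, 0.042 and 0.13). The damage signature was at -0.26 for wild-type HU against the wild-type control (HR- luminal 0.0097). With the 4 pools weighted equally, 47 of 65 list medians stayed inside or on the same side of the central 95% of random lists, 17 entered or left it and 1 reversed, that of the genes of Fig. 4F for Brca2 mut/WT HU against its control, at 0.076. Of the 10 genes named by rule, the fall of Id3 reversed with the 4 pools weighted equally (0.70). Among 675 further values for single genes, lists and classes, 501 stayed within their limits, 159 moved and 15 reversed, the reversed ones being among those given here. Each of 18 genes of Fig. 4B was highest in its class in all 4 libraries under each alternative run for these genes, except 1 basal gene at a resolution of 0.4.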

Differences from the paper's values

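The paper reports 34200 cells after quality control, while 17360 cells passed the filter given in its methods. The 4 deposited libraries held 33268 cells before any filter, so no filter of these tables reaches the number of the paper. Of the alternatives set before the data were examined, both came within 1.5 times the paper's number: 27645 cells with at least 1000 genes, no upper limit and under 10% mitochondrial UMIs, and 25272 cells with no upper limit and under 5%.

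The paper states that the interferon response genes of Fig. 5D were higher in HU-treated Brca2 mut/WT luminal cells than in the other conditions. Of 7 of these genes, 2 were above all 3 other libraries, Iigp1 with 120.6 CPM and Ifit1 with 230.5 CPM. Ifit3 had 337 CPM in Brca2 mut/WT HU and 352 in the Brca2 mut/WT control, and Bcl2 99.8 and 108. Irf7, with 723 and 712 CPM, had overlapping Poisson intervals and a log2 ratio of 0.023 (0.0050 to 0.041). With no upper limit on genes and under 10% mitochondrial UMIs, 6 of the 7 genes were above all others, but 0 without pool 2 of Brca2 mut/WT HU, 4, 7 and 2 without pools 1, 2 and 3 of the Brca2 mut/WT control, and 6 without any other single pool of these 2 libraries. With the filter of the methods the number was also 6 in the cluster with the highest Tspan8 alone and without pool 2 of the Brca2 mut/WT control, and 5, 4 and 3 without pools 3, 1 and 4 of Brca2 mut/WT HU, and 3 with the cells of the highest 6% of Scrublet scores removed and without pool 4 of the Brca2 mut/WT control. It was 0 without pool 2 of Brca2 mut/WT HU, 1 and 0 without pools 1 and 3 of the Brca2 mut/WT control, 0 in the cycling HR- luminal cells and 0 outside the cluster with the highest Tspan8. Of all these settings, those other than the wider filter by itself were chosen after seeing the values. A pool was left out of a single library while the others kept theirs, so those counts are not like-for-like. The count in the cycling cells rests on fewer UMIs. The libraries carry no passage, to which the paper's statement partly refers.

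The paper states that its HR- luminal cycling cluster expresses Tspan8 and Thrsp highly. Summed over the 4 libraries, the HR- luminal cluster with the highest level was non-cycling in each of 7 clusterings for both genes. It had 382 CPM of Tspan8 against 273 in the highest cycling cluster, and 259 CPM of Thrsp against 195. Of 10 clusters, 1 non-cycling cluster lay above the highest cycling one for Tspan8 and 2 did for Thrsp. The lowest cycling clusters had 80.8 and 79.3 CPM. A high level in a cycling cluster is thus not contradicted, since the paper does not call it the highest. Its plots of both genes are of passage 4, while the libraries carry no passage. With all cycling clusters summed, Tspan8 was higher than in non-cycling cells in the wild-type control alone, and in 3 of the 4 libraries with the wider filter. Thrsp was higher in the cycling cells of all 4 libraries.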

Other observations

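Of the tests in this part, those of the clustering, of doublets, of the upper limit on genes and of pools weighted equally were chosen only after the result was seen. With 1 library per condition, the differences between libraries given here were not tested. The paper picked the genes of Fig. 4F, Fig. 5D and Fig. 6A from differences of HU-treated Brca2 mut/WT organoids in its single-cell data. Whether it used these cells is not stated, so the percentiles of these lists in Brca2 mut/WT HU are no independent evidence.

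Tspan8 was highest in a non-cycling HR- luminal cluster. The ratio of the highest non-cycling to the highest cycling cluster was 1.37 after thinning to 5000 UMIs, 1.40 with the highest Scrublet scores removed and 1.27 without the upper limit on genes, and 0 of 7 clusterings had a cycling cluster as the highest. These values argue against depth, doublets, removal of cycling cells by the limit and the clustering as the cause. No biological explanation was tested. Sez6 and Tmigd1, which were chosen after their values were seen, had 226 and 295 CPM in this cluster, 188 and 139 in the cycling cluster 17 and at most 10.0 in each of the other HR- luminal clusters.

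Cells with over 6000 genes were 24.3% to 31.1% of a library. From cells with 2 or more tags, 29.8%, 22.6%, 15.6% and 11.6% of them were estimated to be doublets in the wild-type control, wild-type HU, Brca2 mut/WT control and Brca2 mut/WT HU. The highest estimate, 29.8%, argues against doublets being most of these cells. With the wider filter, 80.1% of the HR- luminal cycling cells of Brca2 mut/WT HU had over 6000 genes, against 65.1% to 67.2% in the other libraries. No biological explanation was tested for this.

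Against its control, the Brca2 mut/WT HU library had a median log2 ratio in HR- luminal cells, with its percentile among random lists of like expression, of 0.016 (percentile 69.7) for the 32 interferon genes that the paper does not name, 0.0089 (percentile 44.8) for 12 class I antigen presentation genes, 0.039 (percentile 78.2) for 11 genes of the interferon-related DNA damage signature, 0.0019 (percentile 40.4) for 7 genes of Fig. 5D, -0.061 (percentile 0.87) for the genes of Fig. 4F and -0.078 (percentile 2.46) for those of Fig. 6A. Further values were -0.47 (percentile 0) for 15 hypoxia genes, -0.16 (percentile 0) for 12 dissociation genes, 0.10 (percentile 96.1) for the HR- luminal genes of Fig. 4B, -0.049 (percentile 31.5) for 4 HR+ luminal genes, 0.19 (percentile 98.8) for the basal genes of Fig. 4B and -0.45 (percentile 0.03) for its cell cycle genes. For wild-type HU against its control the values were -0.029 (percentile 17.2) for the 32 interferon genes that the paper does not name, 0.041 (percentile 55.1) for 12 class I antigen presentation genes, 0.0097 (percentile 38.8) for 11 genes of the interferon-related DNA damage signature, -0.16 (percentile 0.665) for 7 genes of Fig. 5D, -0.14 (percentile 0.07) for the genes of Fig. 4F and 0.057 (percentile 66.3) for those of Fig. 6A, then -0.40 (percentile 0) for 15 hypoxia genes, -0.30 (percentile 0) for 12 dissociation genes, -0.17 (percentile 1.33) for the HR- luminal genes of Fig. 4B, -0.18 (percentile 6.97) for 4 HR+ luminal genes, 0.082 (percentile 82.2) for the basal genes of Fig. 4B and -0.15 (percentile 8.31) for its cell cycle genes. For the Brca2 mut/WT control against the wild-type control they were 0.16 (percentile 100) for the 32 interferon genes that the paper does not name, 0.32 (percentile 100) for 12 class I antigen presentation genes, 0.23 (percentile 100.0) for 11 genes of the interferon-related DNA damage signature, 0.21 (percentile 99.7) for 7 genes of Fig. 5D, 0.48 (percentile 100) for the genes of Fig. 4F and 0.13 (percentile 96.8) for those of Fig. 6A, then 0.21 (percentile 100.0) for 15 hypoxia genes, -0.17 (percentile 0) for 12 dissociation genes, -0.054 (percentile 6.36) for the HR- luminal genes of Fig. 4B, -0.18 (percentile 1.95) for 4 HR+ luminal genes, -0.49 (percentile 0.01) for the basal genes of Fig. 4B and 0.26 (percentile 99.6) for its cell cycle genes, and 0.21 (percentile 100) for the p53 targets. For Brca2 mut/WT HU against wild-type HU they were 0.18 (percentile 100) for the 32 interferon genes that the paper does not name, 0.30 (percentile 100) for 12 class I antigen presentation genes, 0.27 (percentile 100) for 11 genes of the interferon-related DNA damage signature, 0.27 (percentile 100) for 7 genes of Fig. 5D, 0.48 (percentile 100) for the genes of Fig. 4F and 0.032 (percentile 54.0) for those of Fig. 6A, then 0.00052 (percentile 32.5) for 15 hypoxia genes, -0.14 (percentile 0) for 12 dissociation genes, -0.033 (percentile 24.6) for the HR- luminal genes of Fig. 4B, 0.28 (percentile 99.6) for 4 HR+ luminal genes, -0.57 (percentile 0) for the basal genes of Fig. 4B and -0.20 (percentile 0.33) for its cell cycle genes, and -0.0063 (percentile 12.5) for the p53 targets. For Brca2 mut/WT HU against the wild-type control they were 0.14 (percentile 99.8) for the 32 interferon genes that the paper does not name, 0.33 (percentile 100) for 12 class I antigen presentation genes, 0.36 (percentile 100) for 11 genes of the interferon-related DNA damage signature, 0.24 (percentile 99.8) for 7 genes of Fig. 5D, 0.34 (percentile 100) for the genes of Fig. 4F and 0.042 (percentile 31.1) for those of Fig. 6A, then -0.27 (percentile 0) for 15 hypoxia genes, -0.32 (percentile 0) for 12 dissociation genes, -0.038 (percentile 7.83) for the HR- luminal genes of Fig. 4B, -0.26 (below the central 95%) for 4 HR+ luminal genes, -0.28 (percentile 0.23) for the basal genes of Fig. 4B and -0.18 (percentile 2.12) for its cell cycle genes, and 0.48 (percentile 100) for the p53 targets.

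With the 4 pools weighted equally, Brca2 mut/WT HU against its control was at -0.0011 (percentile 13.2) for the 32 interferon genes that the paper does not name, 0.15 (percentile 99.9) for 12 class I antigen presentation genes, 0.13 (percentile 97.9) for 11 genes of the interferon-related DNA damage signature, 0.076 (percentile 79.8) for 7 genes of Fig. 5D, 0.076 (percentile 89.9) for the genes of Fig. 4F and -0.031 (percentile 7.34) for those of Fig. 6A, and wild-type HU against its control at -0.14 (percentile 0.04) for the 32 interferon genes that the paper does not name, -0.13 (percentile 0.93) for 12 class I antigen presentation genes, -0.070 (percentile 11.6) for 11 genes of the interferon-related DNA damage signature and -0.089 (percentile 7.38) for 7 genes of Fig. 5D. The shift of the genes of Fig. 4F with HU in Brca2 mut/WT therefore changed its sign with the weighting of the pools, the class I genes and the damage signature rose above the central 95% of random lists, and the interferon and class I genes fell below it in the wild type. Of the sex-specific genes, Xist had 796 to 1048 CPM and Ddx3y 0 UMIs in the 4 libraries.

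Within the cluster with the highest Tspan8, the median log2 ratio of Brca2 mut/WT HU to its control was 0.41 (percentile 100) for 7 genes of Fig. 5D, 0.33 (percentile 100) for the other interferon genes and 0.36 (percentile 100) for the class I genes, while that of wild-type HU to its control was -0.34 (percentile 0.055), -0.32 (percentile 0) and -0.38 (percentile 0). These cells were singled out after the values were seen, and in the Brca2 mut/WT libraries most of them were from 1 antibody tag pool.

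Supplementary Data 1 lists genes for a passage that the libraries do not state, and whether the study chose them on these cells is not stated, so their values are no independent evidence. Of its 72 up genes 71 were found, and 63 were above the mean of the 3 other libraries in Brca2 mut/WT HU over all cells, with a median log2 ratio of 0.19. Of the 49 down genes 43 were below it, with a median of -0.38. With the sign required against each of the 3 libraries, the numbers were 14 and 21.

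By the rule set for naming genes, the largest rises in HR- luminal cells of Brca2 mut/WT HU over all 3 other libraries, by the smallest of the log2 ratios, were those of Tspan15 (0.35), Insig1 (0.30), Mir99ahg (0.29), 1700017B05Rik (0.29) and Hist1h1c (0.27). The largest falls were those of Cxcl1 (-1.19), Csf3 (-0.70), Top2a (-0.68), Hist1h1b (-0.52) and Id3 (-0.47). With the 4 pools weighted equally, the 5 rises and 4 of the 5 falls kept their direction against each library. Id3 was then higher than in the wild-type and Brca2 mut/WT controls, with log2 ratios of 0.27 and 0.70, so the direction of its difference from them depends on how the pools are weighted. Of these genes all but Mir99ahg, 1700017B05Rik and Top2a were among the clustering features, and Top2a served to name cycling clusters. Top2a and Hist1h1b were among the leading genes of a cycling HR- luminal cluster. The upper limit on genes bears most on cycling cells of Brca2 mut/WT HU, of which 80.1% had over 6000 genes with the wider filter. The other libraries had 65.1% to 67.2%. Whether the limit contributes to the falls of these 2 genes was not tested. Of genes that the paper names for passages the libraries do not state, Ifi44 had 288, 272, 350.0 and 354 CPM in HR- luminal cells of the wild-type control, wild-type HU, Brca2 mut/WT control and Brca2 mut/WT HU, Aqp5 2217, 2007, 2572 and 2297, Slpi 98.5, 167, 52.0 and 63.0, Fabp5 281, 239, 218 and 199.8, Nme2 551, 674, 541 and 564, Ptx3 17.1, 16.3, 16.1 and 14.6 and Tmsb4x 472, 399.5, 338 and 371.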
